# Transcriptome Dynamics in the Developing Larynx, Trachea, and Esophagus

**DOI:** 10.3389/fcell.2022.942622

**Published:** 2022-07-22

**Authors:** Kristy D. Wendt, Jared Brown, Vlasta Lungova, Vidisha Mohad, Christina Kendziorski, Susan L. Thibeault

**Keywords:** RNAseq, development, larynx, morphogenesis, esophagus, trachea

## Abstract

The larynx, trachea, and esophagus share origin and proximity during embryonic development. Clinical and experimental evidence support the existence of neurophysiological, structural, and functional interdependencies before birth. This investigation provides the first comprehensive transcriptional profile of all three organs during embryonic organogenesis, where differential gene expression gradually assembles the identity and complexity of these proximal organs from a shared origin in the anterior foregut. By applying bulk RNA sequencing and gene network analysis of differentially expressed genes (DEGs) within and across developing embryonic mouse larynx, esophagus, and trachea, we identified co-expressed modules of genes enriched for key biological processes. Organ-specific temporal patterns of gene activity corresponding to gene modules within and across shared tissues during embryonic development (E10.5-E18.5) are described, and the laryngeal transcriptome during vocal fold development and maturation from birth to adulthood is characterized in the context of laryngeal organogenesis. The findings of this study provide new insights into interrelated gene sets governing the organogenesis of this tripartite organ system within the aerodigestive tract. They are relevant to multiple families of disorders defined by cardiocraniofacial syndromes.

## Introduction

Mammalian breathing and swallowing are closely interrelated in their central and muscular control, and the esophagus, trachea, and larynx share origin and proximity within the foregut endoderm during embryonic development. The larynx is situated at the crossroads of the upper aerodigestive tract cranial to the developing esophagus and trachea. It participates in both respiratory and alimentary functions throughout development, with roles in respiratory maintenance and swallowing in fetal stages that expand to include protection of the lower airway and phonation abruptly after birth through adulthood (Harding, 1984; Harding, Bocking, and Sigger, 1986; Miller, Sonies and Macedonia, 2003). The larynx, trachea, and esophagus share progenitor field specification signaling mechanisms, though relatively little is known about the underlying genetic characteristics of organogenesis considering the shared origin and interrelation of all three distinct tissues in the upper aerodigestive tract (Billmyre, Hutson and Klingensmith, 2015; Lungova et al., 2015; Lungova and Thibeault, 2020; Teramoto et al., 2020). Identifying genes with correlated expression within each organ through development from a shared origin can shed more light on their possible functions, as genes with similar expression patterns may be functionally related (Zhang and Horvath, 2005; Farhadian et al., 2021).

Here, we characterize transcriptional dynamics during development of the esophagus, trachea, and larynx by conducting a time-series study of *in vivo* developmental gene expression using a statistical analysis pipeline informed by weighted correlation network analysis (WGCNA). High-throughput whole-transcriptome sequencing *via* RNA-seq can help comprehensively describe gene expression profiles in multiple tissues over time. Single-cell RNA-seq technology combined with differential gene expression analysis has been used previously to describe the transcriptional specification of the mammalian trachea and esophagus (Kuwahara et al., 2020), probe expression signatures of the esophageal epithelium (Owen et al., 2018; Busslinger et al., 2021) and unravel cell lineage relationships in the respiratory tract (Treutlein et al., 2014; Plasschaert et al., 2018; Zaragosi, Deprez and Barbry, 2020). These analyses focus on differentially expressed gene screening. However, shared gene sets between organs remain unexplored, as do tissue-specific yet functionally interrelated gene sets within all three tissues through developmental time. Temporal differences in gene expression levels are described across and within the larynx, esophagus, and trachea in terms of the phenotypes of interest, including neuron fate specification, muscle development, chondrification, epithelium development, and motor-driven movement. Esophageal atresia (EA), tracheoesophageal fistula (TEF), congenital laryngeal webbing, and/or laryngeal cleft are congenital anomalies of unknown molecular etiology. They often occur together or alongside associated cardiac abnormalities, including ventricular septal defects and Tetralogy of Fallot, as well as limb abnormalities *via* VACTERL association (Greenwood and Rosenthal, 1976; Walner et al., 1999; Leboulanger and Garabédian, 2011; O’Shea et al., 2020). The findings of this study provide new insights into the interrelated gene sets governing the organogenesis of this tripartite organ system. They further characterize differentially expressed genes (DEGs) enriched for cardiogenesis processes concomitant with the formation of the laryngo-tracheoesophageal septum and realization of the vocal folds.

## Results

### Identification of Differentially Expressed Genes Within and Across the Larynx, Esophagus, and Trachea

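Bulk RNA-seq, which reads the summed transcripts of all cells in a piece of tissue, was made from the primitive laryngopharynx or larynx, the esophagus and the trachea of FVB/N mouse embryos at 5 ages from E10.5 to E18.5, and from the larynx also at P0 and in adults. The methods give the adults' age as 6 to 8 weeks and the results as 4 to 6 weeks. The 40 libraries comprised 16 of the larynx, 12 of the esophagus and 12 of the trachea, with 4 libraries per tissue at E15.5 and 2 in every other group. According to the methods, tissue was pooled from 10 animals at each embryonic age, or from 20 animals at E15.5; pooling at P0 and in adults is not given. The methods describe 2 biological replicates at a time point, whereas the labels give 4 libraries per tissue at E15.5, and p-values measure the spread between these libraries. The labels name the libraries in 2 ways. Names that end in a short code belong to 30 libraries, and names that end in a 6-base index belong to 10, which are 2 libraries per tissue at E15.5 and all libraries at P0 and in adults. The paper names 2 sequencing platforms, HiSeq and NovaSeq, and which library was run on which is not given in the sources used here. Values from the short-code libraries alone are therefore given beside part of the results in which both kinds enter, and not beside all.
The authors quality-checked the reads with FastQC, aligned them with Bowtie2 2.4.2 and estimated expected counts per gene with RSEM 1.3.3, which divides reads that match several genes between them. The deposited tables held these expected counts, not normalized. The depth of a library is its total of expected counts. At E10.5 the 2 libraries of the larynx held 13978524 and 17895338, those of the esophagus 17300490 and 17687296 and those of the trachea 15850331 and 19235799. At E11.5 the 2 libraries of the larynx held 3286403 and 11628209, those of the esophagus 15599139 and 19553358 and those of the trachea 18950979 and 21649257. At E13.5 the 2 libraries of the larynx held 21393700 and 24163158, those of the esophagus 19171531 and 19482491 and those of the trachea 12883607 and 23210925. At E15.5 the 4 libraries held 14002503 to 25554151 (median 20618329.5) in the larynx, 16452544 to 35831491 (median 27502397) in the esophagus and 14556741 to 34272782 (median 22158260) in the trachea. At E18.5 the 2 libraries of the larynx held 23403437 and 25568770, those of the esophagus 15758853 and 18301141 and those of the trachea 20313905 and 26378626. The larynx libraries held 24243240 and 31047614 at P0 and 22553149 and 28504930 in adults. Here the expected counts were rounded to whole numbers and normalized by the median-ratio method, as the paper did, and a gene was kept with a normalized count of at least 1 in at least 2 libraries. The steps between ages were tested in edgeR with one mean per tissue and age over all 40 libraries, which left 23 residual degrees of freedom and a common dispersion of 0.293. A gene with a standard error near 1 log2 unit in such a step needed a change of several log2 units to pass, which bounds what 2 libraries per group can show. Levels are normalized counts, given as mean ± SD.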

Our main objectives were to 1) identify DEGs to elucidate transcriptome variation within and across the esophagus, trachea and larynx during key timepoints in embryogenesis and 2) characterize the influence of postnatal development and maturation on laryngeal tissue transcriptomics as the organ abruptly initiates protection of the lower airway and phonation at birth (German and Palmer, 2006). For all analyses, 53,647 Ensemble genes were mapped to 18,032 human orthologs in gene symbol format, with details in the quality control and gene expression quantification section of Methods. 

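The deposited tables listed 53647 Ensembl gene identifiers, of which 52610 were found in the GRCm39 annotation (GENCODE vM39). The tests used these mouse genes themselves, without the step to human orthologs. A normalized count of at least 1 in at least 2 libraries left 36495 genes in the test over all 40 libraries.
The 2 kinds of library differed in the transcripts they held. Mitochondrial ribosomal RNA, which carries only short poly-A tails, took 9.30 to 32.2% of the counts in the short-code libraries and 0.05 to 0.196% in the index libraries. The 7SL RNA of the signal recognition particle took 1.12 to 7.58% and at most 0.00466%. At E15.5, where each tissue had both kinds, 6022 of 31192 genes differed between them with tissue as a term (2055 higher and 3967 lower in the index libraries, adjusted p under 0.05 from edgeR's quasi-likelihood test). Left out singly, index library 2 of the E15.5 esophagus moved this count to 10067, and index libraries 1 and 2 of the E15.5 trachea to 3938 and 3738. In 3 libraries many olfactory receptor genes, which are normally silent outside sensory neurons, had counts. Short-code library 2 of the E11.5 larynx held counts in 1107 of 1193 such genes, short-code library 2 of the E15.5 trachea in 1010 and short-code library 2 of the E15.5 larynx in 682, against 79 to 317 in the other 37 libraries. Short-code library 1 of the E11.5 larynx was the shallowest of the 40. Replicates correlated across genes with r = 0.862 in the E11.5 larynx, 0.878 for the short-code E15.5 trachea libraries and 0.79 for the index E15.5 esophagus libraries, against 0.987 in the adult larynx (Pearson's r of log2 values; genes are not independent replicates).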

Defining DEGs as significantly varied gene expression through prenatal timepoints embryonic day (E)10.5, E11.5, E13.5, E15.5, and E18.5, we identified a total of 3,472 (p-adj ≤ 0.01) DEGs shared across all three tissues during embryogenesis. 

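Between E13.5 and E18.5, averaged over the 3 tissues, the largest rises included those of Krt13, a keratin of stratified squamous epithelium, and Muc5b, a gel-forming airway mucin. Krt13 had a log2 fold change of 13.06 (standard error 1.76, adjusted p = 1.06e-05) from edgeR's quasi-likelihood test, and Muc5b one of 12.72 (standard error 1.76, adjusted p = 9.93e-06) from the same test. Among the largest falls were liver plasma protein and heart transcripts. Myh6, a myosin heavy chain of heart muscle, had a log2 fold change of -6.01 (standard error 1.06, adjusted p = 1.58e-04). Alb, the serum albumin of hepatocytes, went in the trachea from 6202 ± 8406 (SD, n = 2) at E13.5 to no count at E18.5. Tested as a natural spline with 3 degrees of freedom on age rank, 12416 of 36267 genes varied across the 36 embryonic libraries at an adjusted p of at most 0.01 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), of which 10831 were protein-coding genes. Stepwise and averaged over tissues, 4052 genes rose and 3895 fell from E10.5 to E13.5, 5601 rose and 3051 fell from E13.5 to E15.5, and 583 rose and 976 fell from E15.5 to E18.5 (adjusted p under 0.05 from the same tool). Over all tested genes the median log2 fold change was 0.63 from E13.5 to E15.5 and -0.37 from E15.5 to E18.5. The balance of rises and falls there is relative to these shifted centres. With the short-code libraries alone the counts were 12089, 12249 and 2262 genes changed in these 3 steps, the last with 1423 higher and 839 lower. Without 5 libraries that stood apart (the 3 with many olfactory receptor genes, index library 2 of the E15.5 esophagus and short-code library 1 of the E15.5 trachea), chosen after seeing the data, the spline called 15371 genes. That choice leaves the E15.5 trachea with index libraries only. The count of the last step was 2949 without index library 2 of the E15.5 esophagus, and 608 to 805 without any one of the 6 libraries of E18.5.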

Significantly varied genes within the esophagus and trachea through prenatal timepoints E10.5, E11.5, E13.5, E15.5, and E18.5 were considered, and 2,766 and 2,921 DEGs (p-adj ≤ 0.01) were identified. 

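In the esophagus the step from E13.5 to E15.5 carried the most changes, with 2264 genes higher and 1249 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Krt4, which pairs with Krt13 in suprabasal squamous cells, went from 104 ± 35.2 (SD, n = 2) to 238730 ± 416500 (SD, n = 4) normalized counts in the esophagus, a log2 fold change of 11.16 (standard error 2.54, adjusted p = 0.00714), with 863060 in index library 2 and 8268 to 45925 in the other 3, and 8.68 (adjusted p = 0.00593) with short-code libraries. Sprr3, a cornified envelope protein of the esophageal lining, had no count at E13.5 and 18581 ± 36090 (SD, n = 4) at E15.5, nearly all of it in index library 2. In the trachea the same step had 827 genes higher and 636 lower. Matn1, a matrix protein of cartilage, rose there with a log2 fold change of 9.48 (standard error 2.02, adjusted p = 0.00850). Serpina6, a hormone carrier made in the liver, fell with a log2 fold change of -11.14 (standard error 2.02, adjusted p = 0.00502), from 1127 ± 1507 (SD, n = 2) at E13.5. From E11.5 to E13.5, 17 genes changed in the esophagus and 9 in the trachea, and from E15.5 to E18.5 29 and 11. With the short-code libraries alone these were 1915 and 642 in the first step and 26 and 1373 in the second. The median log2 fold change of all tested genes from E13.5 to E15.5 in the trachea was 0.76, so rises there are relative to a shifted centre. As a spline over age, 1719 of 28382 genes varied in the esophagus and 3400 of 29415 in the trachea at an adjusted p of at most 0.01, with 1046 in both (214 by chance for independent lists). With short-code libraries alone these counts were 5071 and 4800. Without the 5 libraries that stood apart they were 4241 and 7733, and without the E13.5 libraries 464 and 1949, both sets chosen after seeing the data. The count of 7733 includes the kind of library, since the E15.5 trachea is then of index libraries alone and the other ages of short-code libraries. Without short-code library 1 or 2 of E13.5 the step to E15.5 had 323 and 976 changes in the esophagus and 390 and 129 in the trachea, and with single libraries left out the splines called 386 to 4241 and 1637 to 4381 genes.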

Analysis of significantly varied genes within the larynx across development incorporated birth (P0) and adult (4–6 weeks) timepoints, such that E10.5, E11.5, E13.5, E15.5, E18.5, P0, and adult timepoints were all considered, with the 4,519 DEGs (p-adj ≤ 0.01) resulting from the within-tissue laryngeal analysis Figure 1.

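Myh8, Myh3 and Mymk were among the largest falls in the larynx after birth. The skeletal muscle list as a whole is not reported for this step. From P0 to the adult, Myh8 and Myh3, the perinatal and embryonic myosin heavy chains of skeletal muscle, fell with log2 fold changes of -9.52 (standard error 2.00, adjusted p = 0.0127) and -8.96 (standard error 2.00, adjusted p = 0.0184) from edgeR's quasi-likelihood test, and Mymk, which drives the fusion of myoblasts, fell with -8.41 (standard error 1.33, adjusted p = 0.00159). Adh7, an alcohol dehydrogenase of upper digestive epithelium, rose with a log2 fold change of 5.72 (standard error 1.3, adjusted p = 0.0211), and Ighm, the immunoglobulin heavy chain of B cells, with 4.43 (standard error 0.722, adjusted p = 0.00151). In all, 228 genes rose and 346 fell between P0 and the adult, both from index libraries. In these libraries Tg, thyroglobulin of the thyroid, stood at 4749 and 8281 CPM at P0 and at 6.61 and 3.86 CPM in the adult. How far thyroid tissue enters this step was not tested. From E18.5 to P0, Calca went from 16.3 ± 8.57 (SD, n = 2) to 1912 ± 64.8 (SD, n = 2). Tg stood at 16.7 and 549.7 CPM in the E18.5 libraries, against 4749 and 8281 CPM at P0. Which cells the Calca counts came from was not tested. Over this step 112 genes rose and 54 fell. The E18.5 libraries were of the short-code kind and the P0 libraries of the index kind, so the step includes a change of kind. With the kind of library as a term, which only the E15.5 libraries inform, 89 genes rose and 87 fell. The spline over all 7 ages called 8550 of 32559 genes at an adjusted p of at most 0.01, and 3721 over the short-code libraries from E10.5 to E18.5 alone. Before birth, 777 genes rose and 442 fell from E11.5 to E13.5. Without the 3 libraries with many olfactory receptor genes (chosen after seeing the data) the total was lower. Without those and 2 more that stood apart, also chosen afterwards, it was higher. Both fits leave the E11.5 larynx with short-code library 1 only. With the short-code libraries alone the step had 2406 genes higher and 3018 lower. With the kind of library as a term it had 1385 higher and 1888 lower, and by DESeq2 1424 higher and 1886 lower. Leaving out single libraries gave 253 to 747 changes in this step, 3 to 35 from E18.5 to P0 and 35 to 148 from P0 to the adult. Medians of all genes in the larynx shifted by 0.54 log2 from E10.5 to E11.5, by -0.77 from E11.5 to E13.5 and by 0.22 from E13.5 to E15.5.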

**FIGURE 1:**
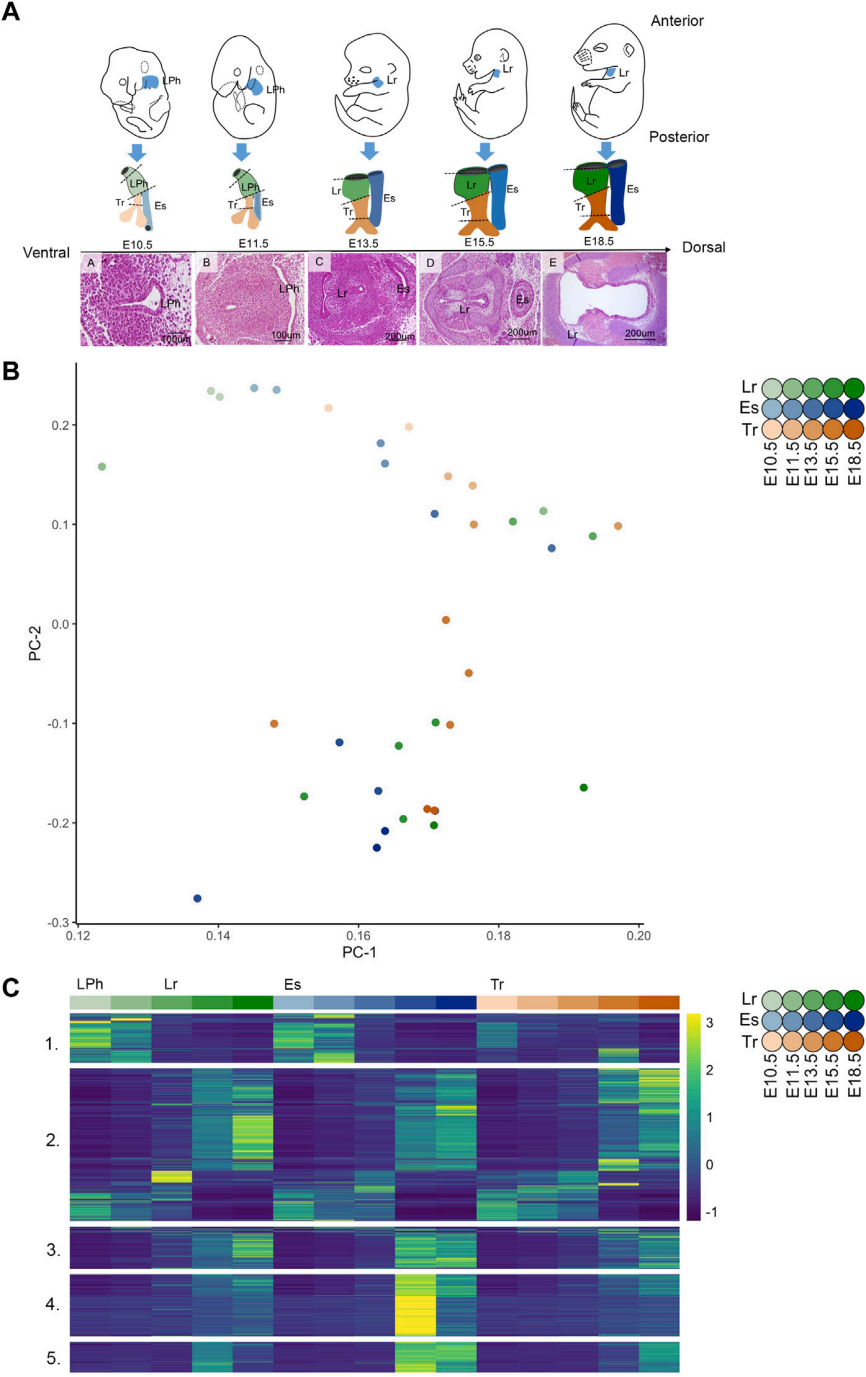
Global transcriptome structure across the esophagus, trachea, and larynx during embryonic development, **(A)** Schematic of developing embryos shows the color key for organ identity and developmental stage across the study timespan above hematoxylin and eosin histological sections at the level of the developing vocal folds during each time point. **(B)** PCA analysis demonstrates 2D representation of whole-tissue transcriptome principal components at E10.5, E11.5, E13.5, E15.5, and E18.5 across embryonic development of the Lr, larynx; Es, esophagus; Tr, trachea; **(C)** Heatmap of differentially expressed genes (DEGs) (*n* = 3,472) constructed from normalized expected counts across embryonic development of the primitive laryngopharynx (LPh), larynx (Lr), esophagus (Es), and trachea (Tr) at E10.5, E11.5, E13.5, E15.5, and E18.5 with expression measures averaged across replicates within each tissue/age combination and then converted within each gene into a z-score for improved visual comparison.

The developmental timespan from mid-gestation E10.5–E18.5 encompasses much of the development of the upper aerodigestive tract. In mice, between E9.5 and E11.5 (equivalent to weeks four to six human gestation), a compartmentalization process occurs with the formation of the respiratory diverticulum from the ventral anterior foregut endoderm and the gradual separation of the ventral respiratory diverticulum from the dorsal anterior foregut by the tracheoesophageal septum. The primitive LPh is anteriorly continuous with the newly-formed esophagus and trachea at E10.5, shown in Figure 1A, as an anatomical schematic juxtaposed with transverse hematoxylin and eosin histological sections. As the lung bud elongates at E11.5, tracheoesophageal septation, initiated at ∼9.5, proceeds anteriorly toward the primitive LPh (Qi and Beasley, 2000; Billmyre, Hutson, and Klingensmith, 2015) in synchrony with the fusion of the lateral walls of the LPh. The laryngotracheal tube separates from the esophagus *via* laryngotracheo-esophogeal septation at E13.5 at the level of the developing vocal folds in the larynx, such that the posterior part of the larynx is ventrally continuous with the trachea and dorsally continuous with the septum at E13.5 shown in Figure 1A. During vocal fold development, septation of the laryngotracheal tube and esophagus occurs in synchrony with the initiation of epithelial lamina (EL) recanalization, cartilage chondrification, intrinsic muscle formation, and the initiation of a diminution in cell proliferation machinery that continues through E18.5 in developing embryos (Lungova et al., 2015; Griffin et al., 2021).

### Global Transcriptome Structure Across Embryonic Esophagus, Trachea, and Larynx

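Along the first principal component of the 12416 genes that varied over embryonic age, the mean scores of the groups lay in order of age in all 3 tissues. The larynx went from -162 ± 2.91 (SD, n = 2) at E10.5 through -53.9 ± 2.22 at E13.5 to 121 ± 15.6 at E18.5. The esophagus went from -155 ± 3.22 to 145 ± 4.54 and the trachea from -143 ± 2.72 to 125 ± 1.26 between the same ages. This component held 54.1% of the variance of log2 CPM (prior count 1, genes centred) over the 36 libraries, and the second held 8.59%. Age took 0.948 of the variance of the first (eta squared, permutation p = 1e-05, the smallest that 100000 permutations can give). The kind of library took 0.11 of it (permutation p = 0.0481). With the genes chosen for varying with age, an age share above chance is built into this test.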

The highest variance components of gene expression (calculated from the 3,472 DEGs shared across all tissues) across all samples define common, age-dependent changes across all three tissues, shown as a PCA plot in Figure 1B. 

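Genes that differed between tissues, averaged over the 5 embryonic ages, were few and included known regional regulators. Tbx4, a T-box factor of the respiratory mesenchyme, was higher in the trachea than in the esophagus with a log2 difference of 2.42 (standard error 0.421, adjusted p = 0.00768) from edgeR's quasi-likelihood test, and Wnt2, a ligand of the ventral foregut, with 1.31 (standard error 0.226, adjusted p = 0.00768). Nkx2-1, which marks respiratory epithelium, had a log2 difference of 4.22 (standard error 0.874, adjusted p = 0.0540). Of 11 thyroid follicle genes none passed between these tissues (2 higher in the trachea adjusted over the list alone, limma's camera with an estimated correlation, adjusted p = 0.325). Tg, thyroglobulin of the thyroid, stood at 10000 and 6712 CPM in the E18.5 trachea and at 3399 and 1893 in the E18.5 esophagus. Of 25 foregut patterning genes, 2 were higher and 0 lower in the trachea (4 and 1 adjusted over the list alone). Of 10 lung alveolar genes, 3 were higher in the trachea (5 adjusted over the list alone; limma's camera, adjusted p = 1.22e-11, and adjusted p = 0.0141 with an estimated correlation), among them Sftpb, a surfactant protein, at 4.46 (standard error 0.764, adjusted p = 0.00768). Of 19 Wnt ligands and receptors, 5 were lower in the trachea and 1 higher (8 and 1 adjusted over the list alone; camera adjusted p = 3.45e-12, adjusted p = 0.00461 with an estimated correlation). Hoxa5, a positional homeobox gene of the neck and thorax, was lower in the larynx than in the esophagus at -2.44 (standard error 0.461, adjusted p = 0.0326) and lower than in the trachea at -2.92 (standard error 0.462, adjusted p = 0.00305). Of 24 Hox genes, 5 were lower in the larynx than in the esophagus (14 adjusted over the list alone, adjusted p = 0.00106 with an estimated correlation) and 3 lower than in the trachea (12 adjusted over the list alone, adjusted p = 0.0143 with an estimated correlation). Of 12 smooth muscle genes, 2, Acta2 at -0.92 and Cnn1 at -2.47, were lower in the larynx than in the trachea (9 adjusted over the list alone). Lower there too were 3 of 20 cardiomyocyte genes (13 adjusted over the list alone, 1 with short-code libraries; adjusted p = 0.0176 with an estimated correlation) and 1 of 20 hepatocyte genes (13 adjusted over the list alone, 0 with short-code libraries; adjusted p = 0.114 with an estimated correlation). Between trachea and esophagus none of the cardiomyocyte genes passed (10 higher in the trachea adjusted over the list alone, adjusted p = 0.0264 with an estimated correlation). Between larynx and esophagus none of the hepatocyte genes passed (12 lower in the larynx adjusted over the list alone, 0 with short-code libraries, camera adjusted p = 0.0949 with an estimated correlation). In all, 35 genes differed between trachea and esophagus, 17 between larynx and esophagus and 64 between larynx and trachea, and 120, 33 and 110 with the short-code libraries alone. Without the 5 libraries that stood apart, which leaves the E15.5 trachea with index libraries only, the counts were 693, 80 and 339. With single libraries left out they were 22 to 98, 2 to 34 and 21 to 105, and lowest in the last 2 without short-code library 1 of the E18.5 larynx. Of the principal components over age-varying genes, tissue took 0.00853 of the first (permutation p = 0.864) and 0.0526 of the second (permutation p = 0.408).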

Tissue-related effects were negligible between groups in these first two principal components. The earliest and latest timepoints occupied opposite ends of the second principal component in the esophagus, trachea, and larynx, with the E13.5–E15.5 timepoints dominating expression changes in the principal component that most reflects gene changes due to age (PC2). Also, after DE testing, the 3,472 DEGs across all tissues were clustered into co-expressed groups using the WGCNA gene network identification pipeline consisting of correlation, Topological Overlap Measure (TOM), and hierarchal clustering (Zhang and Horvath, 2005; Yip and Horvath, 2007; Langfelder and Horvath, 2008; Song, Langfelder and Horvath, 2012). 

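On the second component of the embryonic libraries the E13.5 libraries had the highest mean scores of each tissue, with means of 85.0 ± 4.96 (SD, n = 2) in the larynx, 64.7 ± 7.50 in the esophagus and 82.0 ± 2.66 in the trachea. The E10.5 libraries had the lowest, at -76.8 ± 9.15, -45.0 ± 1.47 and -24.4 ± 3.95. The E15.5 libraries scored -23.7 ± 4.02, -8.14 ± 39.8 and -0.378 ± 11.2 (n = 4 each), and the E18.5 libraries 8.48 ± 16.3, -20.4 ± 3.71 and -15.4 ± 1.92. Age took 0.734 of the variance of this component (permutation p = 1e-05, the smallest that the permutations can give), and the kind of library 0.00169 (permutation p = 0.814). With normalized counts that were not logged age took 0.0733 of it, and with every gene that passed the filter 0.183.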

DEGs across the primitive laryngopharynx/larynx, esophagus, and trachea are clustered into the five co-expressed modules and displayed as a heat map of normalized expected counts (ECs) in Figure 1C, with select genes from the top gene ontology (GO) terms of each module shown in Supplementary Table S1. Individual gene modules shown in Supplementary Figure S1C enriched for themes associated with neurogenesis (module 1), muscle/contractile (modules 2 and 3), epithelium development (module 4), and ciliation (module 5), with the top ten GO terms contained by each module shown in Supplementary Table S1. 

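Clustering the 12416 genes by squared correlation, unsigned topological overlap and Ward linkage into 5 groups gave modules enriched for neural, cilia, cardiac, epithelial and skeletal muscle genes. Some lists were divided between modules. A module of 3292 genes held 14 of 20 (1.82 by chance, adjusted p = 1.38e-09) neural tube progenitor genes and 10 of 20 (1.82 by chance) pan-neuronal genes. A module of 2401 genes held 21 of 24 (1.59 by chance, adjusted p = 1.76e-20) genes of motile cilia and 12 of 20 (1.32 by chance) cartilage genes. It also held 10 of 25 (1.66 by chance, adjusted p = 1.95e-05) proliferation genes. A module of 1574 genes held 12 of 20 (0.868 by chance, adjusted p = 1.42e-10) cardiomyocyte genes and also 9 of 20 (0.868 by chance) hepatocyte and 10 of 17 (0.738 by chance) coagulation genes, which are made in the liver. A module of 2162 genes held 14 of 20 (1.19 by chance, adjusted p = 8.37e-12) genes of basal and stratified squamous epithelium, 14 of 19 (1.13 by chance) of cornified epidermis and 11 of 16 (0.954 by chance) of macrophages and antigen presentation. A module of 2987 genes held 16 of 25 (2.06 by chance, adjusted p = 1.42e-10) skeletal muscle genes, 13 of 20 (1.65 by chance) of fibrillar matrix and 15 of 25 (2.06 by chance) of proliferation. This module also held 12 of 15 brown adipocyte and 12 of 15 fatty acid oxidation genes (1.24 by chance and adjusted p = 9.09e-10 for each list). Enrichment was tested against all genes tested for the age spline by the hypergeometric test with Benjamini-Hochberg adjustment. Modules hold only genes that varied with age. The values by chance and the p-values therefore also reflect how many genes of a list varied with age, not only their placing among modules. The unsigned overlap places genes that rise and genes that fall with the same timing in one module, so that a module is not a direction. Other inputs to the clustering (log2 values, the genes with the smallest p, the short-code libraries) gave partitions with adjusted Rand indices of 0.168 to 0.351 against this one. The paper reasons from the terms most enriched in each module to its theme and from the heat map of mean z-scores (Fig. 1C) to the ages at which its genes were active.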

Though modules 2 and 3 enriched for muscle/contractile themes, they contained different GO term enrichment profiles in the top ten indices shown in Supplementary Table S1 and different patterns of gene activity shown in the heatmap in Figure 1C. 

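The 2 contractile programs followed largely different courses. Cardiomyocyte genes clustered in a module whose mean z-score peaked at E13.5, at 0.56 in the larynx, 0.26 in the esophagus and 0.35 in the trachea. This module held 8 of 9 (0.391 by chance, adjusted p = 2.06e-09) of the genes that the study names for heart morphogenesis and cardiac muscle development, which were chosen by the study on these samples and are not independent evidence, and 7 of 13 (0.564 by chance, adjusted p = 3.98e-06) cardiac transcription factors. Skeletal muscle genes clustered for the most part in another module, with 16 of 25 (2.06 by chance), although the cardiac module was enriched for them too, with 7 of 25 (1.09 by chance, adjusted p = 5.38e-04). From E10.5 to E13.5, 17 of 20 cardiomyocyte genes rose and none fell (19 adjusted over the list alone, 19 with short-code libraries; edgeR's quasi-likelihood test; camera with an estimated correlation, adjusted p = 0.0366), among them Myl7, the atrial myosin light chain, at 7.25 (standard error 1.16, adjusted p = 4.67e-05). From E13.5 to E15.5 the groups parted. Of the same genes 13 fell and 1 rose (13 and 3 adjusted over the list alone), while of 25 skeletal muscle genes 21 rose and 1, Tnni1, fell (24 and 1 adjusted over the list alone). With an estimated correlation these calls were at adjusted p = 0.0822 and adjusted p = 0.259. Ttn, which both muscle types express, belongs to both lists.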

While modules 2 and 3 were highly enriched for Muscle System Process (GO: 0003012), Muscle Contraction (GO: 0006936), and Striated Muscle Contraction (GO: 0006941), only module 2 contained genes enriched for External Encapsulating Structure (GO: 0030312) and Heart Process (GO: 0003015) shown in Supplementary Table S1.

### Transcriptome Heterogeneity Across the Developing Larynx, Esophagus, and Trachea Between E10.5 and E13.5 Is Characterized by the Diminution of Gene Activity Enriched for Neurogenesis and Cell Population Proliferation

Between E10.5 and E11.5, tracheoesophageal septation of the anterior foregut proceeds anteriorly toward the primitive LPh. It forms the respiratory diverticulum from the ventral anterior foregut endoderm and the esophagus from the dorsal anterior foregut. Prospective vocal fold (VF) cells are anteriorly positioned to the respiratory diverticulum on the ventral side of the foregut in the primitive LPh (LPh) at E10.5. The lateral walls of the primitive LPh squeeze together toward the midline, one of the first morphogenic indicators of vocal fold development. During this time, cranial neural crest cells migrate ventrally and posteriorly alongside myoblasts into the primitive LPh and anterior edges of the newly-formed esophagus and trachea. In the analysis across all tissues that included the larynx, esophagus, and trachea described above and in Methods, transcriptome variation across all three organs shows diminution between E10.5 and E13.5 in a gene module enriched for neurogenesis.

Module 1 (507 genes) in Figure 1C was highly enriched for Neuron Differentiation (GO: 0030182), Neurogenesis (GO: 0022008), and Neuron Development (GO: 0048666), shown in Supplementary Table S1, with the module profile broadly characterized by gene activity at E10.5 that is downregulated between E10.5-E13.5. 

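Neural genes fell from E10.5 to E13.5 in the mean of the 3 tissues. Pax6, a homeodomain factor of neural progenitors on chromosome 2 of GRCm39 from 105499234 to 105530952, went from 766 ± 331 (SD, n = 2) to 5.73 ± 1.99 (SD, n = 2) normalized counts in the larynx, from 396 ± 84.9 (SD, n = 2) to 3.11 ± 4.40 (SD, n = 2) in the esophagus and from 198 ± 9.32 (SD, n = 2) to 6.08 ± 4.42 (SD, n = 2) in the trachea, a mean log2 fold change of -6.30 (standard error 0.965, adjusted p = 1.61e-05) from edgeR's quasi-likelihood test. Tubb3, a tubulin of neurons, had a log2 fold change of -2.92 (standard error 0.822, adjusted p = 0.0115), and Dcx, a microtubule protein of migrating neurons, one of -3.18 (standard error 0.837, adjusted p = 0.00701). Of 20 neural tube progenitor genes 19 fell and none rose (19 adjusted over the list alone), with Pax7 at -1.90 and Irx3 at -1.71. As a set they were at adjusted p = 3.63e-16 with limma's camera and at adjusted p = 0.0802 with an estimated correlation. Of 20 pan-neuronal genes 9 fell and 11 did not pass (10 adjusted over the list alone), with Map2 at -2.97 and Elavl4 at -2.71. Their set test was at adjusted p = 5.46e-04 with camera, but at adjusted p = 0.583 with an estimated correlation. Of 34 neurogenesis genes in Table 1, chosen by the study on these samples and so not independent evidence, 27 fell and none rose (adjusted p = 0.149 with an estimated correlation). The mean z-score of the neural module fell from 0.75 to -0.17 in the larynx, from 0.73 to -0.12 in the esophagus and from 0.61 to -0.16 in the trachea. Forebrain genes were among those present at E10.5, where the forebrain and midbrain list lay at 1.86 to 3.18 in the larynx (mean log2 of CPM plus 1), 0.822 to 1.07 in the esophagus and 0.788 to 0.826 in the trachea, and at 0.103 to 0.346, 0.439 to 0.471 and 0.111 to 0.439 at E13.5. How far neural tube or brain tissue entered the E10.5 pieces was not tested. The fall of neural genes can therefore not be assigned to cells of the 3 organs.

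**Figure D1:**
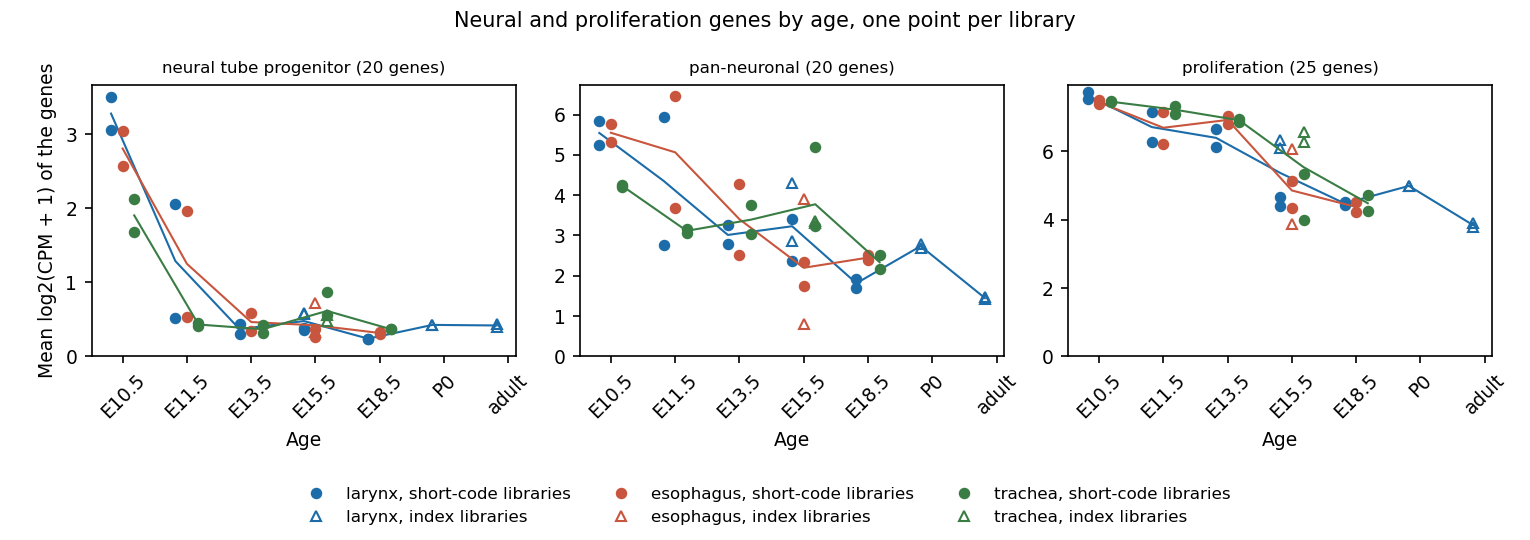
Level of the neural tube progenitor, pan-neuronal and proliferation lists in each library by age and tissue, as the mean over members of log2(CPM + 1); filled circles are short-code libraries, open triangles index libraries, and lines join the means of the ages. Neural tube progenitor genes lay at 3.06 to 3.50 in the larynx at E10.5 and at 0.300 to 0.436 at E13.5.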

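Neurod1 and Neurod4, basic helix-loop-helix factors that drive neurons to differentiate, fell after E10.5. Neurod1 stood at 306 ± 9.71 (SD, n = 2) normalized counts in the larynx at E10.5 and at 5.95 ± 8.41 (SD, n = 2) at E13.5, and in the trachea at 127 ± 102 (SD, n = 2) against no count. Neurod4 had a mean log2 fold change over the 3 tissues of -7.35 (standard error 1.33, adjusted p = 3.19e-04) between these ages (edgeR's quasi-likelihood test). Neurod6, which marks maturing forebrain neurons, stood at 0.433 ± 0.612 (SD, n = 2) in the E10.5 larynx and had no count in the E10.5 trachea. Of 12 LIM homeobox genes, which give neurons their subtype, 10 fell and none rose from E10.5 to E13.5 (11 adjusted over the list alone; camera with an estimated correlation, adjusted p = 0.0277). Lhx9 fell with a log2 fold change of -4.96 (standard error 0.873, adjusted p = 1.19e-04), Lmx1b with -4.96 (standard error 0.845, adjusted p = 6.11e-05), Lhx1 with -7.40 (standard error 1.28, adjusted p = 9.29e-05) and Lhx2 with -3.76. Isl1, which also marks heart progenitors and peripheral neurons, had -0.79 (standard error 0.368, adjusted p = 0.129), from 499 ± 38.0 (SD, n = 2) to 169 ± 183 (SD, n = 2) in the esophagus. Of the 12 genes, 9 lay in the neural module of the clustering above (1.09 by chance).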

Module 1 included multiple family members of neural lineage bHLH transcription factors (Neurod family) and LIM homeobox transcription factors. The largest module 2 (1,577 genes) identified in the across tissue analysis shown in Figure 1C. As described above, it was highly enriched for muscle and/or contractile themes. It also contained common genes across the primitive laryngopharynx/larynx, esophagus, and trachea enriched (90th index, p-adj 1.45E-6) for Cell Population Proliferation (GO: 0008283), including *Shh*, *Trim71*, *Bnc1*, *Lef1*, *Bex4*, and *Tert* contained by the visibly active genes shown at early timepoints in the heatmap in module 2 in Figure 1C between E10.5-E13.5.

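Of the 6 genes, Trim71, an RNA-binding factor of stem cells and early embryos on chromosome 9 of GRCm39 from 114336201 to 114393437, fell most between E10.5 and E13.5, from 990.1 ± 214 (SD, n = 2) to 44.9 ± 20.6 (SD, n = 2) normalized counts in the larynx and with a mean log2 fold change over the tissues of -4.16 (standard error 0.646, adjusted p = 2.30e-05) (edgeR's quasi-likelihood test). Lef1, a Wnt effector, had -1.3 (standard error 0.413, adjusted p = 0.0221) and Tert, the catalytic subunit of telomerase, -1.02 (standard error 0.327, adjusted p = 0.0238). Shh, a ligand of the foregut endoderm and notochord, had -1.05 (standard error 0.744, adjusted p = 0.379), Bnc1, a zinc finger factor of basal keratinocytes, 0.88 (standard error 0.442, adjusted p = 0.165), and Bex4 0.45 (standard error 0.505, adjusted p = 0.708). Between E13.5 and E15.5 Trim71 fell further, with a log2 fold change of -3.85 (standard error 0.569, adjusted p = 1.30e-05), Bnc1 with -3.62 (standard error 0.380, adjusted p = 7.33e-08), Bex4 with -2.58 (standard error 0.423, adjusted p = 4.79e-05), Lef1 with -1.01 (standard error 0.346, adjusted p = 0.0326) and Tert with -0.80 (standard error 0.276, adjusted p = 0.0330). Shh had -0.43 (standard error 0.632, adjusted p = 0.786) in this step, and -2.19 (adjusted p = 0.00169) with the short-code libraries alone. The genes were chosen by the study on these samples and are not independent evidence of a direction.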

### Transcriptome Variation Across the Larynx, Trachea, and Esophagus From E13.5-E18.5 Is Enriched for Muscle Processes, Epithelium Development, Motor-Driven Movement, and Extracellular Structure Organization

At the level of the developing vocal folds, E13.5 is physiologically characterized by the tripartite organ process of laryngotracheo-esophageal septation. The posterior part of the larynx is ventrally continuous with the trachea and newly dorsally continuous with the laryngotracheo-esophageal septum, fully separated from the esophagus, as shown in Figure 1A (Lungova et al., 2015; Lungova and Thibeault, 2020). Laryngotracheo-esophageal septation occurs in synchrony with the initiation of EL recanalization in the larynx at E13.5, which begins to unite the ventral laryngeal cecum and dorsal pharyngoglottal duct wholly in the laryngotracheal tube. It demarks the initial realization of bilateral vocal folds and the beginning of epithelial stratification, intrinsic muscle formation and chondrification in the newly-formed larynx (Lungova et al., 2015). The muscularis externa of the murine esophagus, already developed as a smooth muscle tube, begins to transform into the striated muscle as early as E13, with the majority of esophageal striated muscle fibers developing postnatally (Patapoutian et al., 1995; Krauss et al., 2016; Zhao and Dhoot, 2000). Between E13.5 and E15.5, the esophagus’s epithelium thickens from columnar epithelium to a multi-layered transitory epithelium with a basal layer, with cardiopharyngeal mesoderm-derived progenitors and esophagus striated muscle progenitors beginning to colonize the esophagus between ∼E13-E15.5 (Rishniw et al., 2011). Tracheal epithelial cell types similarly initiate their differentiation after E13.5, when the airway smooth muscle and cartilage segmentation have been established (Kishimoto et al., 2020; Young et al., 2020). In all three tissues, epithelial differentiation is coordinated by signaling mediated by Notch, Fgf, Tgfβ, and Bmp pathways. The largest module 2 (1,577 genes) identified in the across tissue analysis described previously enriched for muscle/contractile themes, including Heart Process (GO: 0003015) and External Encapsulating Structure (GO: 0030312) (Supplementary Table S1), and included multiple Fgf and Bmp pathway members are shown in Table 1. 

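From E10.5 to E13.5 members of the Fgf pathway moved both ways. Of 20 genes 7 rose and 4 fell in the mean of the tissues (8 and 4 adjusted over the list alone; edgeR's quasi-likelihood test). Fgf2, a broad mitogen, rose with a log2 fold change of 2.03 (standard error 0.205, adjusted p = 1.44e-08) and Fgfr4, a receptor of muscle progenitors, with 1.85 (standard error 0.431, adjusted p = 0.00203), while Fgfr3 fell with -1.56 (standard error 0.320, adjusted p = 5.68e-04). Fgf8, a signal of early pharyngeal tissue, stood at 27 ± 23.6 (SD, n = 2) normalized counts in the E10.5 larynx and had no count in the larynx at E13.5. Of 21 Bmp and Tgfb pathway genes 10 rose and 1 fell (11 and 2 adjusted over the list alone). Tgfb3 rose with 2.62 (standard error 0.265, adjusted p = 1.60e-08) and Tgfbr2 with 2.11 (standard error 0.133, adjusted p = 2.21e-12). Bmp10, a ligand of the heart's trabecular muscle, went from no count to 752 ± 158 (SD, n = 2) in the larynx. As sets these 2 lists were at adjusted p = 0.640 and adjusted p = 0.145 with an estimated correlation. In the step to E15.5 the Bmp and Tgfb list had 5 genes higher and 7 lower (5 and 8 adjusted over the list alone), with Bmp7 at -1.13 (standard error 0.190, adjusted p = 4.93e-05) and Id3, a target of Bmp signals, at -0.97 (standard error 0.201, adjusted p = 5.70e-04).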

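Mef2c, a MADS-box activator of muscle genes, rose from E10.5 to E13.5 with a mean log2 fold change over the tissues of 1.69 (standard error 0.349, adjusted p = 5.92e-04), Mef2d with 0.89 (standard error 0.174, adjusted p = 3.00e-04) and Mef2a with 0.74 (standard error 0.210, adjusted p = 0.0101) (edgeR's quasi-likelihood test). Genes of contractile fibers rose by more. Tnni1, the slow skeletal troponin I that is also made in the embryonic heart, went from 11.2 ± 7.46 (SD, n = 2) to 17256 ± 9284 (SD, n = 2) normalized counts in the larynx, and rose on average with 5.14 (standard error 0.557, adjusted p = 1.33e-07). Tnnc1, the troponin C of slow and cardiac muscle, rose with 5.03 (standard error 0.801, adjusted p = 4.47e-05), Smpx, a small protein of striated muscle, with 6.13 (standard error 0.904, adjusted p = 1.65e-05), and Fgf12, an intracellular partner of sodium channels, with 2.98 (standard error 0.606, adjusted p = 4.85e-04). Fgf12 fell from E13.5 to E15.5 with -3.04 (standard error 0.474, adjusted p = 1.93e-05), Tnnc1 with -1.84 (standard error 0.554, adjusted p = 0.0165) and Tnni1 with -1.18 (standard error 0.386, adjusted p = 0.0263), whereas Smpx had 0.88 (standard error 0.588, adjusted p = 0.318). These 4 targets were chosen by the study on these samples.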

DEGs contained by module 2, including *Fgf12*, *Tnni1*, *Tnnc1*, and *Smpx* enriched (p-adj 2.38E-11) for motifs associated with *Mef2* binding sites (Mef2_02) sourced from the Molecular Signatures Database (MSigDB), version 7.4 described in Methods. 

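Genes of fibrillar matrix rose early. Col1a1, a chain of type I collagen on chromosome 11 of GRCm39 from 94827050 to 94843868, went from 811 ± 169 (SD, n = 2) to 16056 ± 1470 (SD, n = 2) normalized counts in the larynx between E10.5 and E13.5, a mean log2 fold change over the tissues of 3.34 (standard error 0.356, adjusted p = 4.12e-08) (edgeR's quasi-likelihood test). Eln, which encodes elastin, rose with 6.50 (standard error 0.576, adjusted p = 2.48e-09), Col3a1, the chain of type III collagen, with 2.65 (standard error 0.242, adjusted p = 2.32e-09) and Col1a2 with 2.41 (standard error 0.280, adjusted p = 1.87e-07). Of 20 fibrillar matrix genes 19 rose and none fell (19 adjusted over the list alone; camera with an estimated correlation, adjusted p = 0.0264). From E15.5 to E18.5, 11 rose (13 adjusted over the list alone, 16 with short-code libraries; adjusted p = 0.108 with an estimated correlation). The 2 collagen genes of cartilage followed another course. Col11a2 had 0.17 (standard error 0.634, adjusted p = 1) from E10.5 to E13.5, and Col2a1, which also marks the notochord and otic tissue of young embryos, fell with -1.82 (standard error 0.560, adjusted p = 0.0196). Col2a1 rose from E13.5 to E15.5 with 3.79 (standard error 0.579, adjusted p = 2.04e-05) and Col11a2 with 4.68 (standard error 0.699, adjusted p = 1.98e-05).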

Module 2 contained multiple genes for making components of collagen subtypes, including collagen type I (*Col1a1*, *Col1a2*), collagen type III (*Col3a1*), elastin (*Eln*), and collagen component subtypes associated with cartilage development, including *Col11a2* and *Col2a1*. Module 2 contained common DEGs across the primitive laryngopharynx/larynx, esophagus, and trachea enriched (77th index, p-adj 3.97E-7) for Heart Morphogenesis (GO: 0008283), including *Mybpc3*, *Ryr2*, *Tbx20*, and *Nkx2-5*, as well as common DEGs across all tissues enriched (24th index, p-adj 1.69E-14) for Cardiac Muscle Tissue Development (GO: 0048738), including *Hnc4*, *Myocd*, *Gata5*, *Gata4*, *Tbx18*, *Tbx20*, and *Nkx2-5*. 

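Heart genes were present at E13.5 in all 3 tissues and had fallen by E15.5. Gata4, a zinc finger factor of heart and foregut mesoderm on chromosome 14 of GRCm39 from 63436362 to 63509141, stood at 1519.7 ± 627 (SD, n = 2) normalized counts in the larynx, 485 ± 110 (SD, n = 2) in the esophagus and 694 ± 172 (SD, n = 2) in the trachea at E13.5, and at 1.22 ± 0.822 (SD, n = 4), 0.691 ± 0.917 (SD, n = 4) and 10.8 ± 8.60 (SD, n = 4) at E15.5. From E10.5 to E13.5 it rose with a mean log2 fold change of 3.99 (standard error 0.605, adjusted p = 1.71e-05) (edgeR's quasi-likelihood test). Ryr2, the calcium release channel of heart muscle, rose with 2.93 (standard error 0.630, adjusted p = 0.00119), Nkx2-5, a homeodomain factor of heart progenitors, with 3.93 (standard error 0.815, adjusted p = 6.59e-04), Myocd, a co-activator of smooth and cardiac muscle genes, with 3.00 (standard error 0.555, adjusted p = 1.96e-04), Hcn4, the pacemaker channel, with 1.53 (standard error 0.414, adjusted p = 0.00705) and Tbx18, of the sinus venosus, with 1.08 (standard error 0.377, adjusted p = 0.0389). Tbx20 had 1.91 (standard error 0.746, adjusted p = 0.0709). Mybpc3, the cardiac myosin-binding protein C, and Gata5 had no count in the E10.5 larynx. At E13.5 they stood there at 12918 ± 5087 (SD, n = 2) and 280.4 ± 62.3 (SD, n = 2), and in the trachea at 4503 ± 1352 (SD, n = 2) and 249 ± 128 (SD, n = 2).
From E13.5 to E15.5 Mybpc3 fell with -8.81, Gata4 with -8.32 and Nkx2-5 with -5.90, all past the threshold of the same test. Of 13 cardiac transcription factors 10 fell and 1, Mef2c, rose (11 and 1 adjusted over the list alone, 10 and 1 with short-code libraries; adjusted p = 0.00318 with an estimated correlation). Hepatocyte genes fell in the same step, with 17 of 20 lower (17 adjusted over the list alone, 11 with short-code libraries; adjusted p = 0.301 with an estimated correlation). Alb ranged at E13.5 from 13.6 to 799 CPM over the 6 libraries.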

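Skeletal muscle genes rose from E13.5 to E15.5 in the mean of the tissues. Myh8, the perinatal myosin heavy chain, went from 778 ± 141 (SD, n = 2) to 156590 ± 135100 (SD, n = 4) normalized counts in the larynx and from 3554 ± 1967 (SD, n = 2) to 133570 ± 136500 (SD, n = 4) in the esophagus, with a mean log2 fold change of 6.38 (standard error 0.985, adjusted p = 2.94e-05) (edgeR's quasi-likelihood test). Acta1, skeletal actin, rose with 6.10 (standard error 0.937, adjusted p = 2.71e-05), Ckm, the creatine kinase of muscle, with 6.87 (standard error 0.902, adjusted p = 4.50e-06) and Myh4, a fast myosin, with 9.83 (standard error 1.43, adjusted p = 1.62e-05). At E15.5 the SD over the 4 libraries of a group was about as large as the mean. Within tissues, 14 of the 25 genes rose in the larynx (18 adjusted over the list alone), 14 in the esophagus (21) and 13 in the trachea (19). With short-code libraries alone the counts were 20, 22 and 22. The set tests with an estimated correlation were at adjusted p = 0.242, adjusted p = 0.253 and adjusted p = 0.374. From E13.5 to E18.5 in the larynx, both of short-code libraries, 15 rose (21 adjusted over the list alone; adjusted p = 0.0848 with an estimated correlation).

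**Figure D2:**
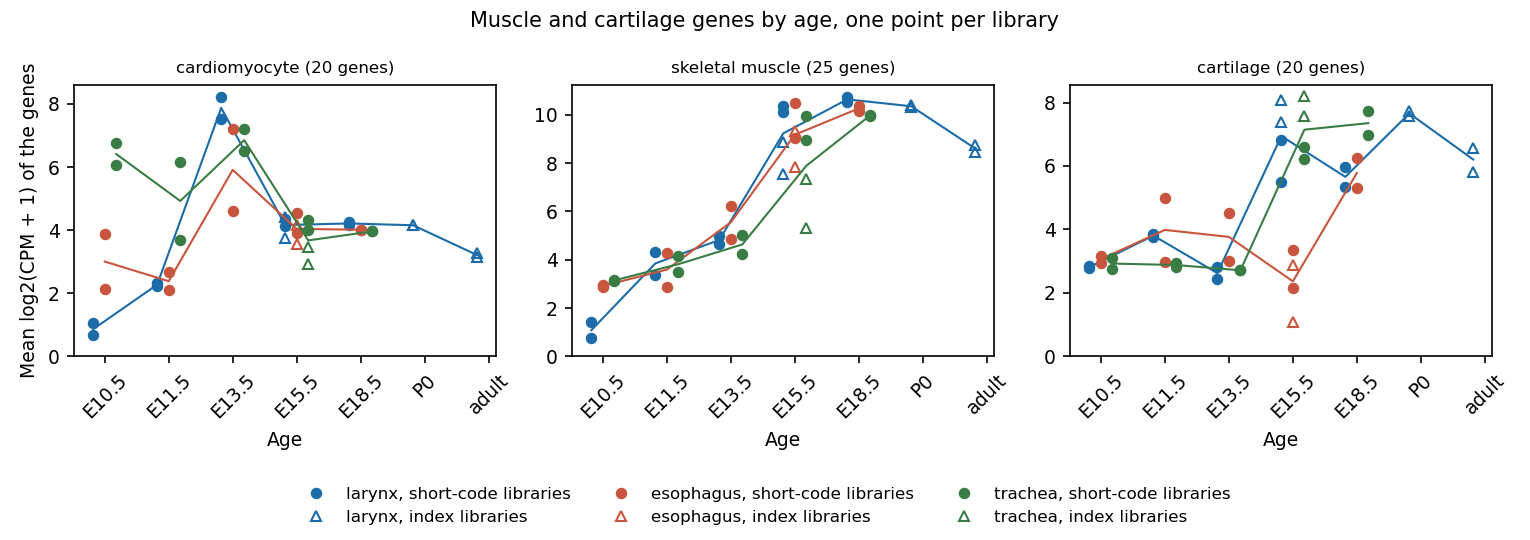
Level of the cardiomyocyte, skeletal muscle and cartilage lists in each library by age and tissue, as the mean over members of log2(CPM + 1); filled circles are short-code libraries, open triangles index libraries, and lines join the means of the ages. Skeletal muscle genes lay at 4.66 to 4.98 in the larynx at E13.5 and at 10.5 to 10.7 at E18.5.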

Module 3 (432 genes) was highly enriched for muscle/contractile themes (Supplementary Table S1), characterized by gene activity between E15.5-E18.5 in all tissues in Figure 1C. 

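Sox9, the master regulator of cartilage fate, lies on chromosome 11 of GRCm39 from 112673009 to 112678586. In the larynx it stood at 234 ± 72.7 (SD, n = 2) normalized counts at E13.5 and 878 ± 491 (SD, n = 4) at E15.5, a log2 fold change of 1.91 (standard error 0.613, adjusted p = 0.0632) from edgeR's quasi-likelihood test. In the trachea it went from 267 ± 39.6 (SD, n = 2) to 1178 ± 830.1 (SD, n = 4), with 2.14 (standard error 0.621, adjusted p = 0.0476). With the short-code libraries alone these changes were 1.22 (adjusted p = 0.178) and 0.82 (adjusted p = 0.328). In the esophagus it had -1.62 (standard error 0.542, adjusted p = 0.0581) in that step, and from E15.5 to E18.5 went from 112 ± 36.6 (SD, n = 4) to 348 ± 88.9 (SD, n = 2), with 1.62 (standard error 0.545, adjusted p = 0.376). The difference between trachea and esophagus in the change from E13.5 to E15.5 was 3.76 (standard error 0.826, adjusted p = 0.0935), and that between larynx and esophagus 3.52 (standard error 0.822, adjusted p = 0.169).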

Module 3 included SRY-box containing gene 9 (*Sox9*) upregulated in synchrony between E13.5 and E15.5 in the larynx and trachea and upregulated between E15.5 and E18.5 in the esophagus. 

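Genes of stratified epithelium rose from E13.5 to E15.5. Krt13 went from 2.78 ± 3.93 (SD, n = 2) to 14320 ± 11920 (SD, n = 4) normalized counts in the larynx, from 33.8 ± 13.8 (SD, n = 2) to 266420 ± 471500 (SD, n = 4) in the esophagus and from 0.384 ± 0.542 (SD, n = 2) to 1760.5 ± 2679 (SD, n = 4) in the trachea, with a mean log2 fold change of 12.22 (standard error 1.70, adjusted p = 1.35e-05) (edgeR's quasi-likelihood test). In the esophagus at E15.5 it stood at 973380 in index library 2 and 10388 to 43043 in the other 3, and with short-code libraries the esophagus had a log2 fold change of 10.27 (adjusted p = 0.00605). Krt15, a keratin of basal cells, rose with 4.98 (standard error 0.822, adjusted p = 6.67e-05). Of 20 genes of basal and stratified squamous epithelium 18 rose and none fell (19 adjusted over the list alone, 12 with short-code libraries; adjusted p = 0.296 with an estimated correlation). Of 20 genes of cornified epidermis 8 rose (11 adjusted over the list alone, 6 with short-code libraries; adjusted p = 0.596 with an estimated correlation). Airway secretory and gland genes rose as well, with 13 of 16 higher (16 adjusted over the list alone, 13 with short-code libraries; adjusted p = 0.267 with an estimated correlation), among them Muc5b at 10.37 (standard error 1.61, adjusted p = 3.66e-05). Of 10 genes of simple foregut epithelium 5 rose and 1 fell (5 and 2 adjusted over the list alone). Of 22 genes that Table 1 gives for this module, chosen by the study on these samples and so not independent evidence, 19 rose and none fell (14 with short-code libraries; adjusted p = 0.315 with an estimated correlation). Index library 2 of the E15.5 esophagus held the cornified epidermis list at 6.43 (mean log2 of CPM plus 1), against at most 1.37 in the other 3 libraries of that group.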

Module 4 (642 genes) enriched for Epithelium Development (GO: 0060429) and Epithelial Cell Differentiation (GO: 0030855), shown in Supplementary Table S1, is characterized by gene activity between E15.5-E18.5 in the larynx, esophagus, and trachea in Figure 1C, with shared genes shown in Table 1. Module 4 included Notch regulatory signaling factors *Niban2*, *Chac1*, *Llgl2*, and *Dlk2*, and Fgf regulatory factors *Tbx1*, *Zfp36*, *Esrp1*, *Esrp2*. 

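Of the Notch regulators, Dlk2, a non-canonical ligand of the pathway, rose most from E13.5 to E15.5, with a mean log2 fold change over the tissues of 3.09 (standard error 0.440, adjusted p = 5.61e-06) from edgeR's quasi-likelihood test. It went from 22.8 ± 4.23 (SD, n = 2) to 243 ± 201 (SD, n = 4) normalized counts in the esophagus. Chac1, which blocks Notch maturation, had 2.06 (standard error 0.753, adjusted p = 0.0459), but -0.14 (adjusted p = 1) with the short-code libraries alone. Niban2 had 1.05 (standard error 0.351, adjusted p = 0.0290), or 0.18 (adjusted p = 0.340) with short-code libraries, and Llgl2, a protein of cell polarity, 0.98 (standard error 0.273, adjusted p = 0.00833), or 0.50 (adjusted p = 0.0508). Of the Fgf regulators, Tbx1, a T-box factor of pharyngeal tissue, rose with 2.4 (standard error 0.373, adjusted p = 1.89e-05) and Zfp36, which degrades mRNA, with 1.09 (standard error 0.296, adjusted p = 0.00665). Esrp1 and Esrp2, splicing factors of epithelial cells that set the isoform of Fgfr2, rose with 1.56 (standard error 0.530, adjusted p = 0.0338) and 1.56 (standard error 0.300, adjusted p = 2.65e-04), and with 0.70 (adjusted p = 0.368) and 0.99 (adjusted p = 0.00107) in short-code libraries. All 8 genes were chosen by the study on these samples. Over all tested genes the median log2 fold change in this step was 0.63, so the smaller rises lie near the centre of all genes.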

Module 5 (314 genes) was highly enriched for ciliation, including Cilium Movement (GO: 0003341), Cilium Organization (GO: 0044782), and microtubule-based movement, with gene activity between E15.5 and E18.5, shared across all tissues(Figure 2).

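Genes of motile cilia rose together from E13.5 to E15.5. Foxj1, the transcription factor that commits cells to motile cilia, lies on chromosome 11 of GRCm39 from 116221530 to 116226225. It went from 5.73 ± 1.99 (SD, n = 2) to 756 ± 409 (SD, n = 4) normalized counts in the larynx, from 16 ± 15.1 (SD, n = 2) to 1154 ± 1376 (SD, n = 4) in the esophagus and from 9.09 ± 4.5 (SD, n = 2) to 168 ± 135 (SD, n = 4) in the trachea, with a mean log2 fold change of 5.76 (standard error 0.936, adjusted p = 5.80e-05) (edgeR's quasi-likelihood test). Dnah5, an outer arm dynein, rose with 7.33 (standard error 1.16, adjusted p = 4.64e-05), Dnah9 with 4.63 (standard error 0.944, adjusted p = 6.86e-04) and Tppp3, a tubulin-binding protein of ciliated cells, with 4.28 (standard error 0.377, adjusted p = 6.25e-09). Of 24 motile cilia genes 21 rose and none fell (22 adjusted over the list alone, 21 with short-code libraries; camera adjusted p = 1.08e-12, but adjusted p = 0.219 with an estimated correlation). All 29 ciliation genes of Table 1, chosen by the study on these samples, rose, and all lay in the cilia module of the clustering above (1.92 by chance). 

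**Figure D3:**
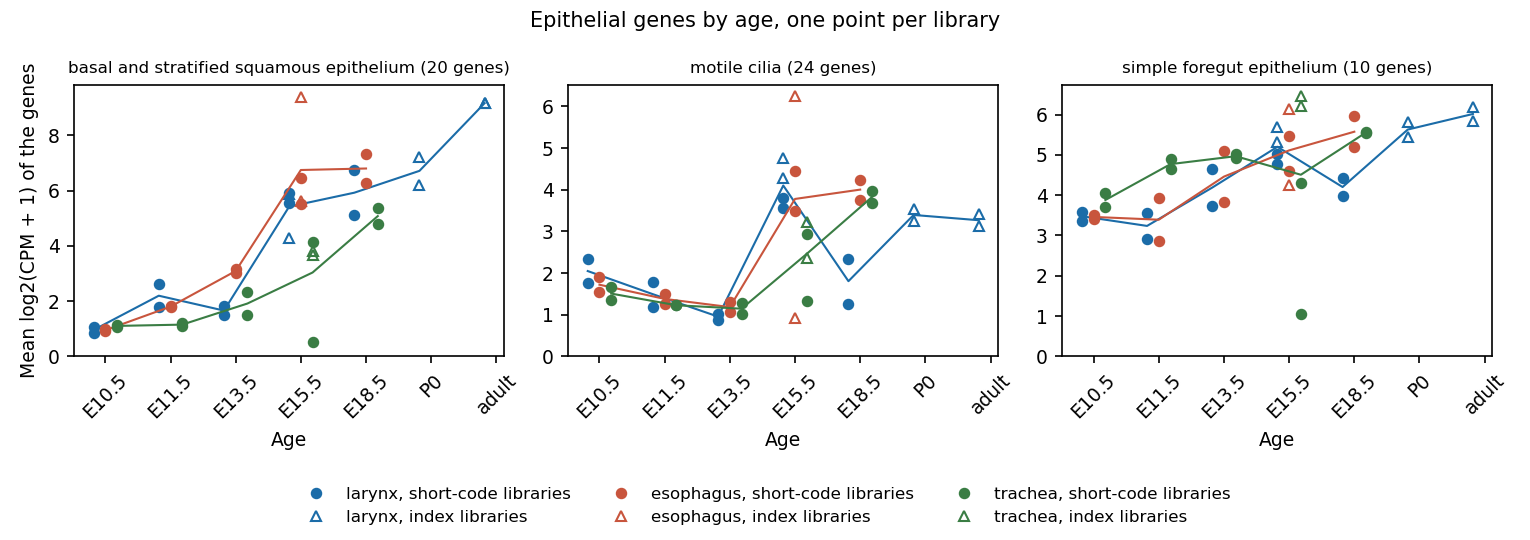
Level of the basal and stratified squamous epithelium, motile cilia and simple foregut epithelium lists in each library by age and tissue, as the mean over members of log2(CPM + 1); filled circles are short-code libraries, open triangles index libraries, and lines join the means of the ages. At E15.5 motile cilia lay at 3.57 to 4.75 in the larynx, 0.932 to 6.25 in the esophagus and 1.32 to 3.23 in the trachea.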

**TABLE 1:** Select DEGs from top GO terms contained by the gene modules shared across the larynx, esophagus, and trachea from embryonic timepoints E10.5–E18.5 shown in Figure 1B.

Module	Theme	Genes contained by top GO terms within the module
1	Neurogenesis	*Tenm1, Brsk2, Myt1l, Wnt8b, Otp, Fzd10, Bhlhe23, Ascl1, Vxn, Neurod1, Neurod2, Neurod4, Neurod6, Spock1, Otx2, Atoh1, Fzd3, Olig3, En2, Wnt7a, Sox11, Pax6, Atp2b2, Olig2, Isl2, Lhx3, Lhx2, Lhx1, Lhx5, Lmx1b, Lhx4, Neurog1, Vsx1, Neurog2*
2	Muscle/contractile	*Mybpc3, Lef1, Ryr1, Ryr2, Tnnc1, Smpx, Tnnt1, Fgf6, Fgf2, Fgf12, Fgf7, Acta1, Myh2, Tbx18, Tbx20, Tbx22, Col1a1, Col1a2, Col3a, Col11a2, Col2a1, Nkx2-5, Nkx2-1, Nkx6-1, Myl2, Bmp3, Bmp10, Wnt3, Wnt2, Pax3, Pax8, Shh, Fgf2, Fgf6, Krt19, Hcn4, Myocd, Gata5, Gata4, Trim71, Bnc1, Bex4, Tert, Hoxa5*
3	Muscle/contractile	*Mylk2, Sox9, Csrp3, Tnnc2, Tnnt3, Tnni2, Aldoa, Scn4b, Sox21, Foxg1, Hoxb5*
4	Epithelium development	*Wnt3a, Wnt10a, Wnt4, Niban2, Chac1, Llgl2, Dlk2, Tbx1, Zfp36, Esrp1, Esrp2, Lgals3, Dlx3, Foxn1, Krt4, Tst, Spink5, Gsta1, Anxa7, Tagln2, Irf6, Ovol1, Ces1*
5	Ciliation	*Cfap61, Spag17, Spef2, Ccdc103, Dnah9, Rsph9, Cfap206, Ttc29, Cfap251, Tekt1, Zbbx, Tekt2, Tekt3, Tekt4, Spa17, Dnai1, Ccdc39, Dnai2, Rsph4a, Dnai3, Cfap73, Dnaaf1, Cfap70, Cfap91, Dnaaf6, Cfap100, Cfap54, Cfap53, Ccdc40*

The meaning of the italic values are Human ortholog gene symbols (HGNC format) mapped from the Molecular Signatures Database.

**FIGURE 2:**
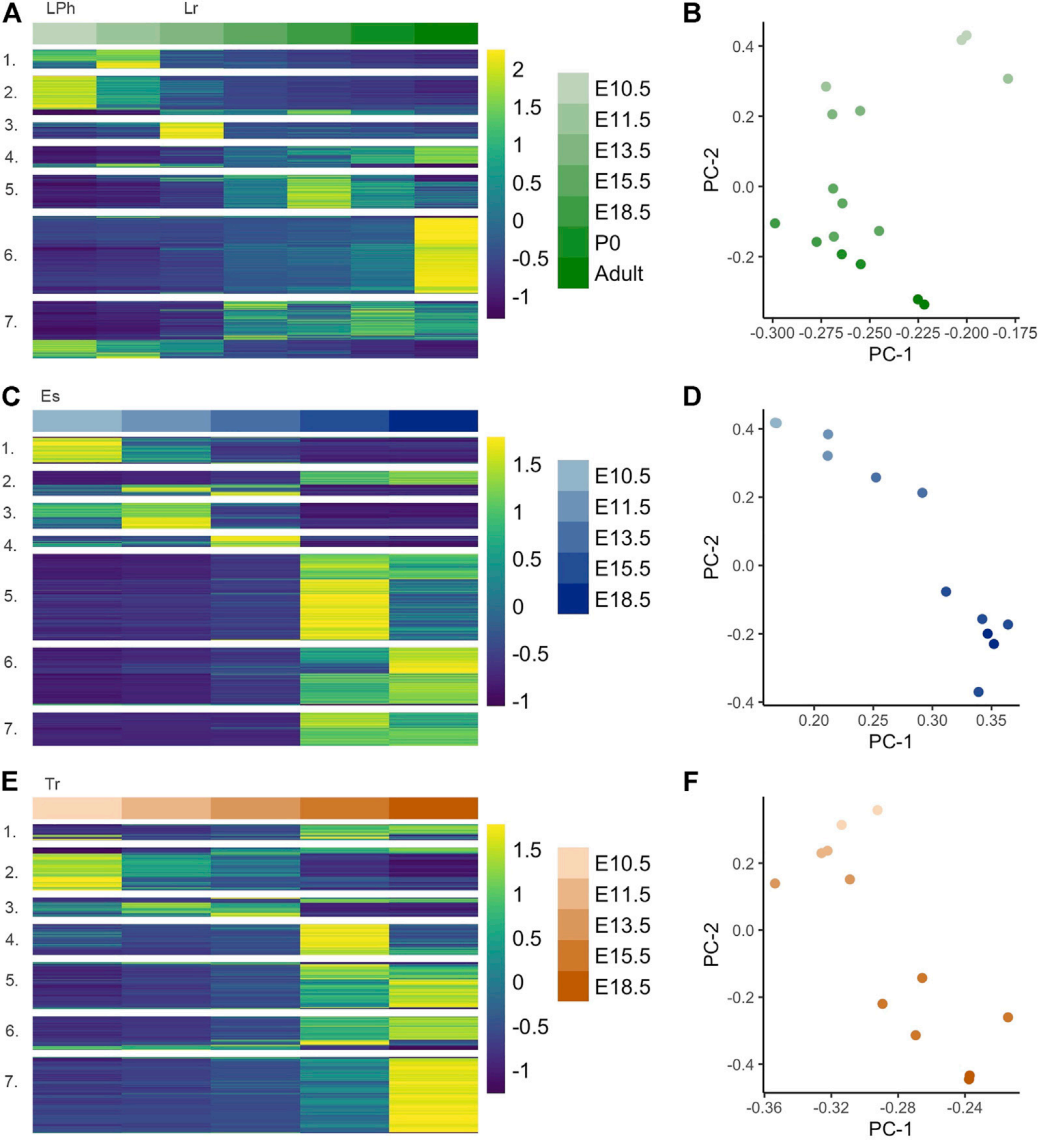
Hierarchal clustering of gene modules within developing larynx, esophagus, and trachea, **(A)** Heatmap of differentially expressed genes (DEGs) (*n* = 4,519) constructed from normalized expected counts during embryonic development of primitive laryngopharynx/larynx (LPh/Lr) across E10.5, E11.5, E13.5, E15.5, E18.5, P0, and Adult (6–8 weeks) with expression measures averaged across replicates within each tissue/age combination and then converted within each gene into a z-score for improved visual comparison; **(B)** PCA analysis demonstrates 2D representation of whole-tissue transcriptome principal components at each timepoint for the LPh/Lr; **(C)** Heatmap of DEGs in the esophagus (Es) (*n* = 2,766) across E10.5, E11.5, E13.5, E15.5, and E18.5; **(D)** PCA analysis demonstrates 2D representation of whole-tissue transcriptome principal components at each timepoint for the Es; **(E)** Heatmap of DEGs in the trachea (Tr) (*n* = 2,921) constructed from normalized expected counts during embryonic development of trachea across E10.5, E11.5, E13.5, E15.5, and E18.5; **(F)** PCA analysis demonstrates 2D representation of whole-tissue transcriptome principal components at each timepoint for the Tr.

### Within-Tissue Analysis of Embryonic Larynx, Trachea, and Esophagus

Significantly varied genes within each tissue subtype across embryonic development were considered in analyses for the primitive laryngopharynx/larynx, trachea, and esophagus, with modules displayed as heatmaps shown in Figures 2A–C, respectively. The larynx analysis shown in Figure 2A included two additional timepoints for birth P0 and adulthood to characterize the influence of postnatal development and maturation on laryngeal tissue transcripts as the organ abruptly initiates protection of the lower airway and phonation at birth. 

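In the larynx, clustering the 8550 genes that varied from E10.5 to the adult into 7 groups placed neural, cycling, heart, muscle, epithelial and cartilage genes in different modules. A module of 2273 genes held 15 of 20 (1.40 by chance, adjusted p = 1.99e-12) neural tube progenitor and 13 of 20 (1.40 by chance) pan-neuronal genes, and its mean z-score fell from 0.92 at E10.5 to -0.01 at E13.5 and -0.43 in the adult. A module of 1294 genes held 20 of 25 (0.994 by chance, adjusted p = 4.56e-22) proliferation genes. A module of 253 genes held 11 of 20 (0.155 by chance, adjusted p = 7.34e-17) cardiomyocyte genes. A module of 651 genes held 20 of 25 (0.500 by chance, adjusted p = 1.40e-27) skeletal muscle genes, with its mean z-score highest at E18.5, at 1.60. A module of 1972 genes held 17 of 20 (1.21 by chance, adjusted p = 1.32e-16) genes of basal and stratified squamous epithelium. A module of 1855 genes held 9 of 20 (1.14 by chance, adjusted p = 1.15e-05) cartilage genes, and the remaining 252 genes were enriched for no list with 3 or more members there. Cell adhesion genes lay in the epithelial module, with 8 of 18 (1.09 by chance).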

Seven gene modules from analyses within the larynx, including embryo to adult timepoints [4,519 DEGs (*p* ≤ 0.01)] enriched for themes related to sensory perception/synaptic signaling (module 1, 324 genes), neurogenesis/neuron differentiation (module 2, 668 genes), cardiogenesis (module 3, 285 genes), adhesion and ion transport (module 4, 363 genes), muscle/contractile (module 5, 578 genes), epithelial cell differentiation (module 6, 1,328 genes), and ciliation (module 7, 973 genes). Each module’s top ten GO terms are shown in Supplementary Table S2. 

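Col1a1, Col3a1, Col5a1, Col6a1, Col6a2, Col6a3 and Postn, genes of fibrillar and microfibrillar collagen and a matricellular protein, clustered with skeletal muscle genes in the larynx, in a module that held 8 of 20 (0.400 by chance, adjusted p = 5.78e-08) fibrillar matrix genes. Col6a3, a chain of type VI collagen, rose from E13.5 to E15.5 with a log2 fold change of 2.37 (standard error 0.498, adjusted p = 0.00348) from edgeR's quasi-likelihood test, and Postn, periostin, with 1.79 (standard error 0.495, adjusted p = 0.0261). From P0 to the adult, Col1a1 went from 42202 ± 6989 (SD, n = 2) to 6429 ± 1583 (SD, n = 2) normalized counts, Col3a1 had a log2 fold change of -2.22 (standard error 0.411, adjusted p = 0.00384), Eln one of -3.56 (standard error 0.866, adjusted p = 0.0306) and Fbn2, a fibrillin of embryonic tissue, one of -4.46 (standard error 1.11, adjusted p = 0.0372). Of 20 fibrillar matrix genes 13 fell and 1, Dcn at 1.43, rose in this step (16 and 1 adjusted over the list alone; camera with an estimated correlation, adjusted p = 0.0750). Col2a1, Col9a2 and Col11a2, collagens of cartilage, lay in the module with most cartilage genes instead, and Col1a2 in the neural module. The overlap was unsigned, so a module can hold genes with opposite courses.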

The muscle/contractile-themed module 5 across all timepoints within the larynx included multiple genes with instructions for making components of collagen subtypes. 

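The laryngeal module of 253 genes peaked at E13.5, with mean z-scores of 0.08 at E11.5, 2.05 at E13.5, -0.33 at E15.5 and -0.49 in the adult. Besides cardiomyocyte genes it held 7 of 13 (0.101 by chance, adjusted p = 8.45e-11) cardiac transcription factors and 8 of 20 (0.155 by chance, adjusted p = 5.13e-11) hepatocyte genes, which the liver expresses. From E13.5 to E15.5, Myl7, the atrial myosin light chain, went from 53403 ± 28460 (SD, n = 2) to 12.8 ± 6.65 (SD, n = 4) normalized counts in the larynx, a log2 fold change of -12.11 (standard error 1.70, adjusted p = 1.01e-04) from edgeR's quasi-likelihood test. Gata4 fell with -9.95 (standard error 0.974, adjusted p = 1.08e-06), whereas Nkx2-5 had -3.12 (standard error 1.00, adjusted p = 0.0629). Of 20 cardiomyocyte genes 13 fell and none rose in this step (13 adjusted over the list alone, 12 fell and 1 rose with short-code libraries; camera with an estimated correlation, adjusted p = 0.0393). In the 2 larynx libraries of E13.5, Alb stood at 317 and 38.3 CPM.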

The enrichment profile for the cardiogenesis-themed module 3 found within the developing larynx shown in Supplementary Table S2 was different than muscle/contractile-themed modules described in the analysis across all three tissues, with robust enrichment for cardiomorphogenesis pathways, including Cardiac Muscle Tissue Development (GO: 0048738), Heart Process (GO: 0003015), Heart Development (GO: 0007507), and Regulation of Heart Contraction (GO: 0008016) all found within the top ten indices of the profile for the module. Across the entire laryngeal transcriptome, the P0 and Adult timepoints show visually significant upregulation (between E18.5 and P0 and between P0 and Adult) in module 6 genes, the largest module (1,328 genes) identified in this analysis, which contained the themes of enrichment terms associated with epithelial cell differentiation. 

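The epithelial module of the larynx had mean z-scores of -0.17 at E18.5, 0.11 at P0 and 2.10 in the adult. Krt4 went from 36453 ± 19600 (SD, n = 2) normalized counts at E18.5 to 20108 ± 9582 (SD, n = 2) at P0 and 182090 ± 51270 (SD, n = 2) in the adult, with log2 fold changes of -0.86 (standard error 1.69, adjusted p = 1) and 3.18 (standard error 1.82, adjusted p = 0.637) from edgeR's quasi-likelihood test. Krt13 had -0.64 (standard error 1.83, adjusted p = 1) and 2.95 (standard error 1.96, adjusted p = 0.741) in these steps. Of 20 genes of basal and stratified squamous epithelium none passed the test in either step. From E18.5 to P0, 0 had an unadjusted p under 0.05 and DESeq2 called none, and from P0 to the adult 7 had an unadjusted p under 0.05 and DESeq2 called 4, all higher. As a set they rose from P0 to the adult with camera at adjusted p = 7.57e-08, but at adjusted p = 0.356 with an estimated correlation. From E13.5 to E18.5, 8 of them rose (18 adjusted over the list alone; adjusted p = 0.106 with an estimated correlation). The E18.5 and P0 libraries are of different kinds. With the kind of library as a term, which only the E15.5 libraries inform, Krt4 had -0.04 and Krt13 0.23 from E18.5 to P0 (both adjusted p = 1).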

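No change of the squamous genes passed edgeR's test in the larynx from E11.5 to E13.5. Krt4 stood at 5.64 ± 5.49 (SD, n = 2) normalized counts at E11.5 and 11.2 ± 6.63 (SD, n = 2) at E13.5, and Krt15 at 607 ± 455 (SD, n = 2) and 145 ± 89.1 (SD, n = 2). None of 20 genes of basal and stratified squamous epithelium passed edgeR's quasi-likelihood test in this step (1 with an unadjusted p under 0.05, and 1 lower by DESeq2). None of 20 genes of cornified epidermis passed either (0 with an unadjusted p under 0.05, and 1 lower by DESeq2). The mean z-score of the epithelial module was -0.53 at E11.5 and -0.45 at E13.5. Between E13.5 and E15.5, 8 of the squamous genes rose (15 adjusted over the list alone, 12 with short-code libraries; adjusted p = 0.199 with an estimated correlation), with Krt13 at 12.19 (standard error 2.90, adjusted p = 0.0128).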

Genes contained by this module were upregulated between E11.5-E13.5 and were highly active at the P0 timepoint. We found module 6 to be highly enriched (1.44E-28) for Epidermis Development (GO: 0008544) shown in Supplementary Table S2. 

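Ccn2, Wnt10a, Cdsn, Lamb3 and Foxn1 were followed in the larynx. Lamb3, a chain of the laminin that anchors basal cells, went from 137 ± 23.9 (SD, n = 2) normalized counts at E13.5 to 730.5 ± 239 (SD, n = 2) at E18.5, a log2 fold change of 2.41 (standard error 0.469, adjusted p = 0.00245) from edgeR's quasi-likelihood test, and stood at 717 ± 58.3 (SD, n = 2) at P0 and 1546 ± 95.9 (SD, n = 2) in the adult. Wnt10a, a ligand of skin appendages, rose from E13.5 to E18.5 with 3.77 (standard error 1.10, adjusted p = 0.0479). Cdsn, a junction protein of cornified cells, stood at 3.89 ± 2.14 (SD, n = 2), 441 ± 413 (SD, n = 2), 286 ± 229 (SD, n = 2) and 2542 ± 273 (SD, n = 2) at these 4 ages. Ccn2, a matrix factor that many mesenchymal cells make, stood at 1506 ± 352 (SD, n = 2) at E18.5, 3211 ± 89.4 (SD, n = 2) at P0 and 6083 ± 1519 (SD, n = 2) in the adult. Foxn1, a regulator of keratinocytes and thymic epithelium, stood at 11.4 ± 12 (SD, n = 2), 14.6 ± 7.49 (SD, n = 2) and 107 ± 21 (SD, n = 2). No gene of the 5 passed the test from E18.5 to P0 or from P0 to the adult (unadjusted p under 0.05 in 0 and 1; DESeq2 called none). All 5, chosen by the study on these samples, lay in the epithelial module (0.303 by chance).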

While the Epidermis Development (GO: 0008544) term describes a process whose specific outcome is the progression of the epidermis over time, the genes contained by the term, including *Ccn2, Wnt10a, Cdsn, Lamb3, Foxn1* are in processes that result in a complex stratified squamous epithelium. 

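Innate defense genes had higher levels in both adult larynx libraries than in any younger one, but no single gene of the list passed the test from P0 to the adult. Bpifa1, an antibacterial protein of airway secretions, went from 3463 ± 4889 (SD, n = 2) normalized counts at E18.5 to 1039 ± 206 (SD, n = 2) at P0 and 41647 ± 16690 (SD, n = 2) in the adult, and Ltf, the iron-binding protein lactoferrin, from 11769 ± 628 (SD, n = 2) to 173530 ± 49410 (SD, n = 2). Lyz2, a lysozyme of macrophages, had a log2 fold change of 4.60 (standard error 1.28, adjusted p = 0.0717) from P0 to the adult (edgeR's quasi-likelihood test). Of 16 innate defense genes none passed (5 with an unadjusted p under 0.05, 2 higher by DESeq2; camera adjusted p = 3.75e-06, but adjusted p = 0.266 with an estimated correlation). None of 12 neutrophil and inflammation genes did (3 rose adjusted over the list alone, 5 with an unadjusted p under 0.05, 3 higher by DESeq2), and none of 16 genes of macrophages and antigen presentation (1 rose adjusted over the list alone, 5 with an unadjusted p under 0.05, none by DESeq2). Of 18 cell adhesion genes, Cdh1, the epithelial cadherin, stood at 2315 ± 133 (SD, n = 2) at P0 and 6112 ± 492 (SD, n = 2) in the adult, and Dsg3, a desmosomal cadherin of squamous epithelium, at 1245 ± 142 (SD, n = 2) and 6845 ± 616 (SD, n = 2). None passed the test (4 with an unadjusted p under 0.05, 1 higher by DESeq2). In the clustering of the larynx 12 of 16 (0.969 by chance, adjusted p = 9.76e-11) innate defense genes and 6 of 12 (0.727 by chance, adjusted p = 4.53e-04) neutrophil genes lay in the epithelial module.

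**Figure D4:**
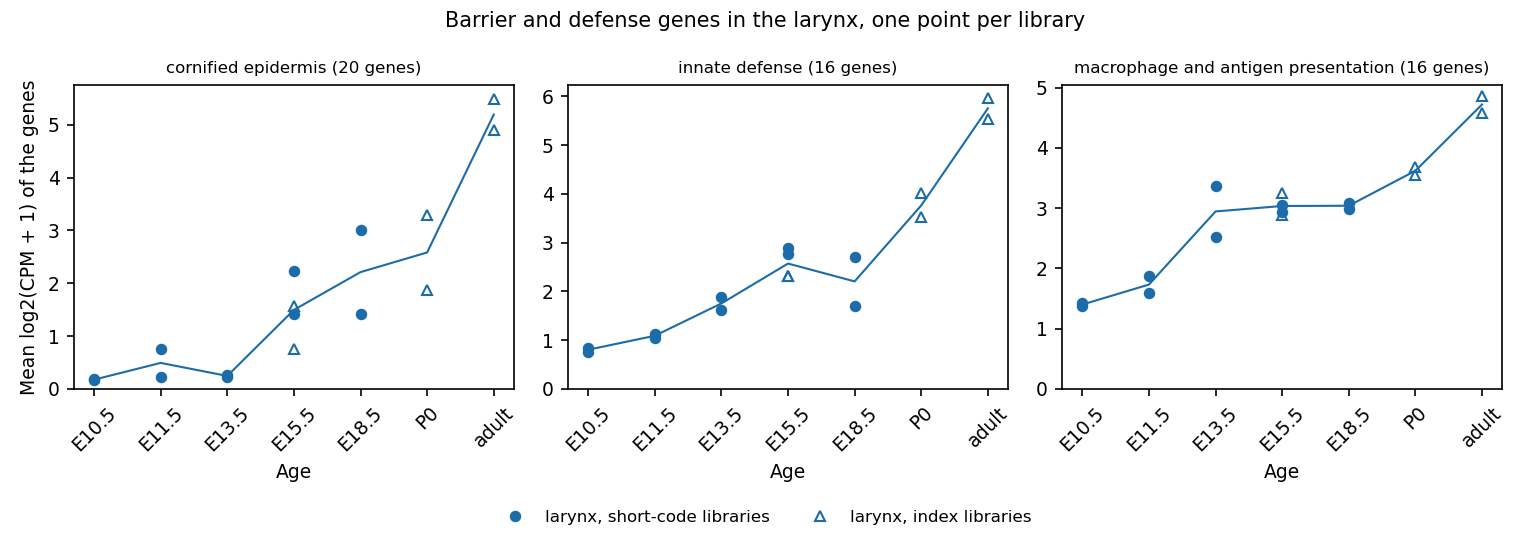
Level of the cornified epidermis, innate defense, and macrophage and antigen presentation lists in each larynx library by age, as the mean over members of log2(CPM + 1); filled circles are short-code libraries, open triangles index libraries, and lines join the means of the ages. Innate defense genes lay at 1.70 to 2.71 at E18.5, 3.52 to 4.01 at P0 and 5.54 to 5.97 in the adult.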

Notable gene profiles across the laryngeal transcriptome with gene activity in the P0 and adult timepoints also included module 4 (363 genes) enriched for Defense Response (GO: 0002217), Cell-Cell Adhesion (GO: 0098609), and Cation Transport (GO: 0006812) with the majority of genes contained by this module characterized by gradated upregulated gene activity between E10.5 and Adult that peaks at the Adult timepoint. In the principal component analyses within the larynx shown in Figure 2B, the highest variability in gene expression across samples occurs between E10.5 and E15.5; the second-highest variability in gene expression was age-related.

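On the first principal component of the larynx, which held 66.0% of the variance, the mean scores fell with every age, from 198 ± 3.68 (SD, n = 2) at E10.5, 134 ± 2.71 at E11.5 and 76.5 ± 2.00 at E13.5 to -40.1 ± 32.0 (n = 4) at E15.5, -74.1 ± 11.6 at E18.5, -101 ± 9.68 at P0 and -153 ± 2.97 in the adult. Age took 0.984 of its variance and the kind of library 0.359 (permutation p = 0.0163). The P0 and adult libraries were all of the index kind. The second component, with 12.7%, had its lowest mean score at E13.5, at -54.3 ± 7.15, and high scores at both ends, 59.1 ± 4.33 at E10.5 and 96.4 ± 1.3 in the adult. Age took 0.967 of it and the kind of library 0.0932 (permutation p = 0.247). Both age shares had a permutation p of 1e-05, the smallest that the permutations can give. The component analysis used genes chosen for varying with age. With every gene that passed the filter, age took 0.304 of the second component.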

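In the esophagus, 7 groups of the 1719 genes that varied with age held neural, squamous, muscle and cartilage genes. A module of 424 genes held 6 of 12 (0.179 by chance, adjusted p = 4.87e-07) LIM homeobox and 8 of 25 (0.373 by chance, adjusted p = 1.49e-07) proliferation genes. A module of 354 genes held 8 of 20 (0.249 by chance, adjusted p = 5.55e-09) genes of basal and stratified squamous epithelium. Skeletal muscle genes fell in 2 modules, 8 of 25 (0.108 by chance, adjusted p = 1.72e-11) in one of 123 genes and 9 of 25 (0.191 by chance) in one of 217. A module of 335 genes held 6 of 20 (0.236 by chance, adjusted p = 4.04e-06) cartilage, 5 of 16 (0.189 by chance, adjusted p = 2.94e-05) airway gland and 3 of 11 (0.130 by chance, adjusted p = 0.00489) thyroid follicle genes. Of the 29 ciliation genes of Table 1, chosen by the study on these samples, 3 lay in a module of 106 genes (0.108 by chance). Of 24 motile cilia genes fixed beforehand 2 lay there (adjusted p = 0.0430), and in other clusterings 1 module held 3 of them from log2 values (adjusted p = 0.0925), 4 from as many genes of the smallest p as in the paper (adjusted p = 7.81e-04) and 10 from short-code libraries (adjusted p = 6.38e-09). No module of the 1719 genes held an enriched set of 3 or more cardiomyocyte, erythroid or macrophage genes by the hypergeometric test. In the other clusterings 1 module held 4 of 20 cardiomyocyte genes (adjusted p = 0.00208) and another 3 of 12 erythroid genes (adjusted p = 0.0267) from the smallest p, 3 erythroid genes (adjusted p = 0.00647) from log2 values and 4 of 16 macrophage genes (adjusted p = 0.0249) from short-code libraries. From E13.5 to E15.5 proliferation genes fell, with 23 of 25 lower at an adjusted p under 0.05 from edgeR (25 adjusted over the list alone, 25 with short-code libraries; adjusted p = 0.148 with an estimated correlation), among them Mki67, an antigen of cycling cells, at -1.53 (standard error 0.324, adjusted p = 0.00343). In the 2 esophagus libraries of E18.5, cartilage genes lay at 5.30 to 6.25 and thyroid follicle genes at 3.17 to 3.24 (mean log2 of CPM plus 1), against 1.09 to 3.34 and 0.756 to 1.77 at E15.5.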

The 2,766 (*p* ≤ 0.01) DEGs identified in the embryonic esophagus, clustered into seven modules shown in Figure 2C, enriched for themes related to neuron fate (module 1, 277 genes), cardiogenesis (module 2, 261 genes), synaptic signaling (module 3, 268 genes), hematopoietic processes (module 4, 114 genes), epithelial cell differentiation (module 5, 897 genes), muscle/contractile (module 6, 603 genes), and ciliation (module 7, 346 genes) shown in Supplementary Table S3. 

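In the esophagus the first principal component held 83.6% of the variance and followed age, with mean scores of 112 ± 2.12 (SD, n = 2) at E10.5, 84.1 ± 1.23 at E11.5, 38.5 ± 7.57 at E13.5, -73.5 ± 18.9 (n = 4) at E15.5 and -88.0 ± 5.62 at E18.5. Age took 0.986 of it (permutation p = 2.10e-04) and the kind of library 0.144 (permutation p = 0.332). The second component held 5.04%, with its highest mean score at E13.5, 31.2 ± 0.110, and its lowest at E10.5, -25.6 ± 0.0806. Age took 0.764 of it (permutation p = 0.0241). With values that were not logged, age took 0.289 of the first component and 0.592 of the second. With every gene that passed the filter, the test of the second component with age did not pass. The component analysis used genes chosen for varying with age.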

In the principal component analyses within the esophagus shown in Figure 2D, the highest and second-highest variability in gene expression across samples were age-related. 

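In the trachea, 7 groups of the 3400 genes that varied with age held blood, immune, cycling, muscle, ciliated and cartilage genes. A module of 478 genes held 7 of 12 (0.195 by chance, adjusted p = 1.12e-08) erythroid genes. A module of 831 genes held 7 of 16 (0.452 by chance, adjusted p = 5.95e-06) genes of macrophages and antigen presentation and 5 of 20 (0.565 by chance) neural tube progenitor genes. A module of 571 genes held 11 of 25 (0.485 by chance, adjusted p = 3.50e-11) proliferation genes. A module of 324 genes held 11 of 25 (0.275 by chance, adjusted p = 1.76e-13) skeletal muscle genes, one of 766 genes 12 of 24 (0.625 by chance, adjusted p = 2.24e-11) motile cilia and 11 of 20 (0.521 by chance, adjusted p = 3.50e-11) fibrillar matrix genes, and one of 147 genes 7 of 20 (0.0999 by chance, adjusted p = 3.06e-10) cartilage genes. No module held an enriched set of 3 or more fatty acid oxidation genes. They lay at 8.43 (mean log2 of CPM plus 1) in short-code library 1 of the E15.5 trachea, and at 6.41, 6.00 and 5.76 in its other 3 libraries. Ucp1, the uncoupling protein of brown fat, stood at 1438 CPM in that library and at 16.4 in the next highest. Hbb-y, an embryonic globin, had a log2 fold change of -8.29 (standard error 0.742, adjusted p = 2.64e-08) from E13.5 to E15.5 in the mean of the tissues (edgeR's quasi-likelihood test), with 7 of 12 erythroid genes lower and 1, Hba-a2 of adult hemoglobin, higher (7 and 1 adjusted over the list alone, 7 and 0 with short-code libraries; adjusted p = 0.210 with an estimated correlation).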

The 2,921 (*p* ≤ 0.01) DEGs identified in embryonic trachea clustered into seven modules shown in Figure 2E, enriched for themes related to neuron fate specification (module 1, 176 genes), cell cycle processes (module 2, 468 genes), hematopoietic processes (module 3, 213 genes), fatty acid metabolism (module 4, 338 genes), cartilage development (module 5, 517 genes), muscle/contractile (module 6, 365 genes), and ciliation (module 7, 835 genes) shown in Supplementary Table S4. 

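In the trachea the first principal component held 77.7% of the variance, with mean scores of -98.2 ± 1.64 (SD, n = 2) at E10.5, -69.9 ± 2.78 at E11.5, -41.5 ± 11.6 at E13.5, 52.5 ± 17 (n = 4) at E15.5 and 105 ± 0.269 at E18.5. The second held 8.26% and ran from 40.1 ± 1.71 at E10.5 to -36.0 ± 4.33 at E13.5 and back to 16.1 ± 1.49 at E18.5. Age took 0.985 of the first (permutation p = 2e-05) and 0.951 of the second (permutation p = 1.40e-04), and the kind of library 0.0846 (permutation p = 0.424) and 0.0115 (permutation p = 0.740). With values that were not logged, age took 0.548 of the second component, and with every gene that passed the filter 0.171.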

In the principal component analyses within the trachea shown in Figure 2F, the highest and second-highest variability in gene expression across samples were age-related.

## Discussion

While morphological changes of the primitive LPh/larynx, esophagus, and trachea are well described through development, transcriptome integration within and across these distinct, interdependent tissues throughout embryonic development is largely unknown. To gain insight into the expression of these interrelated gene sets, we analyzed bulk tissue RNA- seq transcriptomes within and across embryonic esophagus, trachea, and larynx through developmental time We used a gene network analysis pipeline mathematically described by WGCNA. We considered our results in the context of shared physiological processes between the three organs during development. Gene modules shared across embryonic tissues reflect the changing transcriptomes of the aerodigestive tract. The trachea, esophagus, and larynx share origin in the anterior foregut, where coordinated interactions between the definitive endoderm (DE) and the splanchnic mesoderm (SM) pattern the naïve anterior foregut tube into progenitor domains between E8.5 and E9.5 (Han et al., 2020). The DE gives rise to the epithelial lining of the larynx, esophagus, and trachea.

In contrast, the SM gives rise to the mesenchymal tissue, such as smooth and striated muscle, most cartilage, fibroblasts, and connective tissue. Han et al. recently comprehensively defined lineage diversification for the pharynx, trachea, and esophagus *via* single-cell analysis of DEGs with enriched expression in organ-specific SM and DE subtypes. Selected signatures of DEGs for E9.5 DE were *Nkx2-5/Pax1* for the pharynx, *Sox21/Klf4* for the esophagus, *Nkx2-1/Irx1* for the trachea, and DEGs with enriched expression in organ-specific E9.5 mesenchyme were *Tbx1/Irx2* for the pharynx, *Osr1/Hic1* for the esophageal, and *Sp5/Hoxa5* for respiratory mesenchyme. 

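Gata4, Wnt2, Sox21 and Tbx1 varied with age across the 3 tissues, whereas Nkx2-1, Nkx2-5 and Nkx6-1 did not pass the test. Sox21, a Sox factor of esophageal and neural progenitors, fell from E10.5 to E13.5 with a mean log2 fold change over the tissues of -1.99 (standard error 0.556, adjusted p = 0.00982) from edgeR's quasi-likelihood test, and rose from E13.5 to E15.5 with 3.00 (standard error 0.539, adjusted p = 1.37e-04). Wnt2 rose with 2.12 (standard error 0.317, adjusted p = 1.02e-05) and then fell with -2.48 (standard error 0.251, adjusted p = 3.70e-08), from 344 ± 45.6 (SD, n = 2) to 40.8 ± 12.6 (SD, n = 4) normalized counts in the larynx and from 358 ± 135 (SD, n = 2) to 53.3 ± 23.7 (SD, n = 4) in the trachea. Tbx1 stood at 47.6 ± 21.4 (SD, n = 2) in the larynx at E13.5 and 302 ± 60.4 (SD, n = 4) at E15.5. Nkx2-1 had 1.5 (standard error 0.866, adjusted p = 0.229) from E13.5 to E15.5, but -1.52 (adjusted p = 0.216) over short-code libraries. At E15.5 it stood at 91.7 ± 66.8 (SD, n = 4) in the larynx, 4.09 ± 4.93 (SD, n = 4) in the esophagus and 374 ± 422 (SD, n = 4) in the trachea. Tg, thyroglobulin of the thyroid, ranged at that age from 256.5 to 2687 CPM in the larynx. It ranged from 1.36 to 127.3 CPM in the esophagus and from 1.339 to 8987 CPM in the trachea. Nkx6-1, a homeodomain factor of outflow tract and ventral neural progenitors, had -1.65 (standard error 0.713, adjusted p = 0.101) from E10.5 to E13.5. As a spline over age across the tissues, Gata4 varied at adjusted p = 7.59e-06, Wnt2 at adjusted p = 6.50e-05, Sox21 at adjusted p = 2.64e-05 and Tbx1 at adjusted p = 3.12e-05. Nkx6-1 was at adjusted p = 0.0359, but at adjusted p = 0.00269 with the short-code libraries alone. Nkx2-5 was at adjusted p = 0.149 and Nkx2-1 at adjusted p = 0.173. A likelihood ratio test with trended dispersions called Nkx2-5, Nkx2-1 and Nkx6-1.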

We found that many of these genes (*Nkx2-5*, *Sox2*1, *Nkx2-1*, *Tbx1*) and the genes that Han found to define cardiac outflow tract cells (*Nkx6-1/Gata4/Wnt2*+) were still differentially expressed in our global analysis across all tissues at later timepoints than those considered in Han’s work in modules enriched for muscle/contractile and epithelial development themes. This finding suggests a continued role for these genes in coordinating expression during the later development of embryonic muscle and epithelium in the larynx, esophagus, and trachea from E10.5 to E18.5, a window of time that captures epithelial stratification/pseudostratification events in the epithelium as well as muscle and cartilage condensation/segmentation.

Our results captured transcriptome heterogeneity in shared genes across the larynx, esophagus, and trachea at early time points E10.5-E13.5 enriched for neurogenesis. Across the temporal transcriptome of the developing embryonic larynx, trachea, and esophagus, the downregulation of highly active genes associated with neuron fate decision-making between E10.5 and E13.5 was accompanied by the downregulation of gene sets enriched for cell proliferation machinery, consistent with previous findings (Griffin et al., 2021). 

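Genes of the cell cycle fell across the 3 tissues between E10.5 and E15.5. Mki67 went from 16065 ± 2174 (SD, n = 2) normalized counts at E10.5 to 7019 ± 1968 (SD, n = 2) at E13.5 in the larynx and from 18839 ± 1425 (SD, n = 2) to 8519 ± 277 (SD, n = 2) in the trachea, with a mean log2 fold change of -1.07 (standard error 0.227, adjusted p = 7.77e-04) from edgeR's quasi-likelihood test. Of 25 proliferation genes 7 fell and none rose between these ages (9 adjusted over the list alone, 14 with short-code libraries; camera adjusted p = 8.17e-04, but adjusted p = 0.664 with an estimated correlation), with Top2a, the topoisomerase of dividing cells, at -0.91 and Rrm2, which supplies nucleotides for replication, at -1.28 (standard error 0.309, adjusted p = 0.00292). By E15.5 all 25 had fallen from their level at E13.5, also adjusted over the list alone and with short-code libraries (adjusted p = 0.132 with an estimated correlation), with Kif20a, a kinesin of cell division, at -1.84 (standard error 0.220, adjusted p = 4.47e-07). In the larynx from P0 to the adult no gene of the list passed the test (16 fell adjusted over the list alone, 18 had an unadjusted p under 0.05 and 9 were lower by DESeq2).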

The upper aerodigestive system provides respiratory and alimentary functions for safe breathing and swallowing, with evidence of multiple reflexes integrating both systems in the developing fetus (Harding et al., 1984; Ross and Nijland, 1997; Miller, Sonies and Macedonia, 2003). The larynx is a highly reflexive effector organ for respiratory functions, with laryngeal afferents mediating precise monitoring of sensory events by relaying to the internal branch of the superior laryngeal nerve (iSLN) *via* dense innervation of heterologous afferent receptor subtypes (Foote and Thibeault, 2021). The laryngeal adductor response is a highly conserved sensory-afferent (iSLN) dependent reflex that results in rapid VF closure and tracheobronchial airway protection. Gene regulatory events driving the pathfinding and targeting axons in these reflexes’ embryonic larynx defy systemization. Individual adult variations in anastomoses confound histological characterization of sensory versus motor innervation and superior laryngeal nerve versus recurrent laryngeal nerve (RLN) innervation at the VFs across multiple mammalian species (Sañudo et al., 1999). The RLN controls intrinsic muscles of the larynx and relays sensory information from the mucous membranes of the larynx below the lower surface of the vocal fold, as well as sensory, secretory, and motor fibers to the cervical segments of the esophagus and the trachea.

Finding multiple differentially expressed LIM-homeodomain regulatory genes across the developing primitive laryngopharynx, trachea, and esophagus may be relevant to future regenerative endeavors requiring phenotypical characterization of developing neurons. Expression patterns of LIM-homeodomain regulatory genes by subsets of motor neurons in vertebrates constitute a combinatorial code that assigns subtype identities for motor neurons, dictates axonal pathfinding (Tsuchida et al., 1994; Sharma et al., 1998; Thor et al., 1999), and regionally parcellates the developing thalamus for sensory information relay (Nakagawa and O’Leary, 2001). LIM-homeodomain regulatory genes are expressed as progenitor cells exit the cell cycle and generate different neuron cell types in a spatiotemporal pattern. They are involved in developing thermosensory, olfactory, chemosensory, and mechanosensory neurons (Cassata et al., 2000; Sarafi-Reinach et al., 2001; Srivastava et al., 2010).

The primitive LPh, trachea, and esophagus are dorsally positioned to the developing heart loop during embryonic development. The cranial mesoderm surrounds the developing aerodigestive tract organs in the cardiopharyngeal field (CPF), a developmental domain that gives rise to the heart and craniofacial muscles (Diogo et al., 2015; Foote et al., 2019). Striated muscles in the esophagus and larynx share origins in the cranial mesoderm derived from the posterior pharyngeal arches that differentiate into branchiomeric muscle beginning at E13.5. Our data support findings that DEGs enriched for cardiogenesis processes converge on common regulatory programs found in the larynx, trachea, and esophagus (Sambasivan, Kuratani, and Tajbakhsh, 2011; Lescroart et al., 2022). Cardiocraniofacial syndromes such as DiGeorge, Velocardiofacial, CHARGE, Fetal Alcohol, Noonan syndromes, and Retinoic Acid Embryopathy are characterized by a range of comorbidities, including disruptions in the fetal development of shared organs in the aerodigestive tract with cardiac anomalies. There is a high degree of variability in disease presentation in all cases that can complicate diagnosis and treatment (Lammer et al., 1985; Bertola et al., 2004; Shprintzen, 2008; Martínez-Quintana and Rodríguez-González, 2012; Boyarchuk, Volyanska, and Dmytrash, 2017). EA, which results from incomplete separation of the ventral and dorsal parts of the foregut during development, is frequently associated with tracheoesophageal fistula and laryngeal cleft or laryngeal webbing as well as cardiac anomalies (Greenwood and Rosenthal, 1976; Diaz et al., 2005; Okuyama et al., 2006; Londahl et al., 2018). Laryngotracheo-esophageal septation at 13.5 occurs in synchrony with EL recanalization in the newly-formed larynx and intrinsic muscle formation in the VFs. This timepoint was characterized by upregulated gene activity between E11.5-E13.5 in the larynx for gene sets enriched for multiple cardiac morphogenesis pathways. They collectively modulate chamber formation, septation, and valve development in the developing heart, that is, common DEGs across the primitive laryngopharynx/larynx, esophagus, and trachea during embryonic development, the most notable of which may be *Nkx2-5*, *Gata4*, *Gata6*, *Tbx18*, *Tbx20*.

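In the larynx heart genes rose from E11.5 to E13.5. Myh6, the alpha myosin heavy chain of heart muscle, went from 68.2 ± 31.6 (SD, n = 2) to 94395 ± 35820 (SD, n = 2) normalized counts, a log2 fold change of 10.47 (standard error 2.23, adjusted p = 0.00871) from edgeR's quasi-likelihood test, and Actc1, cardiac actin, from 3282 ± 1527 (SD, n = 2) to 68958 ± 24780 (SD, n = 2). Nppa, the atrial natriuretic peptide, had no count at E11.5 and 10924 ± 6745 (SD, n = 2) at E13.5. Of the transcription factors, Gata6 rose with 4.24 (standard error 0.672, adjusted p = 3.59e-04), Gata4 with 6.20 (standard error 1.10, adjusted p = 0.00161) and Tbx20 with 5.81 (standard error 1.56, adjusted p = 0.0401). Gata5 had no count at E11.5 and 280.4 ± 62.3 (SD, n = 2) at E13.5. Nkx2-5 had 3.91 (standard error 1.38, adjusted p = 0.117) and Tbx18 1.49 (standard error 0.664, adjusted p = 0.216). Mybpc3 rose with 12.27, Ryr2 with 5.46, Myocd with 4.53 and Hcn4 with 3.43, all from the same test. Of 20 cardiomyocyte genes 14 rose and none fell (19 adjusted over the list alone, 16 with short-code libraries; camera with an estimated correlation, adjusted p = 0.00758). Of 13 cardiac transcription factors 4 rose (6 rose and 1 fell adjusted over the list alone; adjusted p = 0.0372 with an estimated correlation). Alb, serum albumin of the liver, went in the same larynx libraries from 2.74 and 0.0860 CPM at E11.5 to 317 and 38.3 at E13.5.
In the esophagus 1, Tnni3 at 6.99, and in the trachea 0 of these 20 cardiomyocyte genes rose between E11.5 and E13.5 (13 and 0 adjusted over the list alone; 17 and 4 with an unadjusted p under 0.05; 11 and 0 higher by DESeq2). The difference between the tissues in this step was not tested. Myh6 stood in the trachea at 12624 ± 5174 (SD, n = 2) already at E10.5 and at 32836 ± 9084 (SD, n = 2) at E13.5. The larynx at E11.5 held a library of 3286403 counts and one in which 1107 olfactory receptor genes had a count.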

The larynx, esophagus, and trachea share multiple genes that establish ECM architecture co-expressed across and within tissues in modules enriched for muscle/contractile themes. The VFs in humans and mice are layered structures with complex multicomponent matrix composition, requiring proper patterning of these fibers for effective vibration of VF during phonation in humans or during ultrasonic acoustic signal production in rodents (Watts, Marler, and Urban, 2007; Watts, Marler and Rousseau, 2011; Johnson et al., 2010; Lungova et al., 2015; Li et al., 2016). Although the LP is present at birth as a uniform monolayer (Ishii et al., 2000; Boseley and Hartnick, 2006; Schweinfurth and Thibeault, 2008; Sato et al., 2008; Mobini, Leppik and Barker, 2016), it remains unclear what regulatory factors drive the generation of layered ECM in the LP through adulthood (Schweinfurth and Thibeault, 2008). Cell-signaling processes, including mechanically regulated positioning of fibroblasts, have been suggested to shape the formation of the LP to produce layered populations of differential cell density that, in turn, produce differential fiber compositions (Hartnick et al., 2005; Foote et al., 2019). Our study found muscle/contractile-themed DEGs common to the larynx, trachea, and esophagus enriched for regulation by a myocyte-enhancer factor (*Mef2*), an essential component of the cardiac gene regulatory network. Mef2 regulates ECM production in the mesenchymal cell lineages of the developing heart, including mechanically-induced transcriptional programs thought to drive postnatal ECM remodeling of the distinct layers in heart valves (Potthoff and Olson, 2007; Lockhart et al., 2013; Hulin et al., 2019).

Epithelium in the larynx, esophagus, and trachea is derived from the anterior foregut endoderm, where it acts as a critical boundary that defends against environmental and other stresses. In all three tissues, naïve epithelial progenitor cells derived from the anterior foregut endoderm differentiate into specialized cell types, coinciding with cell cycle slow-down after E13.5, coordinated by signaling pathways that include Wnt, Notch, Fgf, Tgfβ, and Bmp signaling. 

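Members of the Wnt, Notch and Fgf pathways moved both ways from E13.5 to E15.5 in the mean of the 3 tissues. Of 19 Wnt ligands and receptors 5 rose and 6 fell (5 and 7 adjusted over the list alone, 4 and 10 with short-code libraries). The 5 that rose were Wnt3a, Wnt4, Wnt10a, Wnt10b and Fzd10. Wnt4, a ligand of basal epithelial cells, had a log2 fold change of 2.17 (standard error 0.404, adjusted p = 2.25e-04) from edgeR's quasi-likelihood test, and Wnt9b one of -3.86 (standard error 0.672, adjusted p = 8.73e-05). Of 18 Notch pathway genes 2 rose and 4 fell (3 and 4 adjusted over the list alone, 3 and 6 with short-code libraries), with Dlk2 at 3.09 and Jag2, a ligand of stratified epithelium, at 0.75 higher, and Notch2 at -0.50, Jag1 at -1.29 (standard error 0.176, adjusted p = 3.05e-06), Hey2 at -1.87 and Hey1, a target of Notch, at -1.48 (standard error 0.174, adjusted p = 3.87e-07) lower. Of 20 Fgf pathway genes 10 rose and 3 fell (10 and 3 adjusted over the list alone, 8 and 2 with short-code libraries), with Fgfr3, a receptor of cartilage and epithelium, at 2.4 (standard error 0.306, adjusted p = 1.38e-06), Fgf7, a mesenchymal ligand of epithelium, at 2.43 and Spry1, a feedback inhibitor, at 0.73 higher. The 3 that fell were Fgf3, Fgf12 and Fgf15. The median log2 fold change of all tested genes in this contrast was 0.63, so a rise of that size is at the centre of all genes. As sets the 3 lists were at adjusted p = 0.373, adjusted p = 0.443 and adjusted p = 0.463 with an estimated correlation.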

We found common Wnt, Notch, and Fgf regulatory genes across the primitive laryngopharynx, esophagus, and trachea upregulated between E13.5 and E15.5 in a gene module enriched for terms defined by processes establishing stratified squamous epithelium and multiple common Wnt, Notch, Fgf, and Bmp signaling pathway members in modules enriched for muscle/contractile themes. In the esophagus, columnar epithelium exists as a single layer of K8-expressing cells at E11.5, which starts stratifying with the reduction of K8 and K18 and gain of K5 and K14 in the basal layer at ∼E14 (Rishniw et al., 2011; Que, 2015), corresponding approximately with the initiation of stratification in the VF epithelium at E13.5 (Lungova et al., 2015), and the differentiation of epithelial progenitors in the trachea after E13.5 (Kishimoto et al., 2020). VF epithelium, which develops at the crossroad of respiratory and digestive tracts, is susceptible to repeated cycles of oscillatory collision and shearing forces during vibration, requiring a tissue-reparative response in tissue maintenance. Stratification of VF epithelium is initiated during EL recanalization at E13.5, matching when we found genes upregulated (between E11.5-E13.5) within a gene module associated with epidermal development and epithelial cell differentiation in the within-tissue analysis of the larynx. The epithelial development-themed module found in the within-tissue analysis of the larynx was most active in the adult timepoint of the mature VF epithelium. This finding suggests the transcriptional drivers initiating epithelial development are most active in the mature VF when the epithelium is characterized by rapid turnover. In addition to tolerating trauma, the characteristic of rapid turnover of the VF epithelium has been suggested to provide shape to the underlying lamina propria and is of interest to those trying to recapitulate VF mucosa (Gray, 2000).

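The mean z-score of the epithelial module in the larynx, 2.10 in the adult, lay below 0.2 at every earlier age, with -0.59 at E10.5 and -0.23 at E15.5. Krt13 stood at 27242 ± 13370 (SD, n = 2) normalized counts at P0 and 210310 ± 55750 (SD, n = 2) in the adult. Genes of cornified epidermis lay at 1.88 to 3.29 (mean log2 of CPM plus 1) in the P0 libraries and at 4.90 to 5.49 in the adult ones. None of the 20 passed edgeR's quasi-likelihood test between these ages (1 rose adjusted over the list alone, 2 had an unadjusted p under 0.05 and 1 was higher by DESeq2). Their set test was at adjusted p = 9.65e-08 with camera, but at adjusted p = 0.324 with an estimated correlation.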

Additionally, we found the P0 and adult timepoint across the laryngeal transcriptome to be characterized by transcriptome heterogeneity enriched for defense response and adhesion, notable for the protective role of these cell types in the context of physiological changes in the murine vocal fold after birth. 

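A few macrophage genes rose in the larynx early. Of 16 genes of macrophages and antigen presentation 3 rose from E11.5 to E13.5, Csf1r, Adgre1 and Ctss (9 adjusted over the list alone, 7 by DESeq2; camera with an estimated correlation, adjusted p = 0.203), and 8 from E10.5 to E13.5 (14 adjusted over the list alone; adjusted p = 0.192 with an estimated correlation). Cd74, the invariant chain of antigen presentation, went from 3.62 ± 3.45 (SD, n = 2) normalized counts at E10.5 to 162 ± 202 (SD, n = 2) at E13.5, 173 ± 29.6 (SD, n = 2) at P0 and 2204 ± 561 (SD, n = 2) in the adult. H2-Aa, a class II antigen gene, had a log2 fold change of 4.12 (standard error 1.76, adjusted p = 0.364) from P0 to the adult (edgeR's quasi-likelihood test). S100a8, a calcium-binding protein of neutrophils, stood at 51.9 ± 20.1 (SD, n = 2) and 226 ± 279 (SD, n = 2). From E18.5 to P0 none of the 16 innate defense genes passed the test (1 with an unadjusted p under 0.05, 1 higher by DESeq2; camera with an estimated correlation, adjusted p = 0.640).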

After birth, amniotic fluid is replaced with air as a newborn takes its first breath, delineating the first possible encounter of the vocal fold with aerosolized foreign particles. Defense response gene sets describe processes triggered in response to the presence of a foreign body or the occurrence of an injury that restricts damage to the underlying tissue and are of interest in regenerative efforts to restore homeostasis in injured tissue. 

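Motile cilia genes rose in the larynx and esophagus from E13.5 to E15.5, and 2 in the trachea. In the larynx 17 of 24 rose (21 adjusted over the list alone, 21 with short-code libraries; camera with an estimated correlation, adjusted p = 0.146), with Dnah5 at 8.80 (standard error 2.18, adjusted p = 0.0152) and Ccdc40, an assembly factor of dynein arms, at 3.77 (standard error 1.10, adjusted p = 0.0396) from edgeR's quasi-likelihood test. In the esophagus 18 rose (22 adjusted over the list alone, 20 with short-code libraries; adjusted p = 0.232 with an estimated correlation), with Foxj1 at 6.16 (standard error 1.61, adjusted p = 0.0166). In the trachea 2, Tppp3 at 3.43 (standard error 0.621, adjusted p = 0.00184) and Dnai1 at 4.40 (standard error 1.15, adjusted p = 0.0245), rose (12 adjusted over the list alone; 12 rose and 1 fell with short-code libraries; adjusted p = 0.522 with an estimated correlation). Dnah5, Ccdc40, Foxj1, Tppp3 and Dnai1 were not among the 19 genes whose change in this step differed between trachea and esophagus. The change in the larynx exceeded that in the trachea for none of the 24 genes in a test of the difference (1 with an unadjusted p under 0.05, 0 by DESeq2). From E15.5 to E18.5 none passed in any tissue, in a step where 2, 29 and 11 of all genes did in larynx, esophagus and trachea. In this step the trachea had 10 higher adjusted over the list alone, 1 with short-code libraries, 14 with an unadjusted p under 0.05 and 1 higher by DESeq2, against a median of all genes that shifted by -0.33 log2. The larynx had 1 lower adjusted over the list alone, 10 with an unadjusted p under 0.05 and 1 lower by DESeq2. The esophagus had 1 with an unadjusted p under 0.05 and 0 by DESeq2. At E18.5 the list lay at 1.27 to 2.35 in the larynx, 3.77 to 4.24 in the esophagus and 3.68 to 3.98 in the trachea (mean log2 of CPM plus 1).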

DEGs enriched for ciliation and microtubule-based movement were within and across the embryonic larynx, trachea, and esophagus with gene activity at E15.5-E18.5. The clustering of DEGs enriched for ciliation and microtubule-based processes within and across the developing larynx, esophagus, and trachea may pertain to associated ciliation events resulting from a shared mucosa origin or are motility-based ciliation required for organ expansion in other cells, or both. Numerous ciliated cells in the embryonic epithelium of the developing mouse esophagus have been described previously at E17, with these cells disappearing in histological sections by postnatal day four (Raymond, Anne, and Millane, 1991; Rodriguez et al., 2010; Rosekrans et al., 2015). The mucosa lining of the primitive laryngopharynx is continuous with the developing esophagus at earlier time points in embryonic development before the establishment of the laryngotracheo-esophageal septum at E13.5, at which time the anterior aspect of the laryngeal cavity opens into the pharynx. The posterior aspect of the laryngeal cavity is continuous with the lumen of the trachea *via* the vocal folds, which are covered by a protective layer of stratified squamous epithelium with micro ridges and microvilli on the surface that help to spread and maintain a mucous coat (Hirano et al., 1983; Lungova et al., 2015). Stratified squamous epithelium of the vocal folds transitions to a ciliated pseudostratified columnar epithelium at the supraglottis anterior to the vocal folds and infraglottis posterior to the vocal folds (Lungova et al., 2015). The epithelium lining the adult trachea is ciliated pseudostratified columnar epithelium, like that in the nasal cavity and nasopharynx.

The cartilage of the larynx interacts closely with muscle to achieve respiratory, digestive, and phonatory functions. Cranial and somatic mesoderm-derived cells give rise to the cricoid cartilage shared by the larynx and upper esophageal sphincter, arytenoid cartilages, intrinsic laryngeal muscles, and the posterior region (intermediate lamina) of the thyroid cartilage. Trachea cartilage derives from the ventral fold of lateral plate mesoderm surrounding the anterior foregut endoderm. However, spatiotemporal molecular distinctions between the more ventrally positioned respiratory mesoderm and dorsally positioned digestive mesoderm in the anterior foregut as regulatory points of origin to the cartilage in the laryngotracheal tube are unknown (Sivarao and Goyal, 2000; Plasschaert et al., 2018; Lungova and Thibeault, 2020; Kishimoto et al., 2020). 

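Cartilage genes rose in the larynx and trachea from E13.5 to E15.5. Col2a1, the main collagen of cartilage on chromosome 15 of GRCm39 from 97873483 to 97902689, went from 792 ± 22.5 (SD, n = 2) to 64242 ± 37880 (SD, n = 4) normalized counts in the larynx and from 573 ± 50.6 (SD, n = 2) to 71292 ± 36380 (SD, n = 4) in the trachea, log2 fold changes of 6.34 (standard error 1.16, adjusted p = 0.00117) and 6.96 (standard error 1.19, adjusted p = 0.00131) from edgeR's quasi-likelihood test. Col11a2 rose with 7.17 (standard error 1.38, adjusted p = 0.00218) and 7.28 (standard error 1.39, adjusted p = 0.00348). In the esophagus Col2a1 had -1.93 (standard error 0.784, adjusted p = 0.131) and Col11a2 -0.40 (standard error 0.922, adjusted p = 0.962). Of 20 cartilage genes 17 rose in the larynx and 18 in the trachea (18 and 20 adjusted over the list alone, 17 and 17 with short-code libraries; camera with an estimated correlation, adjusted p = 0.0366 and adjusted p = 0.0275). In the esophagus 1, Chad, rose and 4, Col9a1, Col9a3, Matn1 and Matn4, fell, but 3 rose and 0 fell with short-code libraries.
Tested as a difference, the change in the larynx exceeded that in the esophagus for 7 of the 20 genes (17 adjusted over the list alone, 0 with short-code libraries; adjusted p = 0.00318 with an estimated correlation), with Col2a1 at 8.27 (standard error 1.38, adjusted p = 0.0266). That in the trachea exceeded it for 10 (18 adjusted over the list alone, 5 with short-code libraries; adjusted p = 0.00433 with an estimated correlation), with Col9a1, a collagen of cartilage, at 8.10 (standard error 1.32, adjusted p = 0.0100). Between larynx and trachea none differed (0 with an unadjusted p under 0.05, 0 by DESeq2). From E15.5 to E18.5, 11 rose in the esophagus (17 adjusted over the list alone, 3 with short-code libraries; adjusted p = 0.00529 with an estimated correlation). In the same libraries Tg, thyroglobulin of the thyroid, ranged from 1.36 to 127.3 CPM at E15.5 and stood at 3399 and 1893 CPM at E18.5. Whether the cartilage and thyroid transcripts share a source was not tested.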

In the analysis across the tissue, we found genes associated with cartilage formation, including *Sox9*, *Col11a2*, and *Col2a1*, contained within modules enriched for muscle/contractile themes and synchronously upregulated in the larynx and trachea after laryngotracheoesophageal septation between E13.5 and E15.5. Characterization of the molecular landscape in the larynx, esophagus, and trachea during anterior foregut development is a preliminary requirement for targeted stem cell, and tissue engineering approaches. Advances in understanding morphogenetic processes during larygnotracheo-esophageal septation and VF morphogenesis also provide insight into a vast category of cardiocranialfacial diseases, where whole transcription regulatory networks and downstream effectors are still unknown. A limitation of this study is the near absence of spatial information lost in bulk tissue collection processes, complicating the interpretation of gene dynamics in the anterior-posterior axis. Bulk RNA-seq uses whole tissue as a starting material, results in a mixture of different gene expression profiles, and is used to study average global gene expression, where the transcriptome programs of developing organs contain highly heterogeneous microenvironments. The true signals driving cell type differentiation can be obscured by an average gene expression profile from bulk RNA- seq, requiring future work in single-cell RNA- seq (scRNA- seq) analysis complemented by *in situ* RNA hybridization and/or spatial RNA-seq for localization of DEGs. Bulk RNA-seq analyses can provide a valuable reference point for future single-cell analysis approaches examining the regulatory relationships between genes and tracking the trajectories of distinct cell lineages in development. Characterization of the regulatory mechanisms controlling the establishment and expansion of progenitors is a necessary first step to devise future therapeutic strategies.

## Materials and Methods

### Mouse Mating and Tissue Collection

All animal experiments complied with the Public Health Service Policy on Human Care and Use of Laboratory animals and the Animal Welfare Act. The Institutional Animal Care and Use Committee of the University of Wisconsin-Madison approved the animal protocol for this investigation. Wild-type FVB/N mice, males and females, were mated. When vaginal plugs were found by noon, that day was designated as embryonic day (E) 0.5. For RNA- seq, pregnant females were sacrificed at E10.5, E11.5, E13.5, E15.5, and E18.5, mouse larynges, trachea, and esophagus were dissected, and tissues were pooled together from 10 animals at E10.5, E11.5, E13.5, and E18.5 time points, and 20 animals at the E15.5 timepoint. Approximately ∼1–3 mm pieces of tissue were excised separately from the LPh/larynx (E10.5-Adult), esophagus (E10.5-E18.5) dorsoposterior to the larynx, and trachea (E10.5-E18.5) ventroposterior to the larynx with two medial biological replicates used at each timepoint. Tissue was collected anteriorly at the level of the LPh (E10.5 and E11.5) and vocal folds (E13.5 to adult) for the larynx and immediately posterior to the larynx in the case of both the esophagus and trachea. Additional time points for postnatal stage 0 (P0) and adult (6–8 weeks) larynx were included in the “within tissue” laryngeal analysis, where bulk tissue was collected at the level of the bilateral vocal folds. All tissues were micro-dissected in an RNase-free environment and immersed in RNA later (Qiagen, Valencia, CA, United States) at 4°C overnight, and then transferred to 80°C for long-term storage before RNA extraction.

### RNA Isolation and Quality Control

RNeasy Micro Kit 50 (Qiagen, Valencia, CA, United States) was used to extract total RNA according to the manufacturer’s instructions. DNA digestion was performed using the DNase enzyme eliminator column- RNeasy MinElute spin columns. RNA concentration yield and integrity were evaluated using a Nanodrop ND-1000 spectrophotometer (Nanodrop, Wilmington, DE). Samples that met the following three criteria were retained: a concentration of 1 µg, an OD260−280 of 1.8–2.0 and an OD260:230 above two. Additionally, samples were evaluated for RNA integrity value (RIN) using the Agilent 2100 Bioanalyzer and RNA 6000 Pico kit (Agilent, Santa Clara, CA, United States) according to the manufacturer’s instructions. Only samples with electropherograms exhibiting distinct 18S and 28S ribosomal RNA (rRNA) peaks and no evidence of degradation were retained.

### RNA Sequencing

Poly-A library preparation and RNA sequencing were performed by the DNA Sequencing Facility at the University of Wisconsin-Madison Biotechnology Center per standard protocols. Briefly, first-strand cDNA using random hexamer-primed reverse transcription was generated, followed by second-strand cDNA synthesis using RNase MODULE and DNA polymerase, and ligation of sequencing adapters using the TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, United States). Fragments of 350 bp were selected by gel electrophoresis, followed by 15 cycles of PCR amplification. The prepared libraries were sequenced on Illumina’s HiSeq 2000, and Illumina NovaSeq6000 2 × 150 S4 platforms with four RNA- seq libraries per lane with a minimum depth of 2 × 100 bp paired-end reads by the University of Wisconsin-Madison DNA Sequencing Facility in the University of Wisconsin-Madison Biotechnology Center.

### Quality Control and Gene Expression Quantification

Using standard defaults, quality control on raw sequencing files was performed *via* FastQC v011.5 (Andrews, 2010). All samples appeared high quality based on available metrics and, in particular, passed our internal quality thresholds—1) minimum per-base PHRED score of 5 and median per-base PHRED score of at least 20, and 2) modal per-sequence average PHRED score of at least 20—and were used in downstream analysis. Sequenced reads were aligned to the GRCm39 reference genome, pre-indexed files accessed from the Bowtie2 repository, using Bowtie2 (v2.4.2), accessed by RSEM (v1.3.3), which quantified observed gene transcription levels in the units of ECs from aligned reads (Li and Dewey, 2011; Langmead and Salzberg, 2012). ECs were then normalized across samples by scaling observed expression using the method of Median-Ratio implemented in the EBSeq R package. Raw and normalized expression data were remapped to human ortholog gene symbols (HGNC format) using the mapping from the Molecular Signatures Database (Mouse_ENSEMBL_Gene_ID_Human_Orthologs_MSigDB.v7.3. chip), 53,647 Ensemble genes were mapped to 18,032 human orthologs in gene symbol notation (Daley and Vere-Jones, 2003; Mootha et al., 2003; Subramanian et al., 2005). All calculations were conducted in the R environment and with Bioconductor package management (Gentleman et al., 2004; R Core Team, 2013). A tool for visualizing the expression levels of individual genes in this study is at https://data-viz.it.wisc.edu/connect/#/apps/172/access.

### Differential Expression Analysis

Genes were tested for differential expression across and within each embryonic tissue type, with the larynx-specific analysis additionally including postnatal and adult timepoints, giving four collections of significance values: one across all tissues, and one each for embryonic esophagus (e), larynx (l), and trachea (t). For this analysis, a differentially expressed gene was defined as one for which observed expression varied across time to a degree significantly different one would expect for a gene with a constant average level of expression over time. As the differences between sample times are variable, time was ranked with the earliest time point (E10.5) represented as rank 1 and the latest time point (Adult) represented as rank 7 with corresponding increments. Testing for differential expression was formally defined as testing for a significant change in average expression regressed against age rank. Testing was conducted in the Monocle2 environment (Trapnell et al., 2014) and structured as a likelihood ratio test between a natural spline regressed against age rank and a null, intercept-only model. Input data were normalized (see above section) but not log-transformed. In order to accommodate the high between-time-point variability observed during alignment QC, the error distribution was defined as Negative Binomial. Before testing, genes within tissue type were filtered, testing only those genes with at least two samples with at least a normalized expected count value of 1. Genes not passing this threshold (extremely low expressing genes) were included in the testing results with *p*-values fixed at 1. The resulting *p*-values were adjusted for multiple tests separately from the Monocle2 environment by the method of Independent Hypothesis Weighting with mean normalized expression used as the independent covariate (Ignatiadis et al., 2016; Korthauer et al., 2019).

### Module Clustering

After DE testing, significant genes (p-adj ≤ 0.01) within tissues were clustered into co-expressed groups or modules. Co-expressed genes were expected to be related to biological function, so “co-expression” was defined as a high squared correlation (Pearson type) between two genes. The squaring transformation was used as anti-correlated genes (highly negative correlation) were suspected of contributing to similar biological processes in opposite ways. Prior to the estimation of gene modules, correlation measures were transformed into robust gene-to-gene distances by the TOM implemented in the R package WGCNA (TOMdist function with option TOMType = “unsigned”) (Zhang and Horvath, 2005; Yip and Horvath, 2007; Langfelder and Horvath, 2008; Song, Langfelder and Horvath, 2012). Gene module identification was then conducted as a hierarchical clustering task (R function hclust with the method set to “ward.D”). Individual gene module identifications were produced by cutting the resulting tree at a point suggested by visual inspection.

### Enrichment Testing

As above, differential expression is defined as a significant shift in normalized expression across time points. Gene sets enriched for DEGs therefore denoted functional groups whose activity likewise changed over the developmental time course. Enrichment testing was conducted across all tissue types, clustered gene modules, and gene-set collections for GO terms (GO, biological process sub-collection) and Transcription Factors. All references relating individual genes to curated gene sets were sourced from the Molecular Signatures Database (MSigDB), version 7.4, and were defined in terms of human ortholog gene symbols (Ashburner et al., 2000; Kanehisa and Goto, 2000; Liberzon et al., 2015; Kanehisa et al., 2019; Yevshin et al., 2019; ‘The Gene Ontology resource: enriching a GOld mine. Consortium’, 2021; Kanehisa, Sato and Kawashima, 2021). Testing was conducted in the R piano environment (Väremo, Nielsen, and Nookaew, 2013). Enrichment within individual gene co-expression modules was performed on module membership (coded as 0/1) as a binary hypergeometric test again against the full set of 18,032 genes. Adjusted *p*-values were calculated internally by the runGSA function in all cases.

## Data Availability

The data presented in this study are deposited in the GEO repository accession number GSE206673.

# Supplementary material for: Transcriptome Dynamics in the Developing Larynx, Trachea, and Esophagus
**Source:** Front Cell Dev Biol. 2022 Jul 22;10:942622. doi: 10.3389/fcell.2022.942622
**Supplement:** Supplementary file 1

Supplementary Material

**Supplementary Table S1
GO Biological Process Enrichment across All Embryonic Tissues**

GO Biological Process Enrichment for Module 1 (507 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Neuron Differentiation** | 1.3556146415443e-52 | 1.01399975187514e-48 |
| **2** | **Neurogenesis** | 1.1193902567304e-50 | 4.1865195601717e-47 |
| **3** | **Central Nervous System Development** | 5.62357769343994e-39 | 1.40214537156436e-35 |
| **4** | **Neuron Development** | 1.54965331944117e-37 | 2.89785170735498e-34 |
| **5** | **Cell Part Morphogenesis** | 2.49469104897174e-29 | 3.73205780926173e-26 |
| **6** | **Cell Morphogenesis Involved in Neuron Differentiation** | 1.44442638877801e-28 | 1.80071823134325e-25 |
| **7** | **Head Development** | 1.97513014232295e-28 | 2.11056763779652e-25 |
| **8** | **Cellular Component Morphogenesis** | 2.14624642577008e-26 | 2.00674040809502e-23 |
| **9** | **Axon Development** | 5.55895937404562e-26 | 4.62011290198458e-23 |
| **10** | **Synaptic Signaling** | 8.61144752027032e-25 | 6.4413627451622e-22 |

GO Biological Process Enrichment for Module 2 (1577 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| 1 | **Muscle System Process** | 1.99345352888943e-36 | 1.49110323960929e-32 |
| 2 | **Muscle Contraction** | 2.00301224630437e-35 | 7.49126580117833e-32 |
| 3 | **External Encapsulating Structure** | 3.67970635914403e-35 | 9.17473452213244e-32 |
| 4 | **Muscle Structure Development** | 9.32888496303719e-30 | 1.74450148808795e-26 |
| 5 | **Circulatory System Process** | 1.56491073132338e-28 | 2.34110645405978e-25 |
| 6 | **Muscle Tissue Development** | 1.3352996808901e-27 | 1.66467360217633e-24 |
| 7 | **Striated Muscle Cell Differentiation** | 2.18098523504098e-27 | 2.33053850830093e-24 |
| 8 | **Striated Muscle Contraction** | 6.45355968488811e-27 | 6.03407830537038e-24 |
| 9 | **Heart Process** | 7.661707145045E-26 | 6.36772993832629e-23 |
| 10 | **Muscle Cell Development** | 1.35138230165471e-25 | 1.01083396163772e-22 |

GO Biological Process Enrichment for Module 3 (432 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Muscle System Process** | 1.08155239567562e-13 | 8.09001191965363e-10 |
| **2** | **Muscle Contraction** | 1.0303338567788e-11 | 3.85344862435272e-08 |
| **3** | **Regulation of System Process** | 1.47862698434415e-10 | 3.68670994763141e-07 |
| **4** | **Striated Muscle Contraction** | 8.03672833043124e-10 | 1.50286819779064e-06 |
| **5** | **Circulatory System ProcessG** | 4.04932327585252e-08 | 6.05778762067537e-05 |
| **6** | **Cation Transport** | 1.37994260733712e-07 | 0.000172032845048028 |
| **7** | **Regulation of Muscle System Process** | 2.31826445503286e-07 | 0.000247723116052083 |
| **8** | **Inorganic Ion Transmembrane Transport** | 3.32956197748234e-07 | 0.000311314044894598 |
| **9** | **Epidermis Development** | 5.32407773216835e-07 | 0.000442490015962436 |
| **10** | **Regulation of Peptidase Activity** | 9.23148397341784e-07 | 0.000690515001211654 |

GO Biological Process Enrichment for Module 4 (642 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Epidermis Development** | 1.14803976039255e-35 | 8.58733740773626e-32 |
| **2** | **Keratinocyte Differentiation** | 4.12471683450716e-33 | 1.51316574455072e-29 |
| **3** | **Keratinization** | 6.06884656905368e-33 | 1.51316574455072e-29 |
| **4** | **Epidermal Cell Differentiation** | 6.31948668670241e-32 | 1.18174401041335e-28 |
| **5** | **Skin Development** | 1.42963738885771e-31 | 2.13873753373113e-28 |
| **6** | **Cornification** | 5.73155326099561e-30 | 7.14533639870786e-27 |
| **7** | **Epithelial Cell Differentiation** | 4.15516999127505e-21 | 4.44009593353391e-18 |
| **8** | **Epithelium Development** | 3.21126293396379e-13 | 3.00253084325615e-10 |
| **9** | **Unsaturated Fatty Acid Metabolic Process** | 9.7121514457801e-13 | 8.07187697938168e-10 |
| **10** | **Icosanoid Metabolic Process** | 2.29663040494796e-12 | 1.71787954290108e-09 |

GO Biological Process enrichment for Module 5 (314 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Cilium Movement** | 2.95263912649164e-63 | 2.20857406661575e-59 |
| **2** | **Cilium Organization** | 7.22846541578997e-56 | 2.70344606550545e-52 |
| **3** | **Axoneme Assembly** | 2.13106043340535e-54 | 5.31344401395734e-51 |
| **4** | **Microtubule Based Movement** | 9.11038068545968e-51 | 1.70364118818096e-47 |
| **5** | **Microtubule Bundle Formation** | 1.62212440896404e-49 | 2.4266981158102e-46 |
| **6** | **Microtubule Based Process** | 2.32598080714005e-42 | 2.89972273956793e-39 |
| **7** | **Cell Projection Assembly** | 1.65933688513666e-37 | 1.77311998583174e-34 |
| **8** | **Cilium or Flagellum Dependent Cell Motility** | 2.30345316054314e-37 | 2.15372870510784e-34 |
| **9** | **Organelle Assembly** | 1.33572879953025e-31 | 1.11013904672069e-28 |
| **10** | **Microtubule Cytoskeleton Organization** | 3.61731157475721e-27 | 2.70574905791839e-24 |

**Supplementary Table S2**

**GO Biological Process Enrichment within Larynx from E10.5 to Adult**

GO Biological Process Enrichment for Module 1 (324 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Nervous System Process** | 2.19047694251432e-28 | 1.63847675300071e-24 |
| **2** | **Sensory Perception** | 3.69716171092097e-18 | 1.38273847988444e-14 |
| **3** | **Synaptic Signaling** | 7.51580483548545e-18 | 1.87394067231437e-14 |
| **4** | **Detection of Stimulus Involved In Sensory Perception** | 1.85170631956278e-16 | 3.4626908175824e-13 |
| **5** | **Sensory Perception of Chemical Stimulus** | 1.82688510688862e-15 | 2.68951006898021e-12 |
| **6** | **Synapse Organization** | 2.15736101789856e-15 | 2.68951006898021e-12 |
| **7** | **Sensory Perception of Smell** | 4.34667529561286e-15 | 4.64473303016917e-12 |
| **8** | **Detection of Chemical Stimulus** | 2.84733878004648e-14 | 2.66226175934346e-11 |
| **9** | **Neuron Differentiation** | 1.31233336233975e-13 | 1.09069483892237e-10 |
| **10** | **Neurogenesis** | 1.61045779823406e-13 | 1.20462243307908e-10 |

GO Biological Process Enrichment for Module 2 (668 genes)

| Index | GO Term | p | pAdj |
| --- | --- | --- | --- |
| 1 | Neurogenesis | 4.79881890941834e-28 | 1.8471571164885e-24 |
| 2 | Neuron Differentiation | 4.93892277135962e-28 | 1.8471571164885e-24 |
| 3 | Central Nervous System Development | 9.10628425124238e-25 | 2.2705002066431e-21 |
| 4 | Head Development | 3.11219345593101e-23 | 5.819801762591E-20 |
| 5 | Cell Cycle | 5.91120029431608e-20 | 8.84315564029686e-17 |
| 6 | Cell Part Morphogenesis | 1.68446819019231e-19 | 2.09997034377308e-16 |
| 7 | Forebrain Development | 3.31511847677797e-19 | 3.0996357757874e-16 |
| 8 | Cell Morphogenesis Involved in Neuron Differentiation | 2.95833046668607e-19 | 3.0996357757874e-16 |
| 9 | Neuron Development | 3.56170548362065e-18 | 2.96017300194249e-15 |
| 10 | Axon Development | 4.29460376024246e-18 | 3.21236361266136e-15 |

GO Biological Process Enrichment for Module 3 (285 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Circulatory System Process** | 1.21766626593588e-28 | 9.10814366920037e-25 |
| **2** | **Regulation of System Process** | 9.84869713383401e-26 | 3.68341272805392e-22 |
| **3** | **Cardiac Muscle Tissue Development** | 6.40465008319753e-24 | 1.59689275407725e-20 |
| **4** | **Heart Process** | 2.46291362579058e-22 | 3.68451878418271e-19 |
| **5** | **Regulation of Blood Circulation** | 2.46291362579058e-22 | 3.68451878418271e-19 |
| **6** | **Muscle Contraction** | 1.8274822857704e-21 | 1.70869593719533e-18 |
| **7** | **Heart Development** | 1.51387599995484e-21 | 1.70869593719533e-18 |
| **8** | **Cardiac Muscle Contraction** | 1.68705205030858e-21 | 1.70869593719533e-18 |
| **9** | **Regulation of Heart Contraction** | 1.24218237176239e-20 | 1.03239157119807e-17 |
| **10** | **Muscle Tissue Development** | 1.98785774057228e-19 | 1.48691758994807e-16 |

GO Biological Process Enrichment for Module 4 (363 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Defense Response** | 4.47018928509579e-08 | 0.000334370158525165 |
| **2** | **Biological Adhesion** | 4.14267417032365e-06 | 0.0154936013970104 |
| **3** | **Cell Cell Adhesion** | 7.34812610610844e-06 | 0.0183213277578971 |
| **4** | **Negative Regulation of Cellular Response to Insulin Stimulus** | 1.11657958941532e-05 | 0.0208800383220665 |
| **5** | **Cation Transport** | 1.68841922813783e-05 | 0.025258751652942 |
| **6** | **Inflammatory Response** | 2.95207671987305e-05 | 0.0262684161218642 |
| **7** | **Response to Cold** | 3.44290523346821e-05 | 0.0262684161218642 |
| **8** | **Response to Biotic Stimulus** | 2.56675717042074e-05 | 0.0262684161218642 |
| **9** | **Response to Endogenous Stimulus** | 2.32497269324884e-05 | 0.0262684161218642 |
| **10** | **Inorganic Ion Transmembrane Transport** | 3.51182033714762e-05 | 0.0262684161218642 |

GO Biological Process Enrichment for Module 5 (578 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Muscle System Process** | 1.1019518785531e-37 | 8.24260005157721e-34 |
| **2** | **Muscle Contraction** | 1.00953534802327e-34 | 3.77566220160704e-31 |
| **3** | **Muscle Structure Development** | 4.4096399672513e-34 | 1.09947023183466e-30 |
| **4** | **Muscle Filament Sliding** | 2.64202755651281e-28 | 4.94059153067895e-25 |
| **5** | **Muscle Organ Development** | 9.01922046291158e-28 | 1.34927538125157e-24 |
| **6** | **Striated Muscle Cell Development** | 9.35362037161714e-27 | 1.16608467299494e-23 |
| **7** | **Muscle Cell Development** | 7.83931264084341e-25 | 8.3768655076441e-22 |
| **8** | **Myofibril Assembly** | 1.20539880635593e-23 | 1.1270478839428e-20 |
| **9** | **Muscle Cell Differentiation** | 2.62086402061524e-23 | 2.17822920824467e-20 |
| **10** | **External Encapsulating Structure Organization** | 5.77025964381466e-23 | 4.31615421357337e-20 |

GO Biological Process Enrichment for Module 6 (1328 genes)

| **Index** |  | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Epidermis Development** | 1.92554412993056e-32 | 1.44030700918806e-28 |
| **2** | **Keratinocyte Differentiation** | 5.11976870939164e-30 | 1.33202136283438e-26 |
| **3** | **Cornification** | 5.34233166912183e-30 | 1.33202136283438e-26 |
| **4** | **Epidermal Cell Differentiation** | 2.11143185261456e-29 | 3.94837756438923e-26 |
| **5** | **Keratinization** | 1.2175852426294e-28 | 1.82150752297358e-25 |
| **6** | **Skin Development** | 3.0590720147996e-28 | 3.81364311178351e-25 |
| **7** | **Defense Response** | 5.72139076234526e-26 | 6.11371470033465e-23 |
| **8** | **Epithelial Cell Differentiation** | 4.03358019329952e-23 | 3.77139748073506e-20 |
| **9** | **Defense Response to Other Organism** | 4.18955059170521e-22 | 3.48198204732833e-19 |
| **10** | **Defense Response To Biotic Stimulus** | 1.42969453733766e-21 | 1.06941151392857e-18 |

GO Biological Process Enrichment for Module 7 (973 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Cilium Movement** | 4.30277665970219e-19 | 1.65560889650755e-15 |
| **2** | **Microtubule Based Process** | 4.42676175536777e-19 | 1.65560889650755e-15 |
| **3** | **Microtubule Bundle Formation** | 9.31894467684363e-18 | 2.32352353942634e-14 |
| **4** | **Axoneme Assembly** | 8.91828412886594e-17 | 1.66771913209793e-13 |
| **5** | **Microtubule Cytoskeleton Organization** | 1.19546301956906e-15 | 1.78841267727531e-12 |
| **6** | **Cilium or Flagellum Dependent Cell Motility** | 3.83157715428044e-14 | 4.77669951900295e-11 |
| **7** | **Microtubule Based Movement** | 7.36686139844914e-14 | 7.87201760862852e-11 |
| **8** | **Cilium Organization** | 7.3060795611869e-13 | 6.83118438970975e-10 |
| **9** | **External Encapsulating Structure Organization** | 1.43801041912849e-10 | 1.19514643723124e-07 |
| **10** | **DNA Packaging** | 2.19536256730335e-08 | 1.64213120034291e-05 |

**Supplementary Table S3**

**GO Biological Process Enrichment within Embryonic Esophagus**

GO Biological Process Enrichment for Module 1 (277 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Coagulation** | 1.74913146153667e-13 | 1.30835033322943e-09 |
| **2** | **Regulation of Coagulation** | 7.34373281887889e-13 | 2.15438446387566e-09 |
| **3** | **Negative Regulation of Coagulation** | 8.64057940057082e-13 | 2.15438446387566e-09 |
| **4** | **Fibrinolysis** | 1.96715831007696e-12 | 3.67858603984392e-09 |
| **5** | **Protein Activation Cascade** | 5.5648255619563e-12 | 8.32497904068663e-09 |
| **6** | **Negative Regulation of Peptidase Activity** | 1.21286955485451e-11 | 1.46204952836243e-08 |
| **7** | **Negative Regulation of Hydrolase Activity** | 1.36822816825361e-11 | 1.46204952836243e-08 |
| **8** | **Regulation of Body Fluid Levels** | 1.700443557219E-11 | 1.58991472599976e-08 |
| **9** | **Negative Regulation of Wound Healing** | 2.28199975459096e-11 | 1.89659535159338e-08 |
| **10** | **Wound Healing** | 5.27548616678084e-11 | 3.94606365275207e-08 |

GO Biological Process Enrichment for Module 2 (261 genes)

| **Index** | **GO Term** | P | pAdj |
| --- | --- | --- | --- |
| **1** | **Muscle System Process** | 1.4896299197468e-15 | 5.57121589985304e-12 |
| **2** | **Regulation of System Process** | 7.94617300103175e-16 | 5.57121589985304e-12 |
| **3** | **Muscle Contraction** | 1.69008359734591e-14 | 4.21394176938247e-11 |
| **4** | **Striated Muscle Contraction** | 5.75940438568469e-14 | 1.07700862012304e-10 |
| **5** | **Circulatory System Process** | 3.2364689194257e-13 | 4.84175750346085e-10 |
| **6** | **Regulation of Striated Muscle Contraction** | 1.7820693816491e-12 | 2.22164649578921e-09 |
| **7** | **Heart Process** | 3.67876932310844e-12 | 3.43964931710639e-09 |
| **8** | **Regulation of Blood Circulation** | 3.67876932310844e-12 | 3.43964931710639e-09 |
| **9** | **Regulation of Heart Contraction** | 5.98318936050944e-12 | 4.51863103711603e-09 |
| **10** | **Cardiac Muscle Contraction** | 6.04095058437972e-12 | 4.51863103711603e-09 |

GO Biological Process Enrichment for Module 3 (268 genes)

| **Index** |  | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Synaptic Signaling** | 4.0772247051736e-30 | 3.04976407946986e-26 |
| **2** | **Neuron Differentiation** | 8.15950867600126e-24 | 3.05165624482447e-20 |
| **3** | **Neurogenesis** | 1.499678301498E-22 | 3.73919789840169e-19 |
| **4** | **Neuron Development** | 9.8849337060358e-22 | 1.84848260302869e-18 |
| **5** | **Cell Cell Signaling** | 4.10107035515559e-20 | 6.13520125131276e-17 |
| **6** | **Cell Part Morphogenesis** | 4.71119221175397e-19 | 5.87328629065328e-16 |
| **7** | **Synapse Organization** | 3.41357897795538e-17 | 3.64765296501518e-14 |
| **8** | **Cellular Component Morphogenesis** | 5.8790053742575e-17 | 5.49687002493076e-14 |
| **9** | **Behavior** | 7.34350296233183e-16 | 6.10326690647135e-13 |
| **10** | **Cell Morphogenesis Involved In Neuron Differentiation** | 1.9666418971448e-15 | 1.47104813906431e-12 |

GO Biological Process Enrichment for Module 4 (114 genes)

| **Index** |  | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Coagulation** | 1.74913146153667e-13 | 1.30835033322943e-09 |
| **2** | **Regulation of Coagulation** | 7.34373281887889e-13 | 2.15438446387566e-09 |
| **3** | **Negative Regulation of Coagulation** | 8.64057940057082e-13 | 2.15438446387566e-09 |
| **4** | **Fibrinolysis** | 1.96715831007696e-12 | 3.67858603984392e-09 |
| **5** | **Protein Activation Cascade** | 5.5648255619563e-12 | 8.32497904068663e-09 |
| **6** | **Regulation of Peptidase Activity** | 1.21286955485451e-11 | 1.46204952836243e-08 |
| **7** | **Negative Regulation of Hydrolase Activity** | 1.36822816825361e-11 | 1.46204952836243e-08 |
| **8** | **Regulation of Body Fluid Levels** | 1.700443557219E-11 | 1.58991472599976e-08 |
| **9** | **Negative Regulation of Wound Healing** | 2.28199975459096e-11 | 1.89659535159338e-08 |
| **10** | **Wound Healing** | 5.27548616678084e-11 | 3.94606365275207e-08 |

GO Biological Process Enrichment for Module 5 (897 genes)

| **Index** |  | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Keratinization** | 1.13575309771164e-34 | 8.49543317088309e-31 |
| **2** | **Cornification** | 3.68529839117633e-34 | 1.37830159829995e-30 |
| **3** | **Epidermis Development** | 1.07362164845622e-32 | 2.67689664348418e-29 |
| **4** | **Keratinocyte Differentiation** | 9.427502411539E-32 | 1.76294295095779e-28 |
| **5** | **Epidermal Cell Differentiation** | 1.67795263295505e-29 | 2.51021713890076e-26 |
| **6** | **Skin Development** | 4.8380657028871e-29 | 6.03145524293258e-26 |
| **7** | **Epithelial Cell Differentiation** | 2.20893353830541e-16 | 2.36040326664636e-13 |
| **8** | **Defense Response** | 5.01093194165165e-13 | 4.6852213654443e-10 |
| **9** | **Defense Response to Other Organism** | 9.01776461210781e-13 | 7.49476436650738e-10 |
| **10** | **Icosanoid Metabolic Process** | 8.08037594076198e-12 | 6.04412120368996e-09 |

GO Biological Process Enrichment for Module 6 (603 genes)

| **Index** |  | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Muscle System Process** | 1.57004314948006e-23 | 1.17439227581109e-19 |
| **2** | **Muscle Contraction** | 5.16044169187117e-21 | 1.93000519275982e-17 |
| **3** | **Striated Muscle Cell Development** | 2.2352405260457e-20 | 5.57319971160729e-17 |
| **4** | **Muscle Structure Development** | 1.50994255347136e-19 | 2.82359257499145e-16 |
| **5** | **Muscle Filament Sliding** | 2.55614688308824e-18 | 3.8239957371E-15 |
| **6** | **Myofibril Assembly** | 6.60916459924332e-18 | 8.23942520039E-15 |
| **7** | **Muscle Cell Development** | 1.74343644398852e-17 | 1.8629863715763e-14 |
| **8** | **Striated Muscle Cell Differentiation** | 3.4300933132195e-17 | 3.20713724786024e-14 |
| **9** | **External Encapsulating Structure Organization** | 4.61276915672675e-17 | 3.83372369914623e-14 |
| **10** | **Muscle Organ Development** | 3.74011059330118e-15 | 2.79760272378928e-12 |

GO Biological Process Enrichment for Module 7 (346 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Cilium movement** | 9.6296123208216e-64 | 7.20295001597456e-60 |
| **2** | **Axoneme assembly** | 3.31820725733496e-58 | 1.24100951424328e-54 |
| **3** | **Microtubule bundle formation** | 7.76670121857108e-51 | 1.93649750383039e-47 |
| **4** | **Cilium organization** | 3.17401664592777e-50 | 5.93541112788492e-47 |
| **5** | **Microtubule based movement** | 5.85460182352261e-49 | 8.75848432798982e-46 |
| **6** | **Microtubule based process** | 1.09427699218395e-39 | 1.36419865025599e-36 |
| **7** | **Cilium or flagellum dependent cell motility** | 3.73706400208157e-37 | 3.99331981936716e-34 |
| **8** | **Cell projection assembly** | 9.59933259839005e-34 | 8.97537597949469e-31 |
| **9** | **Axonemal dynein complex assembly** | 1.05242804038135e-31 | 8.74684638005834e-29 |
| **10** | **Organelle assembly** | 6.459411041239E-28 | 4.83163945884677e-25 |

**Supplementary Table S4**

**GO Biological Process Enrichment Within Embryonic Trachea**

GO Biological Enrichment for Module 1 (176 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Ossification** | 1.14916435099985e-08 | 8.59574934547888e-05 |
| **2** | **Neurogenesis** | 5.54653095179654e-07 | 0.00207440257597191 |
| **3** | **Neuron Differentiation** | 2.08218727776149e-06 | 0.00519158694588531 |
| **4** | **Positive Regulation Of Multicellular Organismal Process** | 6.76206815487851e-06 | 0.0126450674496228 |
| **5** | **Bone Mineralization** | 1.31908616373837e-05 | 0.0139749464515627 |
| **6** | **Secretion** | 1.49464667931152e-05 | 0.0139749464515627 |
| **7** | **Synapse Organization** | 1.04198748037708e-05 | 0.0139749464515627 |
| **8** | **Positive Regulation Of Developmental Process** | 1.17766016917976e-05 | 0.0139749464515627 |
| **9** | **Central Nervous System Development** | 2.03610265768467e-05 | 0.0163168289475256 |
| **10** | **Neuron Development** | 2.39953366875376e-05 | 0.0163168289475256 |

GO Biological Process Enrichment for Module 2 (468 genes)

| **Index** | GO Term | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Cell Cycle** | 2.87480826451267e-32 | 2.15035658185548e-28 |
| **2** | **Mitotic Cell Cycle** | 2.01382086054196e-29 | 7.53169001842693e-26 |
| **3** | **Chromosome Organization** | 6.49259710997158e-27 | 1.61882087941958e-23 |
| **4** | **Cell Cycle Process** | 1.00756117587564e-26 | 1.88413939888744e-23 |
| **5** | **Cell Division** | 9.15433910799301e-26 | 1.36948913055575e-22 |
| **6** | **Dna Replication** | 2.59524216338604e-23 | 3.23540189702126e-20 |
| **7** | **Chromosome Segregation** | 2.40476773775834e-21 | 2.56966609691891e-18 |
| **8** | **Mitotic Sister Chromatid Segregation** | 9.22426433399622e-20 | 8.62468715228646e-17 |
| **9** | **Sister Chromatid Segregation** | 2.33249985133143e-19 | 1.93856654310657e-16 |
| **10** | **Mitotic Nuclear Division** | 5.74160194581364e-19 | 4.2947182554686e-16 |

GO Biological Process Enrichment for Module 3 (213 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Coagulation** | 1.28952272757301e-14 | 9.64563000224609e-11 |
| **2** | **Regulation Of Body Fluid Levels** | 6.18906474626812e-14 | 2.31471021510428e-10 |
| **3** | **Protein Activation Cascade** | 4.66544602474854e-13 | 1.1632512088373e-09 |
| **4** | **Negative Regulation Of Coagulation** | 7.37012516591766e-13 | 1.3782134060266e-09 |
| **5** | **Response To Wounding** | 2.31838730488895e-12 | 2.16769213007116e-09 |
| **6** | **Wound Healing** | 1.91129225450461e-12 | 2.16769213007116e-09 |
| **7** | **Regulation Of Coagulation** | 1.91988079027692e-12 | 2.16769213007116e-09 |
| **8** | **Negative Regulation Of Multicellular Organismal Process** | 2.07950210736414e-12 | 2.16769213007116e-09 |
| **9** | **Fibrinolysis** | 6.55591290642626e-12 | 5.4486920600076e-09 |
| **10** | **Cardiac Muscle Tissue Development** | 3.81969131070279e-11 | 2.5973900912779e-08 |

GO Biological Process Enrichment for Module 4 (338 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Synaptic Signaling** | 1.59766037993116e-27 | 1.19504996418851e-23 |
| **2** | **Neurotransmitter Transport** | 2.99666423038551e-20 | 1.12075242216418e-16 |
| **3** | **Lipid Catabolic Process** | 6.54503349345051e-18 | 1.63189501770033e-14 |
| **4** | **Cellular Lipid Catabolic Process** | 2.57023566561817e-17 | 4.80634069470598e-14 |
| **5** | **Cell Cell Signaling** | 1.50586388758104e-16 | 2.25277237582124e-13 |
| **6** | **Fatty Acid Metabolic Process** | 5.19058095395832e-16 | 6.4709242559347e-13 |
| **7** | **Organic Acid Metabolic Process** | 9.50544466339822e-16 | 1.01572465831741e-12 |
| **8** | **Fatty Acid Beta Oxidation** | 1.88653479469069e-15 | 1.76391003303579e-12 |
| **9** | **Regulation Of Neurotransmitter Levels** | 3.00995650231268e-15 | 2.04677042157262e-12 |
| **10** | **Cation Transport** | 2.79933821831345e-15 | 2.04677042157262e-12 |

GO Biological Process Enrichment for Module 5 (517 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **External Encapsulating Structure Organization** | 1.89671118335459e-21 | 1.41873996514923e-17 |
| **2** | **Skeletal System Development** | 1.58007888576135e-13 | 5.90949503274746e-10 |
| **3** | **Cartilage Development** | 2.68182991331619e-12 | 5.01502193790127e-09 |
| **4** | **Connective Tissue Development** | 2.36468178372104e-12 | 5.01502193790127e-09 |
| **5** | **Thyroid Hormone Metabolic Process** | 1.21049574460254e-09 | 1.81090163392541e-06 |
| **6** | **Thyroid Hormone Generation** | 2.64225254655682e-09 | 3.29400817470751e-06 |
| **7** | **Chondrocyte Differentiation** | 4.65014653345096e-09 | 4.96901372431617e-06 |
| **8** | **Collagen Fibril Organization** | 2.48683743774E-08 | 2.3251930042869e-05 |
| **9** | **Ossification** | 4.3884312089924e-07 | 0.000364727393814035 |
| **10** | **Circulatory System Process** | 5.44918854141042e-07 | 0.000407599302897499 |

Go Biological Process Enrichment for Module 6 (365 genes)

| **Index** |  | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Muscle System Process** | 1.49392743017951e-22 | 1.11745771777427e-18 |
| **2** | **Muscle Contraction** | 2.92556317904894e-20 | 1.0941606289643e-16 |
| **3** | **Muscle Filament Sliding** | 3.91134141369055e-13 | 9.75227792480176e-10 |
| **4** | **Striated Muscle Contraction** | 4.80841111523131e-12 | 8.99172878548255e-09 |
| **5** | **Muscle Structure Development** | 8.99478849049117e-12 | 1.34562035817748e-08 |
| **6** | **Actin Mediated Cell Contraction** | 3.08261860773668e-11 | 3.84299786431173e-08 |
| **7** | **T Cell Differentiation** | 1.2940765389302e-10 | 1.38046137907772e-07 |
| **8** | **T Cell Activation** | 1.47642928243606e-10 | 1.38046137907772e-07 |
| **9** | **Antigen Receptor Mediated Signaling Pathway** | 1.98509890563016e-10 | 1.64983775712373e-07 |
| **10** | **Adaptive Immune Response** | 1.36308713170485e-09 | 9.26899249559295e-07 |

GO Biological Process Enrichment for Module 7 (835 genes)

| **Index** | **GO Term** | **p** | **pAdj** |
| --- | --- | --- | --- |
| **1** | **Cilium Movement** | 2.56911878224481e-27 | 1.92170084911912e-23 |
| **2** | **Axoneme Assembly** | 1.58770942216942e-25 | 5.93803323891365e-22 |
| **3** | **Microtubule Bundle Formation** | 7.44367235979665e-22 | 1.8559556417093e-18 |
| **4** | **Cilium Or Flagellum Dependent Cell Motility** | 8.23268884255085e-18 | 1.53951281355701e-14 |
| **5** | **Microtubule Based Movement** | 2.02664117873762e-17 | 3.03185520339147e-14 |
| **6** | **Cilium Organization** | 5.51399984437944e-13 | 6.87411980599304e-10 |
| **7** | **Muscle Contraction** | 1.54439104784266e-12 | 1.44400562973289e-09 |
| **8** | **External Encapsulating Structure Organization** | 1.42513065961956e-12 | 1.44400562973289e-09 |
| **9** | **Microtubule Based Process** | 2.43202824878177e-12 | 2.02128570009863e-09 |
| **10** | **Muscle System Process** | 6.56877036983477e-12 | 4.91344023663641e-09 |

How the deposited data were processed for this re-analysis (not part of the article)

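RNA was measured by bulk sequencing of libraries from the larynx, esophagus and trachea of FVB/N mice. The methods describe a poly-A library preparation. Mitochondrial ribosomal RNA took 9.30 to 32.2% of the counts in short-code libraries and at most 0.196% in index libraries. Whether both kinds were prepared alike is not given in the sources used here. The 36 embryonic libraries covered 5 ages from E10.5 to E18.5 in each tissue, and 4 further libraries of the larynx came from P0 and adult mice. Tissue names differ between the labels, which call the same organ primitive laryngopharynx at E10.5, larynx in most later libraries and vocal fold in the index libraries, and the paper's name, larynx, was used for all. Samples were assigned to a tissue, age and replicate from the labels and the paper before any value was read. No pair of the 40 deposited tables held identical values, and all columns of values were matched to a sample.

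The authors checked the reads with FastQC, aligned them with Bowtie2 2.4.2 and estimated the expected count of each gene with RSEM 1.3.3, as the paper and the submitters' processing notes state, and the deposited tables hold these expected counts before normalization. RSEM divides a read that matches several genes between them, so that counts of paralogs and gene families such as the globins, keratins, myosin heavy chains and olfactory receptors are estimates that can leak between members. Whether the counting used strand is not given in the sources used here, so reads of overlapping antisense genes cannot be told apart. Normalization to median ratios, mapping to human orthologs, the time-course test and the clustering came later in the authors' work. Each table lists 53647 Ensembl gene identifiers, of which 52610 were matched to the GRCm39 annotation (GENCODE vM39) for symbols, gene types and coordinates, and 49 symbols stood for more than one identifier. Symbols of 3 list genes, Fam183b, Ahsp and Ces1, were not found.

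The expected counts were rounded to whole numbers, normalized with median-ratio (RLE) factors and filtered to genes with a normalized count of at least 1 in at least 2 of the libraries tested. The time course was tested in edgeR 4.0.16 (R 4.3.3) with the quasi-likelihood test of a natural spline with 3 degrees of freedom on age rank against an intercept, across the 36 embryonic libraries and within each tissue (12 libraries of the esophagus, 12 of the trachea and 16 of the larynx), at a Benjamini-Hochberg adjusted p of at most 0.01. The normalization, the filter, age rank, the natural spline against an intercept and the threshold are the paper's. The paper used a likelihood ratio test in Monocle2 with independent hypothesis weighting on genes mapped to human orthologs, and its degrees of freedom are not given in the sources used here. The quasi-likelihood test, 3 degrees of freedom and Benjamini-Hochberg adjustment were chosen here, and the tests ran on the mouse genes. For 33 comparisons between ages, between tissues and between tissues in their change with age, a model with one mean for each of the 17 combinations of tissue and age was fitted to all 40 libraries and 36495 genes, with an adjusted p under 0.05 from the same quasi-likelihood test. It had 23 residual degrees of freedom and a common dispersion of 0.293, so each pair of libraries borrows its spread from all groups. The 2 kinds of library at E15.5 were compared with tissue as a term. Where the median change of all genes was not near 0, it is given, and changes are relative to it. Averaged over the tissues it was 0.63 log2 from E13.5 to E15.5 and -0.37 from E15.5 to E18.5. For the difference between tissues in the step from E13.5 to E15.5 it was 0.29 for trachea minus esophagus and -0.18 for larynx minus trachea. From E15.5 to E18.5 these differences had medians of -0.12 and 0.16.

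Before the data were examined, 53 lists of genes were fixed, 41 of them written from general knowledge of cell types, pathways and of tissues that a dissection could include, and 12 taken from the genes that the paper names or tabulates. For each list the members that passed the test are counted over all genes tested and again adjusted over the list alone, and the list was tested as a set with limma 3.58.1 by camera with a preset correlation of 0.01. The set tests were adjusted together over all lists and comparisons. The same test with the correlation estimated from each list's residuals, and fry, were run beside it. List levels are means over members of log2(CPM + 1). Genes are named by a rule that was fixed at the same time. It takes every gene the paper names, the members of a described list with the highest mean counts or the largest change among those past the threshold, and in each comparison the 10 largest rises and falls among genes past the threshold with a mean normalized count of at least 50 in the higher group and no overlap between the groups. Where a count came to 5 genes or fewer and its members are named, they were named after their values were seen.

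Principal components were computed with numpy 2.4.6 from log2 CPM (prior count 1) of the genes that varied with age, with genes centred, and the share of a component that age, tissue or the kind of library takes is eta squared with a test of 100000 label permutations. Co-expression modules were made from normalized counts by squared Pearson correlation, unsigned topological overlap and Ward linkage, divided into 5 groups across tissues and 7 within a tissue, as the paper divided them. The paper based its clustering on WGCNA and named the modules from gene ontology terms. Neither was used here, and modules were compared with the fixed lists by the hypergeometric test with Benjamini-Hochberg adjustment over the genes tested for the spline. Since modules hold only genes called for age, across tissues and within each tissue, these tests also reflect how many genes of a list were called. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and figures.

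Depth ranged from 3286403 to 35831491 expected counts per library, with a median of 19517924.5. A count of 0 in a library therefore allows up to 3 counts of that total, and intervals of this kind cover counting error only, since the reads carry no molecular identifiers. The spread between replicates, not depth, sets the precision for most genes. Tests of single genes, in the comparisons that follow, were tried on simulated data before use. Counts were drawn from the real means and library sizes, with 100 genes changed by each of 2 sizes. No such recovery is given for the list tests, the components or the modules. Changes of 1 and 2 log2 units were recovered for 46 and 97% of the changed genes in the time course across tissues, for 5 and 66% in the time course of the larynx, for 4 and 57% in that of the esophagus, for 54 and 94% in trachea against esophagus, for 11 and 73% in the mean step from E13.5 to E18.5, for 14 and 75% between the kinds of library and for 0 and 27% in the step from E13.5 to E15.5 in the esophagus. Unchanged genes called numbered 33 in the time course across tissues, beside the 46 and 97 changed genes recovered there. They numbered 13 in trachea against esophagus, beside 54 and 94. In both, their share of the calls was above the error rate that the threshold sets, so some genes counted in these 2 tests may be false calls. In the other comparisons they numbered at most 4.

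Alternatives that were fixed before the data were examined were TMM normalization, no filter or edgeR's filterByExpr, protein-coding genes only, DESeq2 1.42.0, the kind of library as a term, short-code libraries only, a replicate block, other forms of the time-course test, fits with only the tissue concerned, other inputs to the components and modules, and leaving out each library in turn. Alternatives added after seeing the data left out the 3 libraries with many olfactory receptor genes, those and 2 more that stood apart from their groups, or the E13.5 libraries. To see how far chance could give such counts, the labels were regrouped in 30 splits for each comparison with 3 or more libraries on each side. The mapping to human orthologs and the gene ontology terms of the modules were not analysed here. Results for some single genes are not reported here, although the genes remain in the lists and counts.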

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

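The tests for heart tissue, skin and brown fat in one library were fixed before their results were seen, and the tests for heart muscle in both libraries, skeletal muscle, the keratins of skin, an older animal and a rise in the trachea itself were chosen only afterwards.

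At E13.5 both larynx libraries carried transcripts of heart muscle, with Nppa at 321 and 678 CPM, and 10 of 20 cardiomyocyte genes were above 100 CPM in both, against 0 in both E10.5 and 2 in both E11.5 larynx libraries, 4 in all E15.5 ones, 6 at E18.5, 6 at P0 and 5 in the adult, and 9 in the E10.5 trachea. The mean log2(CPM + 1) of these genes was 7.52 and 8.22, a difference of 0.699, which argues against heart tissue in one library alone. Skeletal muscle of the larynx would not bring the atrial and embryonic heart genes Nppa, Myl7 and Myh6, whose lowest level in these libraries was 321 CPM, and this argues against it as the whole source. Heart muscle in both libraries stays open as a candidate source, with those 10 genes above 100 CPM there and 10 in both trachea and 5 in both esophagus libraries of E13.5, as does a cardiac program of the larynx at that age, which the paper describes and which no test here separates from it. Of the 20 genes, 3 are in another list fixed beforehand and 6 are named by the study, and the methods describe no sorting of cells.

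In 1 of the 4 E15.5 esophagus libraries, index library 2, genes of cornified epidermis averaged 6.43 in log2(CPM + 1) against at most 1.37 in the others, with a Dixon ratio of 0.959. Skin in one library was tested by this gap of 5.07 together with the hair follicle genes, which lay at 0.552 there and at up to 0.855 in the others, and by its keratins, Krt10 minus Loricrin being -6.25 on the log2 scale (Krt10 at 4.57 and Loricrin at 10.8). The first test met neither of its bounds, and the keratins argue against skin. A library from an older animal is a candidate explanation: 6 of 7 fetal genes were nearer to the adult larynx than to the other E15.5 esophagus libraries, with Igf2 at 4.04 against 11.1 in the others, 11.0 in the E18.5 esophagus and 5.33 in the adult larynx, and Myh3 at 1.02 against 11.1, 10.3 and 0.812. H19 went the other way, at 11.1 against 13.4 in the others and 7.86 in the adult larynx. Lin28b and Hbb-y were low in every group, at 0.412 and 1.57 in the other E15.5 libraries, so these genes carry little weight. Index library 2 held 0.614 CPM of Xist and 61.7 CPM of Y-linked genes, whereas the methods pool 20 animals at this age. No adult esophagus was sequenced for comparison, so a different kind of tissue piece stays open.

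Genes of brown fat were high in 1 of the 4 E15.5 trachea libraries, short-code library 1, with Ucp1, the uncoupling protein of brown fat, at 1438 CPM against 16.4 in the other short-code library and 0 and 0.0584 in the index libraries. Brown fat in one library fits the gap of 2.02 in the mean log2(CPM + 1) of 15 brown adipocyte genes between this library and the next, 6.62 against 4.6, although short-code library 2 also lay above the index libraries, at 2.12 and 1.54. A rise in the trachea itself stays open. The lowest fatty acid oxidation level of the other 3 libraries lay below the highest at E13.5 (-0.252 in log2(CPM + 1)), but that lowest library is an index library and those of E13.5 are short-code, so the kind of library may account for it. Between short-code libraries alone, a comparison made after that one, the other E15.5 library lay 0.399 above the highest at E13.5, and with this a rise in the trachea cannot be told apart from none. Adipose tissue in the dissected piece may be one source of the fatty acid genes at this age, and Ucp1 was also present in the short-code E15.5 libraries of the larynx, up to 472 CPM, and of the esophagus, up to 284 CPM. Of the 15 genes 1 is also in the fatty acid oxidation list, and a fat pad that grows with the trachea was not tested.

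At E15.5, the only age with 4 libraries a tissue, 10 of 60 groups of 4 libraries had one that stood apart by Dixon's ratio at its 95% critical value. Chance gives about 1 in 20 for independent values from one population. Each group here mixes short-code and index libraries, and some of the 60 items are related, so that rate cannot be applied directly. In the larynx, short-code library 2 had the highest level of hepatocyte genes, 1.27 against 0.821 for the next in mean log2(CPM + 1), a ratio of 0.901. Index library 2 of the larynx had the lowest level of neutrophil and inflammation genes, 0.771 against 1.35, a ratio of 0.892. Short-code library 2 of the larynx also had 0.732% of its counts on gene identifiers absent from the annotation, against 0.11% for the next (ratio 0.954). The same library had counts in 682 olfactory receptor genes, against 182 (ratio 0.978). In the esophagus, index library 1 had the highest level of forebrain and midbrain genes, 0.812 against 0.406 (ratio 0.849). In the trachea, short-code library 1 had the highest level of pan-neuronal genes, 5.19 against 3.35 (ratio 0.943). Short-code library 2 of the trachea had the highest level of thymocyte and thymic epithelium genes, 3.91 against 0.644 (ratio 0.967). It also had 4.96% of its counts on identifiers absent from the annotation, against 0.106% (ratio 0.995). Its olfactory receptor genes with a count numbered 1010, against 203 (ratio 0.962).

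The step from E13.5 to E15.5 differed between the tissues in cartilage genes among others, by a test of the difference itself (edgeR's quasi-likelihood test). The log2 change was higher in the larynx than in the esophagus for 9 genes, among them Col2a1 with a log2 difference of 8.27 (standard error 1.38, adjusted p = 0.0266) and Col9a1 with 8.13 (standard error 1.32, adjusted p = 0.0266) (2 higher and 1 lower with short-code libraries only, 106 higher and 64 lower by DESeq2, 93 higher and 57 lower without 5 libraries that stood apart, a choice made after seeing the data, which leaves the E15.5 trachea with index libraries only). Between trachea and esophagus it differed for 19 genes, 17 with the higher change in the trachea, including Col2a1 with 8.88 (standard error 1.40, adjusted p = 0.00893) and Chad with 5.85 (standard error 0.864, adjusted p = 0.00500), and 2 with the lower, Alox12 and Itga2b (32 higher and 40 lower with short-code libraries only, 127 higher and 68 lower by DESeq2, 277 higher and 140 lower without those 5 libraries, where the difference includes the kind of library). Of 20 cartilage genes 7 and 10 passed in these comparisons (17 and 18 adjusted over the list alone, 0 and 5 with short-code libraries; camera with an estimated correlation, adjusted p = 0.00318 and adjusted p = 0.00433). The median difference of all genes in this step was 0.29 log2 between trachea and esophagus, so higher changes in the trachea are relative to a shifted centre. Between larynx and trachea no gene passed edgeR's test in this step (828 with an unadjusted p under 0.05, 5 by DESeq2). From E15.5 to E18.5, 3 genes had a lower log2 change in the larynx than in the esophagus, Meltf with -5.12 (standard error 0.782, adjusted p = 0.0150), Chad with -4.18 (standard error 0.674, adjusted p = 0.0182) and Pla2g5 with -5.67 (standard error 0.982, adjusted p = 0.0372) (3 higher and 64 lower by DESeq2, 0 higher and 37 lower without the 5 libraries). In the same step 1 gene, Ccdc181, had a lower change in the larynx than in the trachea, with -3.43 (standard error 0.550, adjusted p = 0.0307) (35 higher and 173 lower with short-code libraries only, 10 higher and 92 lower by DESeq2, 2 higher and 142 lower without the 5 libraries, again with the kind of library in the difference), and these 4 genes were named after their values were seen. Between trachea and esophagus no gene passed in that step (1262 with an unadjusted p under 0.05, 6 by DESeq2).

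Transcripts of liver, thyroid and brown fat were abundant in some libraries. Alb, serum albumin of the liver, reached 799 CPM in short-code library 1 of the E13.5 esophagus, against 77.2 in the other library of that group. Tg, thyroglobulin, reached 10000 CPM in short-code library 1 of the E18.5 trachea and 6712 in the other. Ucp1 reached 1438 CPM in short-code library 1 of the E15.5 trachea. In short-code library 2 of the E11.5 larynx 1107 olfactory receptor genes had a count, which is 92.8% of those in the annotation, and 22.9% of its counts fell on identifiers absent from the annotation. Between the 2 kinds of library at E15.5, 6022 genes differed with tissue as a term, 2055 higher in the index libraries and 3967 lower.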

How the results depend on the processing

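The tests without the 3 libraries with many olfactory receptor genes, without those and 2 more that stood apart, or without the E13.5 libraries, the check of Y-linked counts and the choice of 24 of the 33 comparisons to count came only after the results were seen, and the other tests before the data were examined. Values in parentheses are those of the analysis as reported, and a count is called kept when it stayed within 1.5 times that value. Beside a count of 0, edgeR's number with an unadjusted p under 0.05 is given. The cause of moved or reversed values was not tested.

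With TMM normalization 27 of 30 counts were kept. With TMM the larynx had 104 genes (166) from E18.5 to P0 and 0 (2; 2652 unadjusted) from E15.5 to E18.5, and the trachea had 25 (11) from E15.5 to E18.5. The median of all genes in the larynx was 0.42 log2 from E10.5 to E11.5 with TMM (0.54) and -0.58 from E11.5 to E13.5 (-0.77). The balance of directions moved by more than 10 percentage points in some comparisons, with 1068 higher and 328 lower (777 and 442) in the larynx from E11.5 to E13.5, 653 higher and 693 lower (583 and 976) in the tissue mean from E15.5 to E18.5 and 1303 higher and 530 lower (1308 and 863) in the trachea from E13.5 to E18.5. Among small counts the same held for the esophagus from E11.5 to E13.5, 14 higher and 1 lower (13 and 4), and from E15.5 to E18.5, 18 higher and 2 lower (20 and 9), for the trachea from E11.5 to E13.5, 6 higher and 0 lower (7 and 2), and from E15.5 to E18.5, 23 higher and 2 lower (8 and 3), and for trachea minus esophagus from E13.5 to E15.5, 11 higher and 3 lower (17 and 2). Between the kinds of library it was 2939 higher and 3605 lower in index libraries (2055 and 3967).

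DESeq2 moved 23 of 29 counts, all upward. With DESeq2 the time course held 5650 genes (1719) in the esophagus and 7337 (3400) in the trachea, and the larynx had 3310 (1219) from E11.5 to E13.5, 4090 (2223) from E13.5 to E15.5, 1293 (166) from E18.5 to P0, 1730 (574) from P0 to adult and 368 (2) from E15.5 to E18.5. With DESeq2 the esophagus had 5569 genes (3513) from E13.5 to E15.5, 730 (17) from E11.5 to E13.5 and 454 (29) from E15.5 to E18.5, and the trachea had 3820 (1463) from E13.5 to E15.5, 182 (9) from E11.5 to E13.5 and 632 (11) from E15.5 to E18.5. With DESeq2 the tissue mean had 3372 genes (1559) from E15.5 to E18.5, and the tissues differed in 285 (35) between trachea and esophagus, 113 (17) between larynx and esophagus and 295 (64) between larynx and trachea. With DESeq2 the change with age differed from E13.5 to E15.5 in 170 genes (9) between larynx and esophagus, 195 (19) between trachea and esophagus and 5 (0) between larynx and trachea, and from E15.5 to E18.5 in 67 genes (3) between larynx and esophagus, 6 (0) between trachea and esophagus and 102 (1) between larynx and trachea. DESeq2 was not run for the list tests.

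Of 29 counts 28 were kept without a filter on low counts, where the larynx had 89 genes (166) from E18.5 to P0. The stricter filterByExpr kept 22 of 30. With filterByExpr the larynx had 1847 genes (1219) from E11.5 to E13.5 and 356 (166) from E18.5 to P0, and the esophagus had 41 (17) from E11.5 to E13.5 and 72 (29) from E15.5 to E18.5. With filterByExpr the trachea had 27 genes (11) from E15.5 to E18.5, and the tissues differed in 55 (35) between trachea and esophagus. With filterByExpr the change with age differed from E13.5 to E15.5 in 15 genes (9) between larynx and esophagus and 30 (19) between trachea and esophagus. Protein-coding genes kept 21 of 29. With protein-coding genes the larynx had 312 genes (166) from E18.5 to P0 and 1 (2) from E15.5 to E18.5, and the esophagus had 44 (17) from E11.5 to E13.5 and 67 (29) from E15.5 to E18.5. With protein-coding genes the trachea had 42 genes (11) from E15.5 to E18.5, and the tissues differed in 70 (35) between trachea and esophagus. With protein-coding genes the change with age differed from E13.5 to E15.5 in 21 genes (9) between larynx and esophagus and 36 (19) between trachea and esophagus.

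Of the tests of lists in comparisons, 953 passed with camera's preset correlation, 357 with fry and 75 with a correlation estimated for each list. In the larynx from E11.5 to E13.5, the direction of basal and stratified squamous epithelium (adjusted p = 0.676) reversed with filterByExpr (0.813), protein-coding genes (0.763), fry (0.819), a fit of the larynx alone (0.699), without the 3 libraries (0.157) and without the 5 (0.052). In that step cornified epidermis (adjusted p = 0.843) reversed with TMM (0.94), filterByExpr (0.809), protein-coding genes (0.651), fry (0.798), a fit of the larynx alone (0.988) and short-code libraries only (0.947). Neither list passed in any of these.

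With the kind of library as a term, 14 of 29 counts were kept. With that term the time course held 6832 genes (3400) in the trachea, and the larynx had 3273 (1219) from E11.5 to E13.5, 4184 (2223) from E13.5 to E15.5 and 1119 (574) from P0 to adult. With that term the esophagus had 239 genes (17) from E11.5 to E13.5 and 50 (29) from E15.5 to E18.5, and the trachea had 4360 (1463) from E13.5 to E15.5, 46 (9) from E11.5 to E13.5 and 21 (11) from E15.5 to E18.5. With that term the tissue mean had 896 genes (1559) from E15.5 to E18.5, and the tissues differed in 90 (35) between trachea and esophagus and 109 (64) between larynx and trachea. With that term the change with age differed from E13.5 to E15.5 in 23 genes (9) between larynx and esophagus and 33 (19) between trachea and esophagus, and from E15.5 to E18.5 in 6 genes (3) between larynx and esophagus. Nkx2-1 reversed in the tissue mean from E13.5 to E15.5 to a log2 fold change of -1.44 (adjusted p = 0.225; 1.5, 0.229), Krt13 in the larynx from E18.5 to P0 to 0.23 (1; -0.64, 1), and the list of simple foregut epithelium in the tissue mean from E13.5 to E15.5 (adjusted p = 0.39; 0.769).

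With short-code libraries only 22 of 41 counts and component tests were kept. With short-code libraries the time course held 5071 genes (1719) in the esophagus and 3721 (8550) in the larynx, and the larynx had 5424 (1219) from E11.5 to E13.5, 5916 (2223) from E13.5 to E15.5 and 15 (2) from E15.5 to E18.5. With short-code libraries the esophagus had 1915 genes (17) from E11.5 to E13.5, and the trachea had 7040 (1463) from E13.5 to E15.5, 642 (9) from E11.5 to E13.5 and 1373 (11) from E15.5 to E18.5. With short-code libraries the tissue mean had 12089 genes (7947) from E10.5 to E13.5, and the tissues differed in 120 (35) between trachea and esophagus, 33 (17) between larynx and esophagus and 110 (64) between larynx and trachea. With short-code libraries the change with age differed from E13.5 to E15.5 in 3 genes (9) between larynx and esophagus, 72 (19) between trachea and esophagus and 1 (0) between larynx and trachea, and from E15.5 to E18.5 in 2 genes (0) between trachea and esophagus and 208 (1) between larynx and trachea. In the larynx 17 fixed lists were enriched in a module (27). In the tissue mean from E13.5 to E15.5, Nkx2-1 reversed to a log2 fold change of -1.52 (adjusted p = 0.216) and Chac1 to -0.14 (1; 2.06, 0.0459). Col11a2 reversed in the esophagus from E13.5 to E15.5 to 0.39 (1; -0.40, 0.962), and simple foregut epithelium in the tissue mean in that step (adjusted p = 0.442). These libraries give no value for P0 or the adult.

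A replicate block of the kind and number of library kept 11 of 29 counts. Whether one number marks shared animals is not stated and stays open. Over 18 pairs of groups of the same age and kind, the correlation of paired differences ran from -0.264 to 0.26 with a median of 0.0997, and the 3 at E13.5 lay at 0.181 to 0.26. The library with more Y-linked counts had the same number in larynx and trachea in 6 of 6 groups, but in larynx and esophagus in 1. With the block the time course held 4576 genes (1719) in the esophagus and 5120 (3400) in the trachea, and the larynx had 2843 (1219) from E11.5 to E13.5, 4018 (2223) from E13.5 to E15.5, 1064 (574) from P0 to adult and 0 (2; 2940 unadjusted) from E15.5 to E18.5. With the block the esophagus had 166 genes (17) from E11.5 to E13.5, and the trachea had 3964 (1463) from E13.5 to E15.5, 42 (9) from E11.5 to E13.5 and 23 (11) from E15.5 to E18.5. With the block the tissue mean had 754 genes (1559) from E15.5 to E18.5, and the tissues differed in 70 (35) between trachea and esophagus, 26 (17) between larynx and esophagus and 105 (64) between larynx and trachea. With the block the change with age differed from E13.5 to E15.5 in 14 genes (9) between larynx and esophagus and 34 (19) between trachea and esophagus, and from E15.5 to E18.5 in 5 genes (3) between larynx and esophagus and 3 (1) between larynx and trachea. Nkx2-1 in the tissue mean from E13.5 to E15.5 was at -1.33 (adjusted p = 0.292), and in the larynx from E18.5 to P0 Krt13 was at 0.35 (1) and Krt4 at 0.20 (1; -0.86, 1), all reversed, as was simple foregut epithelium in the tissue mean from E13.5 to E15.5 (adjusted p = 0.388).

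Fits with only the tissue concerned kept 4 of 12 counts. In such fits the larynx had 3076 genes (1219) from E11.5 to E13.5, 4211 (2223) from E13.5 to E15.5, 1006 (166) from E18.5 to P0, 2170 (574) from P0 to adult and 71 (2) from E15.5 to E18.5, and the esophagus had 290 (3513) from E13.5 to E15.5, 0 (17; 1979 unadjusted) from E11.5 to E13.5 and 0 (29; 1179 unadjusted) from E15.5 to E18.5. Of the time courses, the esophagus held 918 genes with age as a factor and 4890 by a likelihood ratio test with trended dispersions (1719), and the other 3 were kept in both. Across tissues 19 fixed lists were enriched in a module when as many genes as the paper's were taken by smallest p (34), and the counts within tissues were kept. With every gene that passed the filter, the test of component 2 with age did not pass, with an eta squared (permutation p) of 0.183 (0.155; 0.734) across tissues, 0.231 (0.7; 0.764) in the esophagus, 0.171 (0.832; 0.951) in the trachea and 0.304 (0.706; 0.967) in the larynx. With counts not logged, these were 0.0733 (0.692; 0.734) across tissues, 0.592 (0.163; 0.764) in the esophagus and 0.548 (0.115; 0.951) in the trachea, and component 1 of the esophagus had 0.289 (0.718; 0.986). With libraries as variables all 10 component tests were kept.

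Without the 3 libraries with many olfactory receptor genes 23 of 28 counts were kept. Without these 3 the larynx had 297 genes (1219) from E11.5 to E13.5 and 0 (2; 3066 unadjusted) from E15.5 to E18.5, and the esophagus had 10 (17) from E11.5 to E13.5. Without these 3 the trachea had 20 genes (11) from E15.5 to E18.5, and the change with age differed from E15.5 to E18.5 in 0 genes (1; 1396 unadjusted) between larynx and trachea. Without 5 libraries, those 3, index library 2 of the E15.5 esophagus and short-code library 1 of the E15.5 trachea, 9 of 30 were kept. The E15.5 trachea then has index libraries only, so its counts include the kind of library. Without these 5 the time course held 4241 genes (1719) in the esophagus and 7733 (3400) in the trachea, and the larynx had 4922 (2223) from E13.5 to E15.5, 2264 (166) from E18.5 to P0, 3231 (574) from P0 to adult and 723 (2) from E15.5 to E18.5. Without these 5 the esophagus had 1729 genes (17) from E11.5 to E13.5 and 222 (29) from E15.5 to E18.5, and the trachea had 4227 (1463) from E13.5 to E15.5, 365 (9) from E11.5 to E13.5 and 3953 (11) from E15.5 to E18.5. Without these 5 the tissue mean had 12511 genes (7947) from E10.5 to E13.5 and 7082 (1559) from E15.5 to E18.5, and the tissues differed in 693 (35) between trachea and esophagus, 80 (17) between larynx and esophagus and 339 (64) between larynx and trachea. Without these 5 the change with age differed from E13.5 to E15.5 in 150 genes (9) between larynx and esophagus, 417 (19) between trachea and esophagus and 3 (0) between larynx and trachea, and from E15.5 to E18.5 in 37 genes (3) between larynx and esophagus and 144 (1) between larynx and trachea. Shh in the tissue mean from E13.5 to E15.5 reversed to 0.0773 without the 5 (adjusted p = 1; -0.43, 0.786). Without the E13.5 libraries the time course held 464 genes (1719) in the esophagus and 1949 (3400) in the trachea.

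Leaving out each library in turn kept 258 of 388 counts, and a group's lone remaining library is then assumed to vary like the other groups. The time course in the esophagus had 386 without short-code library 1 of E10.5 to 4241 without index library 2 of E15.5 (1719; 10 of 12 moved). The time course in the trachea had 1637 without short-code library 2 of E18.5 to 4381 without short-code library 1 of E15.5 (3400; 4 of 12 moved). The larynx from E11.5 to E13.5 had 253 without short-code library 2 of E13.5 to 747 without short-code library 1 of E11.5 (1219; 4 of 4 moved). The larynx from E13.5 to E15.5 had 347 without short-code library 2 of E13.5 to 2066 without index library 2 of E15.5 (2223; 2 of 6 moved). The larynx from E18.5 to P0 had 3 without short-code library 1 of E18.5 to 35 without index library 1 of P0 (166; 4 of 4 moved). The larynx from P0 to adult had 35 without index library 1 of the adult to 148 without index library 1 of P0 (574; 4 of 4 moved). The larynx from E15.5 to E18.5 had 0 (2890 unadjusted) without short-code library 2 of E15.5 to 2 without short-code library 1 of E15.5 (2; 5 of 6 moved). The esophagus from E13.5 to E15.5 had 323 without short-code library 1 of E13.5 to 4452 without index library 1 of E15.5 (3513; 2 of 6 moved). The esophagus from E11.5 to E13.5 had 1 without short-code library 1 of E11.5 to 66 without short-code library 2 of E11.5 (17; 4 of 4 moved). The esophagus from E15.5 to E18.5 had 3 without short-code library 1 of E18.5 to 64 without short-code library 1 of E15.5 (29; 6 of 6 moved). The trachea from E13.5 to E15.5 had 129 without short-code library 2 of E13.5 to 1596 without index library 2 of E15.5 (1463; 2 of 6 moved). The trachea from E11.5 to E13.5 had 0 (997 unadjusted) without short-code library 1 of E11.5 to 4 without short-code library 2 of E13.5 (9; 4 of 4 moved). The trachea from E15.5 to E18.5 had 0 (3232 unadjusted) without index library 2 of E15.5 to 39 without short-code library 2 of E15.5 (11; 6 of 6 moved). The tissue mean from E15.5 to E18.5 had 608 without short-code library 2 of the E18.5 trachea to 2949 without index library 2 of the E15.5 esophagus (1559; 7 of 18 moved). Trachea against esophagus had 22 without short-code library 2 of the E13.5 trachea to 98 without index library 2 of the E15.5 esophagus (35; 6 of 24 moved). Larynx against esophagus had 2 without short-code library 1 of the E18.5 larynx to 34 without index library 2 of the E15.5 esophagus (17; 13 of 24 moved). Larynx against trachea had 21 without short-code library 1 of the E18.5 larynx to 105 without short-code library 1 of the E15.5 trachea (64; 11 of 24 moved). The difference of larynx and esophagus from E13.5 to E15.5 had 0 (2076 unadjusted) without short-code library 1 of the E13.5 larynx to 27 without index library 2 of the E15.5 esophagus (9; 9 of 12 moved). The difference of trachea and esophagus from E13.5 to E15.5 had 0 (2417 unadjusted) without short-code library 1 of the E13.5 trachea to 44 without short-code library 1 of the E15.5 trachea (19; 9 of 12 moved). The difference of larynx and esophagus from E15.5 to E18.5 had 0 (780 unadjusted) without short-code library 1 of the E18.5 larynx to 6 without short-code library 2 of the E15.5 esophagus (3; 6 of 12 moved). The difference of larynx and trachea from E15.5 to E18.5 had 0 (1140 unadjusted) without short-code library 1 of the E15.5 larynx to 1 without index library 2 of the E15.5 larynx (1; 9 of 12 moved). The difference between the kinds of library had 3738 without index library 2 of the E15.5 trachea to 10067 without index library 2 of the E15.5 esophagus (6022; 3 of 12 moved). Kept throughout were the time courses across tissues, 11661 to 13463, and of the larynx, 6535 to 8852, the means of the tissues from E10.5 to E13.5, 6140 to 7158, from E13.5 to E15.5, 6489 to 9814, and from E13.5 to E18.5, 5925 to 6474, the number of list tests passed, 932 to 966, and the 2 differences with no gene.

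Single libraries also changed the direction of genes and lists that did not pass as reported. Col11a2 ran from -1.55 (adjusted p = 0.317) without short-code library 2 of E15.5 to 2.60 (0.343) without short-code library 2 of E13.5 in the esophagus from E13.5 to E15.5, and from -0.83 (adjusted p = 0.44) without short-code library 2 of the E13.5 esophagus to 0.47 (0.828) without short-code library 1 of the E13.5 esophagus in the tissue mean from E10.5 to E13.5 (0.17). Krt13 ran from -1.26 (adjusted p = 1) without index library 1 of P0 to 0.15 (1) without short-code library 2 of E18.5 in the larynx from E18.5 to P0. Shh ran from -1.01 (adjusted p = 0.241) without index library 1 of the E15.5 esophagus to 0.24 (1) without short-code library 1 of the E13.5 larynx in the tissue mean from E13.5 to E15.5. The adjusted p of basal and stratified squamous epithelium in the larynx ran from 0.0733 without short-code library 1 of E11.5 to 0.99 without short-code library 1 of E13.5 from E11.5 to E13.5, and from 0.0536 without short-code library 1 of E18.5 to 0.745 without index library 2 of P0 from E18.5 to P0 (0.587). That of cornified epidermis from E11.5 to E13.5 ran from 0.675 without short-code library 1 of E13.5 to 0.957 without short-code library 2 of E13.5, and that of simple foregut epithelium in the mean from E13.5 to E15.5 from 0.0223 without short-code library 1 of the E15.5 trachea to 0.922 without index library 1 of the E15.5 trachea. In all, 2065 of 2320 tests of named genes kept direction and side of the threshold, 243 no longer passed, 8 newly passed and 4 reversed.

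Named genes kept direction and side in 182 of 190 tests with TMM, 183 of 190 without a filter, 183 of 190 with filterByExpr, 182 of 188 with protein-coding genes, 177 of 186 with DESeq2, 173 of 190 with the kind of library as a term, 170 of 190 with the block (3 reversed), all but 20 of 175 with short-code libraries, 42 of 55 in fits of one tissue, 173 of 190 without the 3 libraries and 174 of 190 without the 5. A low count in one step does not mean that few genes changed.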

Differences from the paper's values

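The tests of single genes that the paper names, outside Table 1, the choice of module themes to leave out and of the list for hematopoietic modules and the fits without 3 or 5 libraries or without E13.5 were chosen after the results were seen. Counts beside the paper's use its threshold of an adjusted p of at most 0.01, with a quasi-likelihood test in place of the methods' likelihood ratio test in Monocle2 and with hypothesis weighting and human orthologs left out, and 2 counts are taken to differ when one is more than 1.5 times the other.

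For genes that vary with age across the 3 tissues, the paper's count is 3472 and the one here was 12416, and the counts differed under every alternative fixed before the data were examined, at 9110 to 13586. In the esophagus the paper's count is 2766 and the one here was 1719. Of the alternatives fixed beforehand, leaving out index library 1 of E15.5 came within 1.5 times of the paper's, at 2152, and the other 21 did not, at 386 to 5650. In the larynx the paper's count is 4519 and the one here was 8550. Short-code libraries only (3721, from E10.5 to E18.5, while the paper's count runs to the adult), the replicate block (6303), leaving out short-code library 2 of E10.5 (6535) and leaving out index library 2 of the adult (6644) came within 1.5 times of it, and the other 22 alternatives did not, at 6802 to 11907. In the trachea the paper's 2921 and 3400 here did not differ by this measure, but 9 of 22 alternatives did, DESeq2 (7337), the kind of library as a term (6832), the replicate block (5120), short-code libraries (4800), the likelihood ratio test (4592) and 4 fits with a library left out (1637 to 1784).

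Module sizes were compared through the module that held most genes of the paper's list for a theme, or within a tissue of the matching list fixed beforehand, under 3 alternatives fixed before the data were examined: modules from log2 counts, from as many genes of the smallest p as the paper's, and from short-code libraries, which in the larynx end at E18.5. An alternative that is not named for a module did not bring it within 1.5 times. From the comparison 7 themes were left out because the module with most genes of the list did not hold an enriched set of 3 or more. These were ciliation in the larynx, cardiogenesis, ciliation, synaptic signaling and hematopoietic processes in the esophagus, and fatty acid metabolism and hematopoietic processes in the trachea, and 6 of these sizes would have differed. The paper's hematopoietic modules were looked for by coagulation genes, since coagulation terms lead both in its supplementary tables. By erythroid genes, used at first, the one in the trachea would hold 478 genes against the paper's 213. Across tissues the sizes were the paper's 507 for neurogenesis against 3292, within 1.5 times in no alternative, and the paper's 432 for muscle and contractile against 1574, within 1.5 times in no alternative. The same module of 1574 genes also held most of the cardiac genes of the paper's other contractile module, of 1577 genes, from which it did not differ, although the 3 alternatives did, at 854 to 4275. Also across tissues they were the paper's 642 for epithelium against 2162, within 1.5 times only with smallest-p genes (454), and the paper's 314 for ciliation against 2401, within 1.5 times in no alternative. Within the larynx the sizes were the paper's 668 for neurogenesis against 2273, within 1.5 times with log2 counts (970) and short-code libraries (580), and the paper's 324 for sensory and synaptic signaling against 2273, within 1.5 times only with short-code libraries (442). Also in the larynx they were the paper's 363 for adhesion and ion transport against 1972, within 1.5 times only with short-code libraries (281). Within the esophagus the sizes were the paper's 277 for neuron fate against 424, within 1.5 times only with log2 counts (291), and the paper's 897 for epithelial against 354, within 1.5 times with smallest-p genes (676) and short-code libraries (888). Further esophageal modules had the paper's 603 for muscle against 217, within 1.5 times only with log2 counts (495). Within the trachea the sizes were the paper's 176 for neuron against 831, within 1.5 times in no alternative, and the paper's 517 for cartilage against 147, within 1.5 times with log2 counts (630) and short-code libraries (368).

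The genes of Table 1 are given by the paper as varying with age across the tissues. Here 28 of 34 genes of its module 1 varied, 34 of 42 of module 2, 8 of 11 of module 3, 20 of 22 of module 4 and 29 of 29 of module 5. Among those not called were Tenm1, Myt1l, Vxn, Spock1, Atp2b2, Olig2, Tnnc1, Tbx22, Nkx2-5, Nkx2-1, Nkx6-1, Myl2, Pax8, Hoxa5, Sox9, Csrp3, Wnt3a and Dlx3. Of these, a likelihood ratio test with trended dispersions called all except Tenm1, Atp2b2, Sox9, Wnt3a and Dlx3. DESeq2 called Vxn, Tnnc1, Tbx22, Nkx6-1, Hoxa5 and Csrp3. Age as a factor called Myt1l, Vxn, Spock1, Olig2, Tnnc1, Tbx22 and Csrp3, TMM Vxn and Olig2, filterByExpr and protein-coding genes Vxn and Csrp3, the kind of library as a term Olig2 and Nkx6-1, a tissue term Nkx6-1 and Hoxa5, and short-code libraries and the replicate block Nkx6-1. The alternatives also lost genes of Table 1 that were called here, over its 5 modules 1 with TMM, 1 with no filter, 6 with filterByExpr, 5 with DESeq2, 6 with the kind of library as a term, 6 with short-code libraries, 5 with the replicate block, 1 with age as a factor and 3 with a tissue term, and none with protein-coding genes or the likelihood ratio test. Leaving out 1 library at a time, also fixed beforehand, called Olig2 in 13 of 36 fits, Vxn in 9, Tbx22 and Csrp3 in 2 each and Myt1l, Spock1, Atp2b2 and Tnnc1 in 1 each. Leaving out 5 libraries, chosen after seeing the values, called Myt1l, Vxn, Spock1, Atp2b2, Olig2 and Dlx3 and lost 0 of the Table 1 genes called here. Of the foregut lineage genes that the paper's text names, it lost 1 that was called here. Leaving out the 3 libraries with many olfactory receptor genes, also chosen after seeing the values, called Vxn and Olig2 and lost 1 gene each from modules 1 and 3, and leaving out E13.5, likewise chosen afterwards, called Csrp3 and lost 1, 3 and 1 from modules 1, 2 and 5. Tnni1, which the paper gives for a Mef2 motif in module 2, was not called (adjusted p = 0.0453) but was with DESeq2, the likelihood ratio test, age as a factor and 1 fit with a library left out.

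The paper also names 7 lineage genes as varying with age across the tissues. Of them Sox21, Tbx1, Gata4 and Wnt2 did here, and Nkx2-5 (adjusted p = 0.149), Nkx2-1 (0.173) and Nkx6-1 (0.0359) did not. The likelihood ratio test with trended dispersions called Nkx2-5 (7.13e-06), Nkx2-1 (7.77e-07) and Nkx6-1 (0.00618). DESeq2 (0.00915), the kind of library as a term (0.00473), short-code libraries (0.00269), the replicate block (0.00491) and a tissue term (0.00794) called Nkx6-1. Within the larynx Nkx2-5 varied with age (adjusted p = 0.00511).

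Sox9 is described by the paper as rising together in larynx and trachea from E13.5 to E15.5 and in the esophagus from E15.5 to E18.5. Here its log2 fold change was 1.91 in the larynx (adjusted p = 0.0632) and 2.14 in the trachea (0.0476), so the trachea passed and the larynx did not. The trachea in turn did not pass with TMM, without a filter, with the kind of library as a term, with short-code libraries, with the replicate block, in a fit of the trachea alone or in 4 of 6 fits with a library of the 2 ages left out. In the larynx it passed with filterByExpr (0.0413), protein-coding genes (0.0338), DESeq2 (0.0071), a fit of the larynx alone (0.0192) and without short-code library 2 of E15.5 (0.0355), and also without 3 (0.0276) or 5 libraries (0.00336), choices made after seeing the values, of which the first loses 2 and the second 0 of the Table 1 genes called here. In the esophagus it had 1.62 (0.376) and passed under no alternative.

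The paper describes cardiac gene sets as upregulated in the larynx from E11.5 to E13.5. It names 5 cardiac genes, shared by the tissues, as those that may be most notable. Here Gata4, Gata6 and Tbx20 passed, and Nkx2-5 and Tbx18 did not, with 3.91 (adjusted p = 0.117) and 1.49 (0.216). Nkx2-5 passed with DESeq2 (0.0234), and both passed in a fit of the larynx alone (0.00782 and 0.0146). Of 20 cardiomyocyte genes 14 rose in this step.

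The paper describes genes of its larynx module 6, as a group, as rising from E11.5 to E13.5, at birth and from P0 to adult. The epithelial module here had mean z-scores of -0.53 at E11.5, -0.45 at E13.5, -0.17 at E18.5, 0.11 at P0 and 2.10 in the adult. These means rose in each of the steps but were not tested. The paper names 5 genes of its module as members of an epidermis term, without stating a step for each. From E11.5 to E13.5, Ccn2 had 1.74 (adjusted p = 0.1), Wnt10a -2.32 (0.247), Cdsn -0.37 (1), Lamb3 0.83 (0.293) and Foxn1 2.29 (0.448). From E18.5 to P0 they had 1.09 (0.527), -0.23 (1), -0.62 (1), -0.03 (1) and 0.34 (1), and none passed under any alternative. In the earlier step Ccn2 passed as a rise with the kind of library as a term (0.033), short-code libraries (0.0148), the replicate block (0.0381), DESeq2 (0.0284) and a fit of the larynx alone (0.0029). Wnt10a passed as a fall in a fit of the larynx alone (0.0449) and, chosen after seeing the values, without the 5 libraries (0.0352). Lamb3 and Wnt10a rose from E13.5 to E18.5, with 2.41 (adjusted p = 0.00245) and 3.77 (0.0479).

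The paper gives modules of their own to fatty acid metabolism in the trachea, to cardiogenesis in the esophagus and to hematopoietic processes in both. Here no module of the trachea held more than 1 of 15 fatty acid oxidation genes, or 2 under an alternative, and no module of trachea or esophagus held a coagulation gene under any. Cardiomyocyte genes were enriched in no module of the esophagus by the hypergeometric test, but with smallest-p genes 4 of 20 lay in a module of 371 (adjusted p = 0.00208). The paper also gives a larynx module to ciliation. No larynx module here held more than 1 of 24 motile cilia genes, or 2 under an alternative.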

Other observations

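Between E10.5 and E13.5 the tissues gained transcripts of smooth muscle, vessels, macrophages and glia. Of 12 smooth muscle genes 11 rose in the mean of the 3 tissues (12 adjusted over the list alone; camera with an estimated correlation, adjusted p = 0.0122). Myh11, the smooth muscle myosin heavy chain, had a log2 fold change of 6.34 (standard error 0.691, adjusted p = 1.98e-07) from edgeR's quasi-likelihood test and Acta2, smooth muscle actin, 3.59 (standard error 0.263, adjusted p = 3.90e-11). Of 10 endothelial genes 8 rose (10 adjusted over the list alone; adjusted p = 0.189 with an estimated correlation), with Pecam1 at 1.89 (standard error 0.254, adjusted p = 1.99e-06) and Tie1, an angiopoietin receptor partner, at 1.96 (standard error 0.191, adjusted p = 7.33e-09) from the same test. Of 16 genes of macrophages and antigen presentation 14 rose (15 adjusted over the list alone; adjusted p = 0.0822 with an estimated correlation), with Csf1r, the receptor that macrophages need to survive, at 2.58 (standard error 0.298, adjusted p = 1.81e-07). Of 12 genes of Schwann cells and glia 8 rose and 1, Fabp7, fell (9 and 1 adjusted over the list alone; adjusted p = 0.0515 with an estimated correlation).

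From E13.5 to E15.5 genes of bone, thyroid and muscle precursors rose in the mean of the 3 tissues. Of 10 genes of bone and hypertrophic cartilage 9 rose (9 adjusted over the list alone; adjusted p = 0.549 with an estimated correlation), with Runx2, the master regulator of bone, at a log2 fold change of 2.27 (standard error 0.399, adjusted p = 8.55e-05) from edgeR's quasi-likelihood test. Of 11 thyroid follicle genes 8 rose (9 adjusted over the list alone, 4 with short-code libraries only; adjusted p = 0.276 with an estimated correlation), with Foxe1, a thyroid transcription factor, at 4.45 (standard error 0.751, adjusted p = 5.48e-05). Of 12 myogenic regulators 9 rose and 1 fell (adjusted p = 0.319 with an estimated correlation), with Pax7, which marks muscle stem cells, at 1.93 (standard error 0.346, adjusted p = 1.13e-04). Of 15 brown adipocyte genes 13 rose (13 adjusted over the list alone; adjusted p = 0.421 with an estimated correlation), with Dio2, which activates thyroid hormone in brown fat, at 2.72 (standard error 0.340, adjusted p = 1.11e-06). Genes of the Hox clusters went the other way from E13.5 to E18.5, with 12 of 24 lower and 1, Hoxd8, higher (16 and 1 adjusted over the list alone; adjusted p = 0.214 with an estimated correlation). Hoxa5, needed for the trachea and lung, had -3.52 (standard error 0.615, adjusted p = 9.58e-05) and Hoxb5 -2.81 (standard error 0.703, adjusted p = 0.00377). Averaged over the embryonic ages, 5 Hox genes were lower and none was higher in the larynx than in the esophagus (14 lower adjusted over the list alone; adjusted p = 0.00106 with an estimated correlation).

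In tests that were all chosen after the results were seen, the libraries were split in 30 ways for each of 9 counts, and only 1 split, the real one, gave as many genes, the smallest share that 30 splits can give. This argues against chance for 8 of the counts. The real count was 12416 for the time course across tissues and the highest other 1913. For the mean of the tissues these were 7947 and 2987 from E10.5 to E13.5, 8652 and 2017 from E13.5 to E15.5, 7153 and 1512 from E13.5 to E18.5, and 1559 and 598 from E15.5 to E18.5. They were 35 and 0 for trachea against esophagus and 64 and 9 for larynx against trachea. Between the kinds of library at E15.5 they were 6022 and 0. For larynx against esophagus they were 17 and 3, but without short-code library 1 of the E18.5 larynx 2 genes were left, so chance stays open for that count.

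Short-code libraries held 10.1 to 34.3% of their counts in mitochondrial genes and 1.12 to 7.58% in 7SL RNA, and index libraries 1.77 to 7.33% and at most 0.00466%. The lowest depth, 3286403 counts, was that of short-code library 1 of the E11.5 larynx, and short-code library 2 of that group had 57.9% of its counts in protein-coding genes, the lowest share of the 40 libraries. The methods pool 10 animals or more at each embryonic age. If a library holds 10 animals, these are all of one sex in 0.195% of draws, yet several libraries read as one sex. Short-code library 1 of the E10.5 larynx had 0.572 CPM of Xist and 216 CPM of Y-linked genes. Short-code library 1 of the E10.5 esophagus had 2190 and 2.25 CPM. The adult larynx libraries had 1.37 and 1.02 CPM of Y-linked genes. Tg stood at 3399 and 1893 CPM in the E18.5 esophagus libraries, and Rag1, which rearranges antigen receptors in the thymus, at 160.1 CPM in short-code library 2 of the E15.5 trachea against 3.06 in short-code library 1. In the larynx from E15.5 to E18.5, 2 genes passed edgeR's test, Ccnl1 with a log2 fold change of -1.5 (standard error 0.245, adjusted p = 0.0282) and Gm12940 with -3.49 (standard error 0.579, adjusted p = 0.0282) (2611 with an unadjusted p under 0.05, 368 by DESeq2), and both were named after their values were seen.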
